# HSF1-dependent and -independent regulation of the mammalian *in vivo* heat shock response and its impairment in Huntington's disease mouse models

**DOI:** 10.1038/s41598-017-12897-0

**Published:** 2017-10-02

**Authors:** Andreas Neueder, Theresa A. Gipson, Sophie Batterton, Hayley J. Lazell, Pamela P. Farshim, Paolo Paganetti, David E. Housman, Gillian P. Bates

## Abstract

The heat shock response (HSR) is a mechanism to cope with proteotoxic stress by inducing the expression of molecular chaperones and other heat shock response genes. The HSR is evolutionarily well conserved and has been widely studied in bacteria, cell lines and lower eukaryotic model organisms. However, mechanistic insights into the HSR in higher eukaryotes, in particular in mammals, are limited. We have developed an *in vivo* heat shock protocol to analyze the HSR in mice and dissected heat shock factor 1 (HSF1)-dependent and -independent pathways. Whilst the induction of proteostasis-related genes was dependent on HSF1, the regulation of circadian function related genes, indicating that the circadian clock oscillators have been reset, was independent of its presence. Furthermore, we demonstrate that the *in vivo* HSR is impaired in mouse models of Huntington’s disease but we were unable to corroborate the general repression of transcription that follows a heat shock in lower eukaryotes.

## Introduction

The heat shock response (HSR) is a defense program for cells to counter the proteotoxic effects of elevated temperatures and other stressors. Heat shock transcription factors (HSFs) are the main transcription factors responsible for the induction of heat shock response genes. In mammals, seven members of the HSF family have been identified, many of which exist in several isoforms, e.g. HSF1 has four isoforms^1^. HSF1 is not only required for induction of the HSR, but is also an important player in processes like ageing, energy metabolism and carcinogenesis^2^.

The transient induction of molecular chaperones (heat shock proteins, HSPs) is beneficial in many neurodegenerative diseases due to their protection against the accumulation of misfolded proteins^3^, but the constitutive activation of the HSR into a ‘maladaptive stress response’ negatively impacts the proteostasis networks of a diseased cell^4^. This observation seems counterintuitive, as several pathways, including the HSR, are impaired in protein folding diseases, e.g. Huntington’s disease (HD)^5,6^. Activation of the HSR through a small molecule in mouse models of HD was shown to have transiently beneficial effects on disease phenotypes, but the ability to induce the HSR became impaired with disease progression^7^. The molecular basis for this is potentially a change in the chromatin structure of heat shock protein promoters leading to reduced HSF1 binding and recruitment or release of RNA polymerase II at these genes^7^. Supporting this, the genome wide binding pattern of HSF1 is drastically changed in a cell model of HD, interestingly however only under heat shock conditions^8^.

Recent publications have shed more light on the roles of HSF1 in various cellular and systemic processes. During carcinogenesis, HSF1 regulates a non-heat shock response gene network^9^. The transcription factors E2F and HSF1 orchestrate expression of a network of genes required for organismal development that is different from the HSR^10^. Solis and colleagues showed that yeast Hsf1 is required under normal conditions to inhibit protein aggregation and is only required to induce chaperone genes under heat stress. The majority of other heat shock response genes were Hsf1-independent^11^. A similar phenomenon was observed by Mahat et al., who found that only a fraction of the heat shock induced genes are bound by HSF1, and that HSF1 is dispensable for the induction of a large percentage of heat shock response genes in immortalized mouse embryonic fibroblast cell lines. They also observed that cytoskeletal genes were rapidly induced by heat shock in an HSF1-independent manner. Bioinformatic analyses identified candidate transcription factors that might mediate this HSF1-independent response including SRF, E2F and ELF1^12^.

This research has almost exclusively been conducted in cell lines and lower eukaryotic organisms. While these models provide valuable insights into HSR regulation, the findings might not translate directly into the mechanisms that control the HSR in higher eukaryotes. One example for this discrepancy is the decline of the proteostasis network with age, which is clearly evident in *C. elegans* ^13^, but is not a general feature in mice^14^. To examine mechanistic differences in the regulation of the HSR in mammals, and to analyze HSF1-dependent and -independent effects, we developed an *in vivo* heat shock protocol to induce a robust HSR in mice. Skeletal muscle atrophy, HTT aggregation, transcriptional dysregulation, weakness and contractile abnormalities are well-characterized phenotypes in both the R6/2 transgenic and *Hdh*Q150 knock-in models of HD. We compared the genome wide transcriptional response to heat shock in the *quadriceps femoris* of wild type mice with that of HD mouse models, and demonstrated a disease-related impairment of the *in vivo* HSR. We showed that some features of the HSR in cell models and lower eukaryotes are not recapitulated in mammals e.g. a general repression of transcription in response to heat shock. We observed an HSF1-independent regulation of circadian function related genes following heat shock, indicative of a mechanism for resetting circadian clock oscillators. A comprehensive understanding of the HSR in mammals is a prerequisite for the development of targeted strategies to manipulate this process.

## Results

The main questions we wanted to answer in this study were: What is the transcriptional response induced by an *in vivo* heat shock in mammals? What is the representation of the HSR impairment in HD mouse models when induced via *in vivo* heat stress? Which genes are HSF1 dependently and independently regulated? Furthermore, we used HSP90 inhibition with a small molecule (HSP990) as an alternative way to induce chaperone gene expression and to study potential differences between this and a heat shock. For all comparisons we analyzed the transcriptomic changes, protein induction of HSPs, and used bioinformatics to predict chromatin states and upstream regulators.

### Robust induction of an *in vivo* heat shock response in mice

We used a heat pad to quickly (~ 6 minutes) raise the core body temperature of mice to 41.5 °C ± 0.2 °C (Fig. 1A). The heat shock lasted for 15 minutes and was controlled by a rectal thermal probe. Control mice were kept at 36.9 °C ± 0.2 °C throughout the procedure. We found a significantly higher surface temperature, both dorsal and ventral, after heat shock in the treated mice (Fig. 1B). Thermal imaging clearly showed a constantly elevated temperature when imaging the tail (Fig. 1C). Quantification of thermal imaging data throughout the 15 minutes of treatment showed a clear distinction between controls and heat shock (HS) treated mice (Fig. 1D). To further characterize the kinetics of HSP induction, we analyzed the mRNA levels of 3 major HSP genes (*Hspa1a/b*, *Dnajb1*, *Hspb1*) and *Hsf1* immediately after the treatment, and up to 8 hours post treatment in *quadriceps femoris* muscles from wild type mice (Fig. 1E). All 3 HSP mRNAs showed increasing levels of expression up to 4 hours post treatment, which had rapidly declined by 8 hours. *Hsf1* mRNA levels remained unchanged. HSF1 undergoes major posttranslational modification upon heat stress, which can be visualized by a shift in apparent mass by western blotting. As expected, the activation (mass shift) of HSF1 preceded the major peak in HSR gene induction (see shift at 0 h and 1 h in Fig. 1F). HSF1 had already reverted to its basal state by 2 hours post heat shock (Fig. 1F). To gain an initial impression of the dependence of HSP gene expression on HSF1, we analyzed the expression levels of a more diverse set of HSP genes 4 hours post heat shock (Figure S1A) or HSP90 inhibition (Figure S1B) in wild type and *Hsf1* knockout mice. While all HSP genes, with the exception of *Hsp90aa1*, were induced by both stresses in wild type mice, we did not observe induction of HSP mRNAs in the *Hsf1* knockout mice. In summary, our *in vivo* heat shock procedure robustly induced a HSR in mice and we showed that HSP gene induction was dependent on mammalian HSF1.

**Figure 1:**
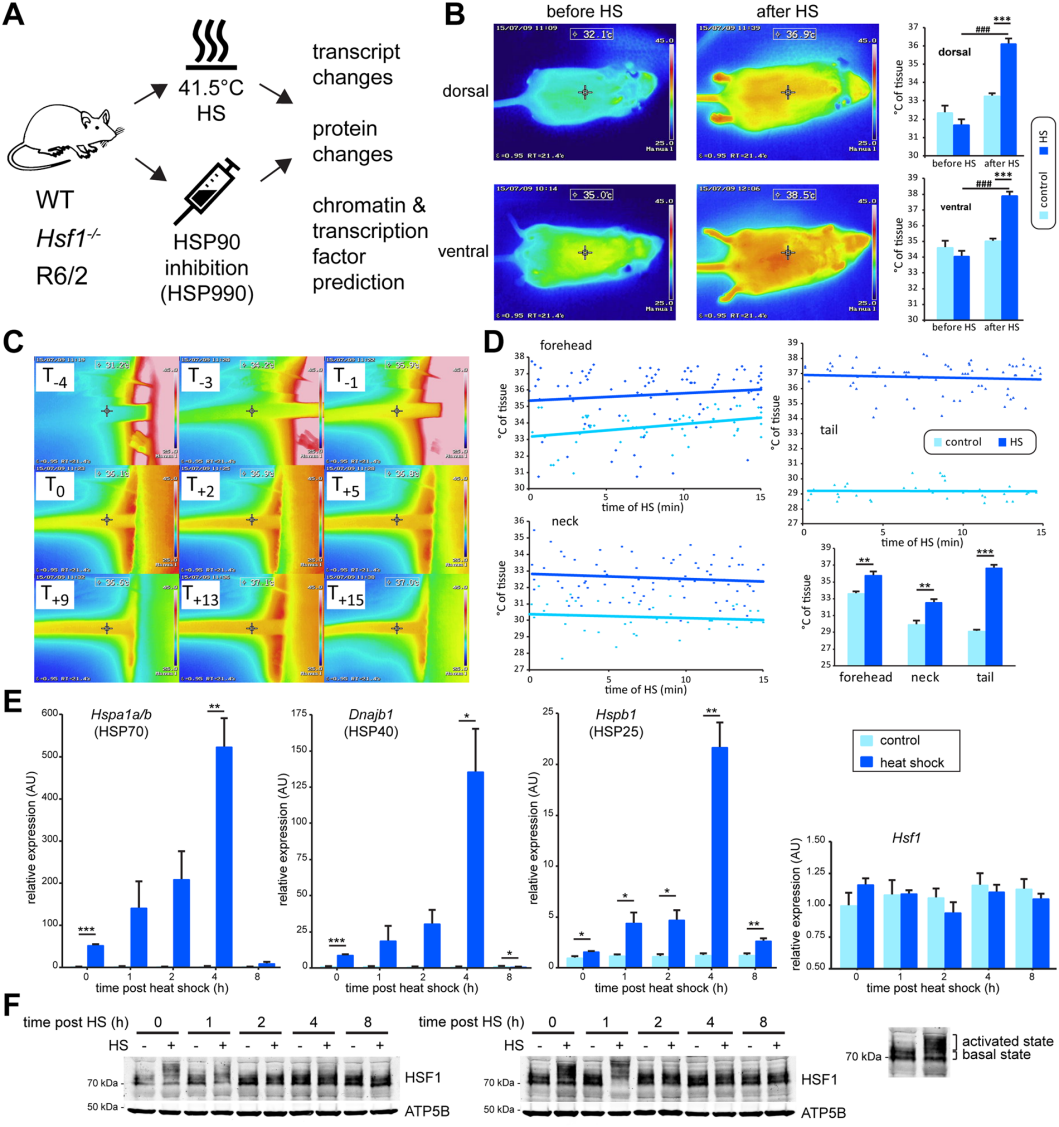
Development of an *in vivo* heat shock protocol. (**A**) Schematic depicting the treatment and processing pipeline used in this publication. WT = wild type; *Hsf1* ^−/−^ = *Hsf1* homozygous knockout mice; R6/2 = mouse model for Huntington’s disease. (**B**) Thermal camera images of exemplary mice before or after heat shock from the dorsal and ventral side. Control mice (control) were kept at 36.9 °C; heat shocked mice (HS) were subjected to a 15 minute heat shock at 41.5 °C. Quantification of the data is shown (right panel). Data are mean ± SEM; n ≥ 4; two-way ANOVA with Tukey *post hoc* test. (**C**) Time course of tail temperature (mins) from start of the procedure (T_-4_), beginning of the 15 minutes (T_0_) until the end of the heat shock (T_+15_). (**D**) Temperature differences as measured by thermal camera imaging between control and heat shocked animals. Quantification (lower right panel) was done by calculating the average temperature for each mouse across the treatment. Data are mean ± SEM; n ≥ 4 for forehead and neck, n ≥ 3 for tail; two-tailed homoscedastic Student’s *t*-test. (**E**) Kinetics of transcript induction of 3 HSP genes (*Hspa1a/b*, *Dnajb1*, *Hspb1*) and *Hsf1* from 0 to 8 hours after heat shock in *quadriceps femoris* muscle of 12 week old wild type mice. Data are mean ± SEM relative to the expression levels of each gene in the respective untreated group at 0 hours; n = 4; two-tailed homoscedastic Student’s *t*-test. (F) HSF1 protein analysis of the same samples as in (**E**). Both panel shows exemplary results for each time point. ATP5B was used as a loading control. Treatment: *p < 0.05, **p < 0.01, ***p < 0.001 and pre- / post-HS ^###^ *p* < 0.001.

### The HSR is impaired in mouse models of HD

The basal levels of some molecular chaperones are decreased in cell models and the neuronal tissue of mouse models of HD. We wondered if the same phenomenon would hold true for peripheral tissues. To this end, we compared basal chaperone levels in neuronal tissue (cortex) with that in liver and two muscles throughout disease progression in the R6/2 mouse model^15^ (Fig. 2A). Expression levels in liver were largely unaffected at end stage disease (Fig. 2A; liver 14 wk), with slight changes at the pre-symptomatic stage (4 weeks). Intriguingly, in end stage muscles, most HSP genes were upregulated, in particular the *Hsp90* isoforms (Fig. 2A; quad. fem and tib. ant. 14 wk). One possible explanation for this observation is that muscle tissue, in contrast to neuronal tissue, has a higher proteostatic buffer capacity, allowing it to counteract the proteotoxic effects of mutant huntingtin to a larger extent and induce expression of molecular chaperones as a defensive strategy.

**Figure 2:**
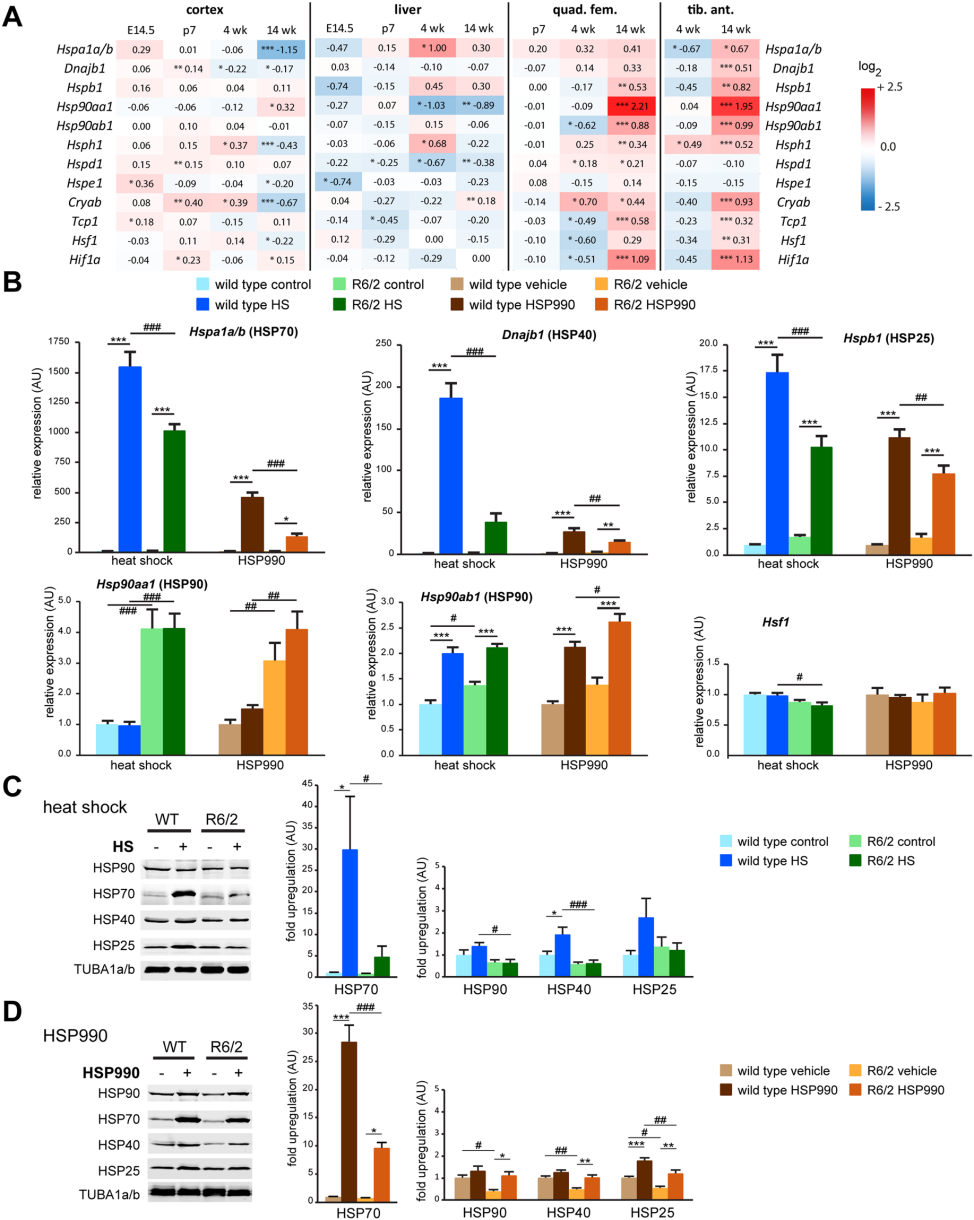
The heat shock response is impaired in the R6/2 mouse model of Huntington’s disease. (**A**) Heat map showing the basal transcript levels of several heat shock response genes and regulators in cortex, liver, *quadriceps femoris* (quad. fem.) and *tibialis anterior* (tib. ant.) muscles at different stages (E14.5 = embryonic day 14.5; p7 = postnatal day 7; wk = weeks). Data are the log_2_ fold changes of R6/2 vs. wild type mice. Data are mean ± SEM; n = 4; two-tailed homoscedastic Student’s *t*-test. Genotype: *p < 0.05, **p < 0.01, ***p < 0.001. (**B**) Transcript induction at 4 hours after heat shock or HSP90 inhibition (HSP990) in *quadriceps femoris* muscle of R6/2 and wild type mice at 12 week of age. Data are mean ± SEM relative to the levels of control or vehicle treated wild type animals; n ≥ 6; two-way ANOVA with Tukey *post hoc* test. (**C** and **D**) Heat shock protein induction at 24 hours after heat shock (HS) (**C**) or HSP90 inhibition (HSP990) (**D**) in *quadriceps femoris* muscle of R6/2 and wild type mice at 12 week of age. Data are mean ± SEM relative to the levels of control or vehicle treated wild type animals; n ≥ 6; two-way ANOVA with Tukey *post hoc* test. TUBA1a/b was used as a loading control. (**B**,**C** and **D**) Treatment: *p < 0.05, **p < 0.01, ***p < 0.001 and treatment/genotype ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001.

To investigate a possible impairment in the response to an *in vivo* heat shock in HD mouse models, we compared the expression levels of five HSP genes and *Hsf1* in 12 week old R6/2 mice with that in wild type littermates. As a control for chaperone gene induction, we used HSP90 inhibition (HSP990), which has been shown to result in an impaired HSR in the R6/2 mice^7^. In *quadriceps femoris*, both HS and HSP90 inhibition led to a significant induction of *Hspa1a/b*, *Dnajab1*, *Hspb1* and *Hsp90ab1* levels in both genotypes at 4 hours post treatment (Fig. 2B). In contrast, *Hsp90aa1* and *Hsf1* levels were unchanged (Fig. 2B). More importantly, as for HSP90 inhibition, the level of *Hspa1a/b*, *Dnajab1* and *Hspb1* induction by HS treatment was decreased in R6/2 mice (Fig. 2B; compare treated groups for HS and HSP990 and Figure S2). As for HSP990 treatment, the induction of *Hsp90ab1* was not impaired in R6/2 mice (Fig. 2B). We extended our analysis to another muscle (Figure S3A, *tibialis anterior*) and liver (Figure S3B), as well as cortex as an example of a neuronal tissue (Figure S3C). The expression of HSP genes was significantly induced through HS treatment in R6/2 tibialis compared to wild type, however, this was more variable than for quadriceps (Figure S3A). Variability was even higher in liver (Figure S3B). In most cases, we did not observe an impairment in chaperone gene expression in these two tissues, possibly as a consequence of this higher variability. Strikingly, chaperone expression was not induced in cortex by heat shock treatment (Figure S3C), despite the surface temperatures of the forehead and neck (Fig. 1D) being significantly increased. The heads had been excluded from the heat pad during the procedure, due to technical reasons involving the maintenance of anesthesia. We reasoned that quick heat dissipation through the fur could lead to a sub-threshold temperature in the brain for HSF1 activation. Indeed, the measurement of temperature within the brain with an implanted thermal probe revealed an increase in temperature of only about 2 °C (data not shown).

We analyzed chaperone protein levels 24 hours post treatment with heat shock (Fig. 2C) or HSP90 inhibition (Fig. 2D). In both cases, this led to significant increases in HSP70, HSP40 and HSP25 levels (Fig. 2C and D). When comparing the protein levels in 12 week old R6/2 mice with wild type mice, we observed an impairment in the induction of most HSP genes, consistent with the impairment at the mRNA level (Fig. 2C and D; compare HS or HSP990 treated R6/2 with HS or HSP990 treated wild type). Analysis of HSP protein levels in *tibialis anterior* (Figure S4A), liver (Figure S4B) and cortex (Figure S4C) largely mimicked the results obtained from their respective RNA analyses (Figure S3) as described above.

The R6/2 mouse model expresses exon 1 of mutant HTT and has an early onset and rapidly progressing phenotype. The *Hdh*Q150 mouse model expresses full length HTT with an expanded polyQ tract^16^, as well as fragments of HTT^17,18^ and develops very similar phenotypes to R6/2 mice, albeit with a later onset and slower rate of progression^19^. To ensure that the HSR impairment in R6/2 mice was not due to the very pronounced phenotype, we treated end stage (21-22 months) homozygote *Hdh*Q150 mice with our heat shock procedure (Fig. 3). Overall, the *quadriceps femoris* muscles of the *Hdh*Q150 mice showed the same pattern of impairment 4 hours post HS treatment when compared to wild type littermates (Fig. 3A and B).

**Figure 3:**
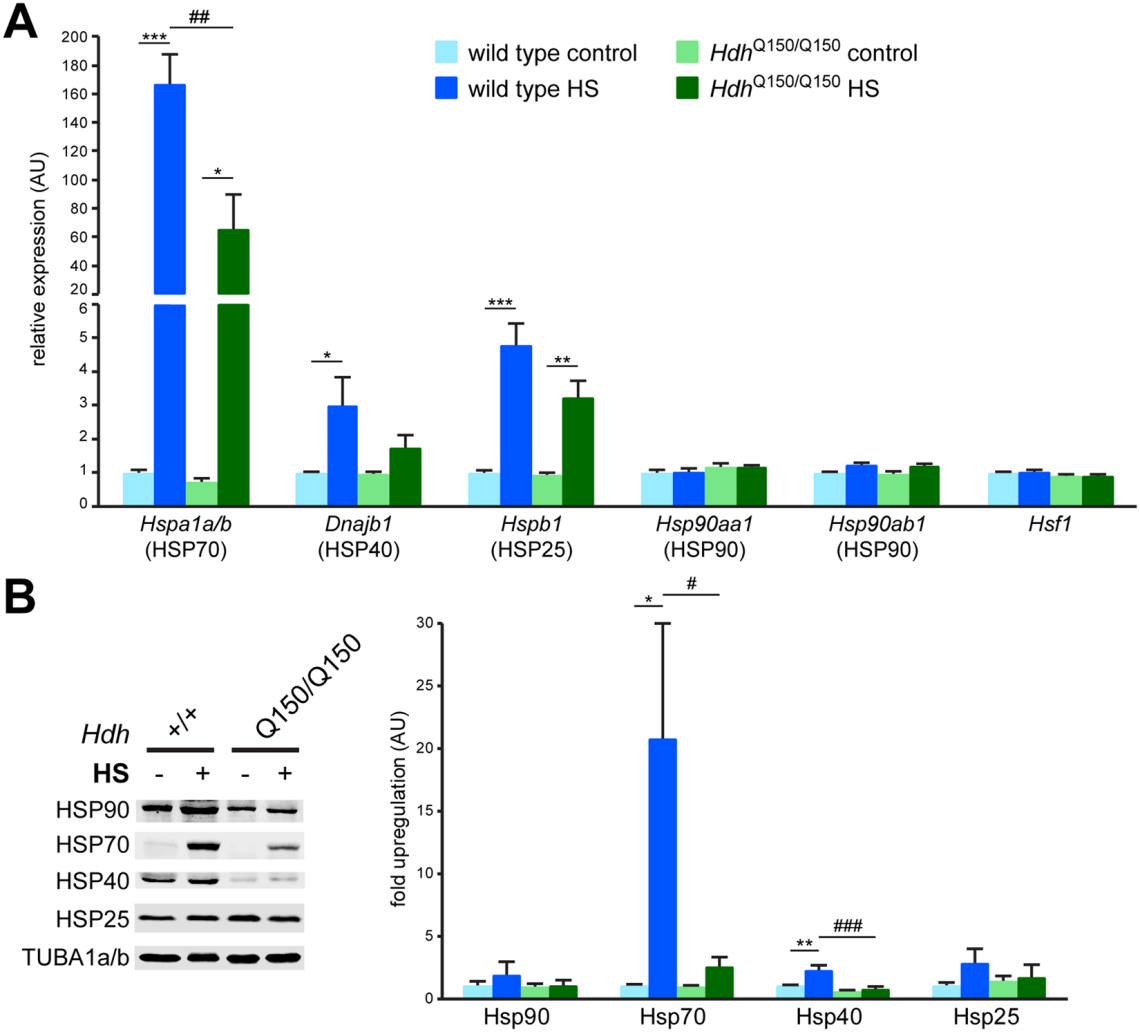
The heat shock response is impaired in the *Hdh*Q150 mouse model of Huntington’s disease. (**A**) Transcript induction at 4 hours after heat shock in *quadriceps femoris* muscle of homozygous *Hdh*Q150 and wild type mice at 21-22 months of age. Data are mean ± SEM relative to the levels of control wild type animals; n ≥ 5; two-way ANOVA with Tukey *post hoc* test. (**B**) Heat shock protein induction at 24 hours after heat shock in *quadriceps femoris* muscle of homozygous *Hdh*Q150 (Q150/Q150) and wild type (+/+) mice at 21–22 months of age. Data are mean ± SEM relative to the levels of control wild type animals; n ≥ 4; two-way ANOVA with Tukey *post hoc* test. TUBA1a/b was used as a loading control. Treatment: *p < 0.05, **p < 0.01, ***p < 0.001 and treatment/genotype ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001.

### Transcriptome-wide analysis of HSR impairment in the R6/2 HD mouse model

Next, we analyzed the transcriptome-wide changes induced by heat shock (Table 1, S1 and S2) and HSP90 inhibition (Table 2, S3 and S4) in R6/2 mice and wild type littermates. 

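RNA of quadriceps femoris muscle was taken 4 h after treatment from 2 mice per group. The HS-treated mice were held under anaesthesia at a core temperature of 41.5 °C for 15 min and their controls at 36.9 °C for 21 min, while HSP990, an inhibitor of HSP90, was given at 12 mg/kg and compared with its vehicle. The authors mapped paired reads to the mm9 build of the mouse genome and deposited the number of reads counted on each of 18669 genes, without normalization. The paper's text does not name the counting program or the gene annotation. The wild type libraries held 24062246 and 29939582 counts (control), 33192334 and 28412727 (HS), 28234870 and 29734425 (vehicle) and 22450177 and 32470315 (HSP990). The R6/2 libraries held 33704538 and 30387546 counts (control), 34629910 and 29251097 (HS), 35168663 and 30062349 (vehicle) and 30894258 and 34766319 (HSP990). Genes were kept with at least 2 counts in at least 10 of all 24 libraries, the filter of the paper, which left 13754 genes. All 12 groups of wild type, R6/2 and Hsf1 knockout mice were fitted together with edgeR's quasi-likelihood test after TMM scaling, which left 12 residual degrees of freedom, and a gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 with no fold cut-off. An exact two-sided permutation test of 2 mice against 2 cannot give a p below 0.333, so the tests rest on the spread pooled over the 12 groups. Levels are given as CPM (counts scaled to a common library total) after TMM scaling, with the mean ± SD of 2 mice. In addition, 23 lists of genes were tested with camera at a preset correlation of 0.01 between genes. The test, the filter, the comparisons, the lists and 9 alternatives were set before the data were examined. Several lists cover themes that the paper had reported from these same libraries, among them the unfolded protein response, extracellular matrix, p38/MAPK and muscle contraction. Tests of those lists are therefore not independent support for these themes. The 20 most abundant genes took 14.73 to 18.73% of the counts in the R6/2 groups on average and 33.59 to 38.76% in the other groups, and the TMM factors were 1.19 to 1.395 in R6/2 libraries and 0.8079 to 0.954 in the others. Scaling by library size alone moved the median log2 fold change of all tested genes between untreated R6/2 and wild type mice from 0.05 to 0.66.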

We sequenced RNA from *quadriceps femoris* 4 hours post treatment, computed the significantly HS-regulated genes and performed gene ontology enrichment analysis. 

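In wild type mice, 283 of the genes tested changed after HS, 219 upwards and 64 downwards, and 1627 genes had an unadjusted p below 0.05. DESeq2 on the 24 libraries called 542 genes, and DESeq2 on only the 4 libraries compared, a fit chosen after the data had been seen, called 825. Without wild type control replicate 1 the count was 40, the lowest with 1 mouse left out, and without wild type HS replicate 1 it was 123, the highest. Scaling by library size alone gave 161 higher and 155 lower genes and moved the median log2 fold change of all genes from -0.01 to -0.15. Hspa1a (gene identifier 193740; chromosome 17 of mm9, 35106144 to 35109069) rose from 7.23 ± 5.45 CPM to 1012 ± 72.1 CPM, a log2 fold change of 7.11 (standard error 0.63, adjusted p = 7.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hspa1b (15511; chromosome 17, 35093381 to 35096183) rose from 3.37 ± 2.15 to 855.4 ± 3.28 CPM, by 7.97 on the log2 scale (standard error 0.595, adjusted p = 1.2e-06). Each of these 2 genes has a near-identical copy on chromosome 17, so their counts are uncertain. Hsp90aa1 (15519; chromosome 12, 111928815 to 111940938), which also has near-identical copies, rose from 10.75 ± 0.635 to 159.6 ± 5.67 CPM (log2 fold change 3.89, standard error 0.263, adjusted p = 4e-07). Dnajb1 (81489; chromosome 8, 86132074 to 86135801) rose from 9.66 ± 2.11 to 43.74 ± 25.7 CPM (log2 fold change 2.18, standard error 0.312, adjusted p = 0.0011), and the 2 HS mice differed more in it than in the genes above. These 4 genes were also called without each of the 4 mice. Hspb1, Hspd1 and Hspe1 have a near-identical copy each as well. Hspb1 rose from 29.39 ± 7.67 to 211.4 ± 3.96 CPM (log2 fold change 2.84, adjusted p = 0.0013), but was not called without wild type control replicate 1 (adjusted p = 0.063). A list of chaperone and co-chaperone genes had 57 members tested, of which 52 were higher after HS, 22 were called, and 32 were called when adjusted over the list alone. Their median log2 fold change was 0.59 (camera, adjusted p = 3.3e-61), and the call held with an estimated correlation (adjusted p = 9.5e-05) and with fry (adjusted p = 1.6e-06). Of the 58 list genes in the table, 57 had a mean of at least 1 CPM in this muscle and 13 were also members of another list.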

As expected, heat shock treatment in wild type mice led to a vast induction of genes involved in protein refolding (Table 1, wild type (WT); Figure S5A). Prediction of upstream regulators identified HSF1, validating our enrichment analysis pipeline. 

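The ChIP-based target lists used by the authors were not used here, and the values below are for 27 core clock and clock output genes chosen by hand, of which 23 had a mean of at least 1 CPM. After HS in wild type mice, 10 of the 27 genes were higher, and their median log2 fold change was -0.09, while the camera test, which ranks the genes by their statistic, pointed upwards (adjusted p = 0.51). The camera test looks for a shift of the list in 1 direction, so genes that rise and genes that fall cancel in it. It could miss a change of the clock in which genes move both ways. The mean log2 of CPM + 0.5 of the list was 4.94 and 4.97 in the control mice and 5.05 and 5.07 after HS. Only Usp2 and Nfil3 were called, and 3 genes when adjusted over the list alone. Usp2 rose from 257.5 ± 4.95 to 527.5 ± 14.6 CPM (log2 fold change 1.03, adjusted p = 0.005, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps Rnf26 and was not called without wild type control replicate 1 (adjusted p = 0.087) or replicate 2 (adjusted p = 0.071). Nfil3 rose from 49.67 ± 25.3 to 180.9 ± 18 CPM (log2 fold change 1.86, adjusted p = 0.029) and was not called without any 1 of the 4 mice, with adjusted p up to 0.36. In R6/2 mice, 19 of the 27 genes were higher after HS, with a median log2 fold change of 0.10 (camera, adjusted p = 0.054), which became -0.01 when scaling by library size alone. The test was past the threshold without R6/2 control replicate 2 (median 0.20, adjusted p = 0.036). No clock gene was called in R6/2 mice by edgeR, over all genes or when adjusted over the list alone. The difference between the genotypes had an adjusted p of 0.45 for the list (camera).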

Interestingly, circadian locomotor output cycles kaput (CLOCK) transcription factor regulated genes were highly enriched in wild type mice, as well as in R6/2 (Table 1 and S1, column regulators). On the other hand, the HSR was severely blunted in R6/2 mice with only 109 genes regulated by HS (about 13% of WT) (Table 1, R6/2; Figure S5A). Additionally, HSF1 was not predicted to be a regulator for this response, again highlighting the impairment of HSF1 activation in R6/2 mice. 

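In R6/2 mice, edgeR called 6 genes changed after HS, all upwards. At an unadjusted p below 0.05, 652 genes were higher and 465 lower. DESeq2 called 127 genes on the 24 libraries and 115 on the 4 libraries compared. The count was 3 without R6/2 HS replicate 1 and 500 without R6/2 HS replicate 2 (225 up, 275 down). Hspa1b rose from 5.47 ± 4.91 to 115.3 ± 12.4 CPM (log2 fold change 4.39, standard error 0.502, adjusted p = 0.0011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Hspa1a from 7.78 ± 5.48 to 138.5 ± 27.2 CPM (log2 fold change 4.15, adjusted p = 0.0043), which was lost without R6/2 control replicate 2 (adjusted p = 0.07). Hsp90aa1 rose from 15.52 ± 6.05 to 48.85 ± 1.63 CPM (log2 fold change 1.65, adjusted p = 0.01) and was not called without R6/2 control replicate 2 (adjusted p = 0.1) or R6/2 HS replicate 1 (adjusted p = 0.14). The other called genes were Ctla2a (log2 fold change 2.34, adjusted p = 0.0011), Tinagl1 (1.4, adjusted p = 0.043, lost without any of 3 of the 4 mice) and Gda (1.24, adjusted p = 0.043), the last of which lies outside the rule for naming genes and was named after its values had been seen. Dnajb1 was not called (log2 fold change -0.37, adjusted p = 0.81), nor was Hspb1 (0.98, adjusted p = 0.48). By qPCR on more mice, the paper found both genes induced by HS in R6/2 mice. Of the 57 chaperone genes 37 were higher, with a median log2 fold change of 0.13, 3 called and 7 called when adjusted over the list alone (camera, adjusted p = 2.3e-07). The list call held with fry (adjusted p = 0.038), and not with an estimated correlation (adjusted p = 0.15) or without R6/2 HS replicate 2 (adjusted p = 0.068).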

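The difference between the HS responses of R6/2 and wild type mice, tested as an interaction, passed the threshold for 10 genes, all with a smaller change in R6/2 mice. DESeq2 called 34 genes for it on the 24 libraries. No gene was called by edgeR without R6/2 control replicate 1 or without wild type control replicate 1, and 90 were called without R6/2 HS replicate 2. The 10 genes included Hsp90aa1 (log2 difference -2.24, standard error 0.337, adjusted p = 0.0094, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Dnajb1 (-2.55, adjusted p = 0.027), Hspd1 (-1.06, adjusted p = 0.017), Dnaja1, Dnaja4 and Hspa1l. Each of these 6 genes was lost in the fit without R6/2 control replicate 1, with adjusted p from 0.066 for Hsp90aa1 to 0.12 for Hspd1. For Hspa1a the difference was -2.97 (adjusted p = 0.28). Of the chaperone genes, 49 of 57 had a smaller change in R6/2 mice, 7 were called and 21 were called when adjusted over the list alone, with a median difference of -0.55 (camera, adjusted p = 4e-36; estimated correlation, adjusted p = 0.0012; fry, adjusted p = 0.00075). Over the 283 genes called in wild type mice, the median log2 fold change in their direction was 1.41 in wild type and 0.58 in R6/2 mice, so that R6/2 mice kept 41.4% of it (42.1% and 40.1% for the 2 HS mice) and 262 genes changed in the same direction. Between settings this share ran from 33.7 to 47.5%. The genes were chosen in wild type mice, which favours that genotype. When they were chosen on 1 pair of wild type libraries and measured on the other, which gave 18 to 27 more strongly changed genes, R6/2 mice kept 21.6 to 36.1% over 4 splits. From the small number of regulated genes the paper concludes that the HSR of R6/2 mice was severely blunted. It also reports that HSF1 was not among the predicted regulators. Its qPCR and protein measurements on more mice, not analysed here, showed impaired HSP induction in R6/2 and in HdhQ150 mice.

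**Figure D1:**
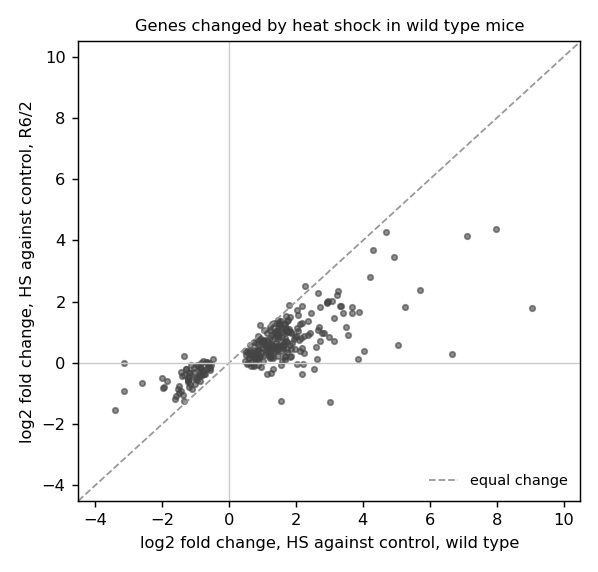
Log2 fold change after HS in wild type mice (x axis) and in R6/2 mice (y axis) for the 283 genes called in wild type mice, with a dashed line of equal change. Of these genes, 262 changed in the same direction in both genotypes.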

Predicted regulators for the response in both R6/2 and wild type mice included kinases involved in immune system function (Table 1 and S1, e.g. IRAK4, ITK) and membrane bound growth factors receptors (Table 1 and S1, e.g. IGFR1, FGFR1, EGFR). Our prediction of chromatin modifications showed a high enrichment of heterochromatin associated marks like histone H3 lysine 9 tri-methyl (H3K9me3) and lysine 27 tri-methyl (H3K27me3) (Table 1; Figure S5B), which is consistent for genes, like molecular chaperones, that are repressed under normal conditions. We followed on by dissecting the common and specific (to WT or R6/2) responses to heat shock and could show that most of the genes that were changed in the R6/2 mice were also changed in wild type mice and only 22 genes were exclusively changed in the R6/2 mice (Table S1; Figure S5A). 

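All 6 genes that edgeR called after HS in R6/2 mice were also called in wild type mice, in the same direction. A further 277 genes were called only in wild type mice (213 up, 64 down), and 256 of them changed in the same direction in R6/2 mice. The number called only in R6/2 mice was 0 by edgeR, although 1117 genes had an unadjusted p below 0.05 in R6/2 mice. It was 49 by DESeq2 on the 24 libraries and 24 by DESeq2 on the 4 libraries of each comparison. Without R6/2 HS replicate 2, the genes called only in R6/2 mice numbered 459. Being called in 1 genotype and not in the other does not show a difference between them, and with all mice none of the 10 genes called in the test of the difference after HS had a higher log2 fold change in R6/2 mice. Without R6/2 HS replicate 2, 7 of 90 such genes had a higher one, and without R6/2 control replicate 2, 2 of 12.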

Due to this huge HSR impairment in R6/2 mice, and therefore the lack of a substantial R6/2 specific response, a transcription factor network could not be generated.

**Table 1:** Gene ontology enrichment analysis for heat shock treated mice.

**comparison**	**regulation**	**genes**	**regulators (1: ChEA, 2: ENCODE)**	**pathways (1: WIKIPathways, 2: Reactome)**	**gene ontologies (biological process)**	**kinases**	**chromatin marks**
WT control vs. HS	up	570	1: CLOCK 315.2, HSF1 302.42, ESR1 210.21, TCFAP2C 149.06, PPARG 143.32: MYOD1 55.7, MYOG 42.06, HSF1 41.33, EP300 34.79, ZMIZ1 34.45	1: Adipogenesis 23.72, Diurnally Regulated Genes with Circadian Orthologs 9.86, MAPK Signaling Pathway 8.47, Aryl Hydrocarbon Receptor 6.672: Attenuation phase (of HSF1) 26.5, HSF1-dependent transactivation 23.52, Cellular response to heat stress 16.7	response to topologically incorrect protein 39.17, protein refolding 28.18, regulation of p38MAPK cascade 21.76, cellular response to lipid 16.21, regulation of vasculature development 14.86	IRAK4 122.8ILK 83.21IGF1R 56.46ITK 42.54EGFR 41.07	H3K4me1 36.38H3K27me3 27.61H3K27ac 19.79
	down	264	1: WT1 86.33, NANOG 81.37, POU5F1 80.23, EP300 66.67, ZFP281 63.942: MAZ 14.9, EP300 12.0, GATA2 10.61, MYOD1 10.53, TCF3 9.86	1: not significant2: Signaling by BMP 13.73, Defective SLC26A2 causes chondrodysplasias 7.29, Extracellular matrix organization 7.19, Defective EXT1 causes exostoses 1, TRPS2 and CHDS 7.18, Oncogene Induced Senescence 7.11	cellular response to lipid 21.06, receptor protein serine/threonine kinase signaling pathway 18.85, BMP signaling pathway 18.08, positive regulation of endothelial cell migration 17.62, regulation of smooth muscle cell migration 15.15	IRAK4 41.39FGFR1 31.01CDK8 19.9BMPR2 10.99KSR2 8.7	H3K27me3 31.73H3K4me3 23.62H3K4me1 17.47
R6/2 control vs. HS	up	89	1: CLOCK 69.16, STAT3 45.91, ESR1 40.48, SUZ12 34.81, EGR1 33.552: not significant	1: Corticotropin-releasing hormone 7.05, AGE/RAGE pathway 6.15, Diurnally Regulated Genes with Circadian Orthologs 5.052: HSF1 activation 11.17, Attenuation phase (of HSF1) 11.09, HSF1-dependent transactivation 10.9, Cellular response to heat stress 8.24	cellular response to lipid 15.92, cellular response to hormone stimulus 13.81, negative regulation of calcium ion transport 11.38, response to temperature stimulus 11.12, nitric oxide mediated signal transduction 10.37	IRAK4 20.98AKT1 20.3RAF1 16.98CDK8 9.51ROCK1 8.63	H3K9me3 13.86H3K27me3 10.28H3K4me1 10.24
	down	20	1: EP300 19.44, KLF4 7.98, VDR 7.96, GATA2 7.00, DNAJC2 7.002: not significant	1: Striated Muscle Contraction 13.98, Retinol metabolism 8.342: Striated Muscle Contraction 8.19, Signaling by Retinoic Acid 7.79	actin-myosin filament sliding 17.2, negative regulation of cartilage development 13.33, response to leptin 5.41	FGFR1 6.61AKT1 5.56	not significant
*Hsf1* ^−/−^ control vs. HS	up	239	1: ESR1 134.55, CLOCK 108.64, STAT3 91.19, MTF2 80.56, ZNF217 76.022: MYOD1 29.47, ESR1 21.0, STAT3 18.65, TCF12 18.6, RAD21 18.36	1: Adipogenesis 14.47, Oncostatin M Signaling Pathway 9.54, Spinal Cord Injury 9.08, Diurnally Regulated Genes with Circadian Orthologs 8.872: not significant	response to oxygen levels 13.14, regulation of heart contraction 12.63, negative regulation of phosphorylation 11.29, negative regulation of cell migration 10.48, Rho protein signal transduction 10.29	IRAK4 70.63KSR1 35.67CDK8 27.78HUNK 23.99IGF1R 19.05	H3K4me1 28.94H3K27me3 24.01H3K9me3 22.37
	down	103	1: TCF3 41.25, PPARG 37.09, CLOCK 32.42, POU5F1 28.47, POU3F2 28.472: GATA2 5.63	1: Striated Muscle Contraction 17.28, PPAR signaling pathway 12.95, Adipogenesis genes 7.35, SIDS Susceptibility Pathways 5.782: Striated Muscle Contraction 14.29	muscle filament sliding 24.95, circulatory system process 11.09, positive regulation of osteoclast differentiation 9.22, fat cell differentiation 8.75, lipid storage 8.65	CDK8 24.31ILK 21.09FGFR1 20.89AKT2 12.6IRAK4 8.16	H3K27me3 19.97H3K9me3 13.08H3K9ac 7.42

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE).v Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown. See also Tables S1, S2, S5, S6 and S8.

**Table 2:** Gene ontology enrichment analysis for HSP990 treated mice.

**comparison**	**regulation**	**genes**	**regulators (1: ChEA, 2: ENCODE)**	**pathways (1: WIKIPathways, 2: Reactome)**	**gene ontologies (biological process)**	**kinases**	**chromatin marks**
WTvehicle vs. HSP990	up	479	1: HSF1 382.44, ESR1 177.22, CLOCK 143.11, EP300 131.96, TCF21 130.52: HSF1 67.04, TCF12 56.90, MYOD1 53.53, GATA3 38.37, TCF3 36.89	1: Focal Adhesion 26.64, Inflammatory Response Pathway 16.87, IL-2 Signaling Pathway 9.78, Apoptosis-related network due to altered Notch3 in ovarian cancer 9.42, Type II interferon signaling 8.592: Extracellular matrix organization 61.98, Collagen biosynthesis and modifying enzymes 32.3, Attenuation phase (of HSF1) 25.24, HSF1 activation 24.29, Scavenging by Class A Receptors 12.71	extracellular matrix organization 96.51, collagen fibril organization 43.4, protein folding 43.24, response to wounding 23.12, response to acid chemical 19.93	IRAK4 158.7KSR1 83.98CDK8 72.45BMPR2 62.38FGFR1 42.72	H3K27me3 37.46H3K27ac 28.67H3K4me1 26.28
	down	195	1: CLOCK 95.44, TAF7L 90.88, SOX2 60.96, FOXP2 57.93, TCFAP2C 51.392: RFX5 18.54, POLR2A 13.64, E2F1 13.31, EP300 10.71, MAZ 10.24	1: not significant2: not significant	response to peptide 7.13, organic acid transport 6.77, cellular response to oxidative stress 6.68, positive regulation of p38MAPK cascade 6.62, negative regulation of lipid storage 5.48	ILK 24.46IRAK4 24.10IGF1R 16.38HUNK 14.21KSR2 13.27	H3K4me1 13.05H3K27me3 10.84H3K4me3 9.79
R6/2vehicle vs. HSP990	up	149	1: HSF1 232.59, CLOCK 51.98, TRIM28 36.67, SUZ12 35.25, E2F1 32.962: HSF1 53.66, STAT2 10.42, STAT1 10.03, EP300 9.31, FOSL1 9.24	1: IL-4 Signaling Pathway 6.42, Apoptosis Modulation and Signaling 6.14Adipogenesis 6.06, MAPK Signaling Pathway 5.35, SIDS Susceptibility Pathways 5.122: HSF1 activation 39.15, Attenuation phase (of HSF1) 39.11	protein folding 32.7, regulation of apoptotic signaling pathway 13.91, negative regulation of phosphorylation 12.27, regulation of cytokine production 11.32, response to interferon-alpha 8.11	CDK8 34.46ILK 20.06ROCK2 18.68IRAK4 13.52ROCK1 13.48	H3K4me3 13.07H3K4me1 8.03H4K20me1 6.73
	down	249	1: CLOCK 101.11, NANOG 80.97, ESR1 78.05, MTF2 70.52, PPARG 66.172: TCF12 15.54, CTCF 15.46, NFIC 14.83, ZC3H11A 14.13, UBTF 13.55	1: Adipogenesis 11.53, Signaling Pathways in Glioblastoma 7.63, EGF/EGFR Signaling Pathway 5.48, MAPK Signaling Pathway 5.472: Signaling by EGFR 6.47, Signalling by NGF 6.4, Downstream signaling of activated FGFR 6.18, Signaling by ERBB2 6.04, Signaling by FGFR 6.03	cellular response to nitrogen compound 15.21, regulation of vasculature development 13.83, positive regulation of lipase activity 13.57, Ras protein signal transduction 12.82, positive regulation of reactive oxygen species metabolic process 12.41	IGF1R 37.05KSR2 33.07IRAK4 31.62HUNK 24.12ROCK2 10.21	H3K27me3 38.44H3K4me1 33.46H3K9me3 12.79
*Hsf1* ^−/−^ vehicle vs. HSP990	up	72	1: TAF7L 47.7, ATF3 43.03, STAT3 42.39, SOX2 36.48, E2F1 35.422: CEBPB 47.9, CHD1 28.94, JUN 26.57, MAX 22.46, FOSL2 21.12	1: Hypertrophy Model 14.84, MAPK signaling pathway 6.282: PERK regulates gene expression 13.76, ATF4 activates genes 13.62, Amino acid transport across the plasma membrane 13.13, Amino acid synthesis and interconversion (transamination) 9.97, Unfolded Protein Response (UPR) 6.99	response to endoplasmic reticulum stress 17.21, response to unfolded protein 17.1, amino acid transmembrane transport 16.99, anion transmembrane transport 16.72, apoptotic signaling pathway 16.07	KSR1 38.98EGFR 30.53ALK 24.9IRAK4 21.98SNRK 16.38	H3K36me3 10.33H3K4me1 8.64H3K27me3 7.21
	down	40	1: KLF4/5/2 22.37, SMAD4 18.72, SMARCA4 18.57, SMAD3 16.92, ZFP281 15.52: not significant	1: Striated Muscle Contraction 8.062: Muscle contraction 10.87, Signaling by NOTCH4 5.39,	negative regulation of ERK1 and ERK2 cascade 9.92, actin-myosin filament sliding 9.45, negative regulation of intracellular signal transduction 9.41, cellular response to fluid shear stress 9.0, regulation of endothelial cell differentiation 8.77	KSR2 7.91	H3K27me3 6.32

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown. See also Tables S3, S4, S5, S7 and S9.

Both HSP90 inhibition and heat shock led to a similar number of regulated genes in wild type animals (Table 1 and Table 2, WT). However, at the molecular level, the responses were considerably different (Figure S6 and Table S5). 

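HSP990 changed 255 genes in wild type mice, 199 upwards and 56 downwards, and the median log2 fold change of all genes was -0.0011. At an unadjusted p below 0.05 there were 1816 genes (1196 up, 620 down). The count was 59 without wild type vehicle replicate 2 and 168 without wild type vehicle replicate 1. DESeq2 on the 24 libraries called 542 genes, the same number as after HS, and 670 on the 4 libraries compared. The 5 largest rises among genes of at least 1 CPM were those of Hspa1b (7.32), Hspa1a (7.00), Hsp90aa1 (5.02), Dnajb1 (4.92) and Nppc (4.70) on the log2 scale. Hsp90aa1 rose from 13.06 ± 0.489 to 425 ± 55.3 CPM (standard error of the log2 fold change 0.275, adjusted p = 9.8e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Dnajb1 from 10.61 ± 1.72 to 321 ± 8.43 CPM (adjusted p = 2.7e-07). Both were called under every setting and without each mouse. The largest falls were those of Odf3l2 (-4.76), Arrdc2 (-4.64), Fkbp5 (-3.58), Tfcp2l1 (-3.34) and Map3k6 (-3.16). Of these, Tfcp2l1 alone was called without each mouse, and Odf3l2 had an adjusted p of 0.49 without wild type vehicle replicate 2.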

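The responses of wild type mice to HS and to HSP990 were compared by a test of their difference, which called 328 genes, 182 with a higher change after HS and 146 with a higher change after HSP990. At an unadjusted p below 0.05 the test gave 2050 genes, and DESeq2 on the 24 libraries called 648. Without wild type vehicle replicate 2, 94 genes were called. Scaling by library size alone gave 463 genes, 149 with the higher change after HS and 314 with the higher change after HSP990, and moved the median of all genes from -0.02 to -0.21. Of the genes called by edgeR after HS or HSP990, 66 were called after both: 45 rose in both, 2 fell in both and 19 went in opposite directions. A further 217 were called after HS alone and 189 after HSP990 alone. DESeq2 on the 24 libraries called 141 genes after both: 69 rose, 6 fell and 66 went in opposite directions. DESeq2 on only the libraries compared called 226: 95 rose, 5 fell and 126 went in opposite directions. The balance of shared and opposite changes thus depended on the setting. By the paper's comparison of the 2 treated groups, corrected for the difference between vehicle and control mice, 989 genes differed, 512 higher after HSP990 and 477 higher after HS. That number was 243 without wild type HS replicate 2 (101 and 142) and 282 without wild type HS replicate 1 (112 and 170), and scaling by library size alone gave 1061 genes, 788 higher after HSP990 and 273 higher after HS. Dnajb1 changed less after HS than after HSP990 (log2 difference -2.74, standard error 0.43, adjusted p = 0.0037, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Cebpb more (2.45, adjusted p = 0.00084) and Usp2 in opposite directions (2.14, adjusted p = 0.00084). For Hspa1a the difference was 0.11 (adjusted p = 0.97). Transcripts of 4 Y-linked genes were at 0 counts in the wild type mice of the HS experiment and at 3923 or more in those of the HSP990 experiment, so the mice of the 2 experiments also differed in Y-linked expression. The paper states that the 2 responses were considerably different at the molecular level.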

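A list of 61 genes of collagens, their processing enzymes and other extracellular matrix proteins had a lower change after HS than after HSP990 in wild type mice in 51 cases, with a median log2 difference of -0.71 (camera, adjusted p = 3e-08). The call was lost with an estimated correlation (adjusted p = 0.51) and with fry (adjusted p = 0.12). Over all genes and when adjusted over the list alone, 3 genes were called, Lum (-1.34), P4ha1 (-1) and Tnc (-1.78). P4ha1 was lost without any 1 of 5 of the 8 mice, with adjusted p up to 0.11 without wild type vehicle replicate 2, Tnc without any 1 of 7, and Lum without any 1 of the 8, with adjusted p up to 0.23. For 12 endothelial marker genes, all with at least 1 CPM in this muscle, the median difference was -0.34 (adjusted p = 0.32), with Tek called lower (-1.38) and Flt1 called higher (1.19) after HS, and 2 genes called when adjusted over the list alone. Tek was lost without any 1 of 4 mice and Flt1 without any 1 of 7. Against their vehicle controls, 9 of the 12 endothelial genes were higher after HSP990, with a median of 0.43 (camera, adjusted p = 0.014), and 6 passed the threshold when adjusted over the list alone. That list call was lost with an estimated correlation (adjusted p = 0.37), with fry (adjusted p = 0.11), without wild type vehicle replicate 2 (adjusted p = 0.072) and without wild type HSP990 replicate 2 (adjusted p = 0.17). All 71 tested genes of the electron transport chain and TCA cycle were higher after HS than after HSP990, by a median of 0.24 (camera, adjusted p = 1e-06), a call that was lost with an estimated correlation (adjusted p = 0.56) and with fry (adjusted p = 0.16). No gene of this list was called by edgeR, over all genes or when adjusted over the list alone. Against their own controls, these genes had a median log2 fold change of 0.08 after HS (62 of 71 higher, adjusted p = 0.038) and of -0.16 after HSP990 (none higher, adjusted p = 9.2e-07). The rise after HS turned to -0.06 when scaling by library size alone and was not past the threshold without wild type control replicate 1 (adjusted p = 0.57) or HS replicate 1 (adjusted p = 0.19).

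**Figure D2:**
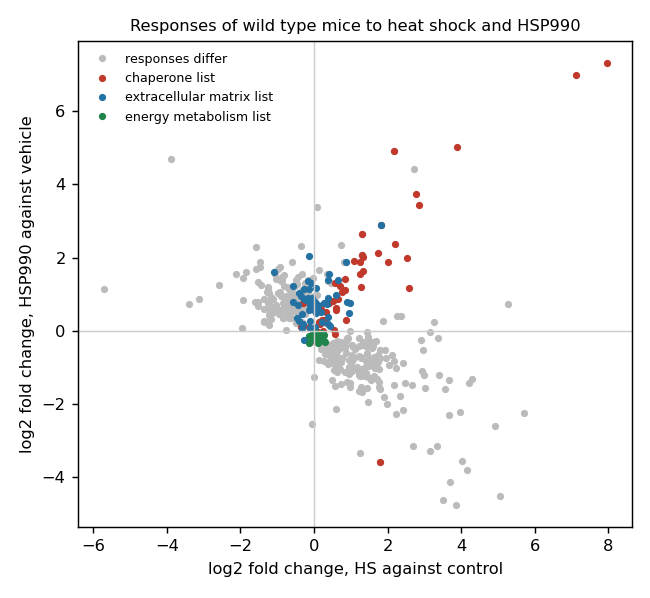
Log2 fold change after HS (x axis) and after HSP990 (y axis) in wild type mice for the 328 genes whose responses differ and for the chaperone, extracellular matrix and energy metabolism lists. The 71 energy metabolism genes lie close to 0 on both axes.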

In summary, HSP90 inhibition led to a response with gene ontology terms (GO) that included: focal adhesion, extracellular matrix organization and angiogenesis, while heat shock was associated with higher levels of energy metabolism related genes (Table S5). Network analysis of predicted upstream regulators identified a set of transcription factors that were utilized by both stress responses (Figure S6C), including known regulators of the HSR like EP300^20^. In support of the GO enrichment analysis, we identified the GA binding protein transcription factor alpha subunit (GABPA, also known as NRF2), a transcription factor required for mitochondrial biogenesis^21^, as a heat shock specific transcription factor (Figure S6C).

HSP90 inhibition in wild type mice predominantly led to an induction of genes involved in extracellular matrix and immune system related processes (Table 2, WT; see also Figure S6), in comparison to heat shock where the predominant GO term was protein folding. 

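Of the 61 extracellular matrix genes, 57 of which had a mean of at least 1 CPM in this muscle and 3 of which were in another list, 58 were higher after HSP990 in wild type mice. Their median log2 fold change was 0.76 (camera, adjusted p = 8.8e-22), 7 were called over all genes and 29 when adjusted over the list alone. The call held with fry (adjusted p = 0.0058) and not with an estimated correlation (adjusted p = 0.059). Serpinh1 (chromosome 7, 106493885 to 106501740), a collagen chaperone, rose from 79.08 ± 11.6 to 589.8 ± 12.7 CPM (log2 fold change 2.90, standard error 0.284, adjusted p = 9.7e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). P4ha1 (chromosome 10, 58786044 to 58836052) rose from 29.92 ± 0.643 to 109.7 ± 6.98 CPM (log2 fold change 1.87, standard error 0.156, adjusted p = 1.7e-06), and Plod1 by 1.38 (adjusted p = 0.00064). Tnc (1.21, adjusted p = 0.04) and Nid2 (1.16, adjusted p = 0.039) were lost without any 1 of the 4 mice. After HS the same list had a median of -0.04 and a mean of 0.07 (camera, upwards, adjusted p = 0.23), with 30 of 61 genes higher and only P4ha1, P4ha2 and Serpinh1 called, against 5 when adjusted over the list alone. Of 42 genes of the inflammatory response, 27 were higher after HSP990, with a median of 0.25 (camera, adjusted p = 0.095), and 1 gene was called, over all genes and when adjusted over the list alone, Tnfaip6 (2.38, lost without wild type HSP990 replicate 1 or vehicle replicate 2). Without wild type vehicle replicate 2 that list passed the threshold (adjusted p = 0.038). Of 15 leukocyte marker genes, 14 were higher, with a median of 0.71 (camera, adjusted p = 0.00093; fry, adjusted p = 0.042; estimated correlation, adjusted p = 0.26), and 1 gene was called, over all genes and when adjusted over the list alone, Lyz2 (1.07), which was lost without any 1 of the 4 mice. This median was 0.27 without wild type HSP990 replicate 2 (adjusted p = 0.2). For the chaperone list, the median was 0.75 after HSP990, with 28 genes called up and 1 called down (36 when adjusted over the list alone; camera, adjusted p = 2e-75).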

Remarkably, R6/2 mice showed a considerable transcriptional response to HSP90 inhibition, in contrast to the severely blunted response that had occurred following heat shock (Fig. 4A and Table 2, R6/2). 

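HSP990 changed 197 genes in R6/2 mice, 65 upwards and 132 downwards, and 1306 genes had an unadjusted p below 0.05. DESeq2 on the 24 libraries called 376. Leaving out R6/2 vehicle replicate 2 gave 50 genes (31 up, 19 down) and leaving out R6/2 vehicle replicate 1 gave 228 (73 up, 155 down). Without R6/2 HSP990 replicate 1 there were 37 up and 24 down, and without replicate 2 43 up and 32 down, so the larger number of falls was lost in 3 of these 4 fits. The test of the difference from the wild type response to HSP990 called 0 genes with edgeR, with 981 genes at an unadjusted p below 0.05. DESeq2 called 49 genes for it on the 24 libraries and 92 on the 8 libraries compared, and edgeR called 10 without R6/2 vehicle replicate 1. Over the 255 genes called in wild type mice, the median log2 fold change in their direction was 1.20 in wild type and 0.58 in R6/2 mice, a share of 48.6% (46.4% and 49.3% for the 2 HSP990 mice), and 231 genes changed in the same direction. Other settings gave shares from 36.3 to 62.3%. With the genes chosen and measured on different wild type libraries, 33 to 106 genes over 4 splits, R6/2 mice kept 64.7 to 90.5%. Whether the R6/2 response to HSP990 was larger than the R6/2 response to HS was not tested by a comparison of its own. The paper contrasts this considerable response with the blunted one after HS.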

To further analyze this, we again separated the response that occurred in both WT and R6/2 mice, from the genotype-specific genes sets (Fig. 4A and Table S3). 

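In R6/2 mice, 49 of the 57 chaperone genes were higher after HSP990, with a median log2 fold change of 0.42, 21 called up and 1 called down, and 29 called when adjusted over the list alone (camera, adjusted p = 5.7e-53; estimated correlation, adjusted p = 0.0002; fry, adjusted p = 9.4e-06). Hspa1a rose from 8.46 ± 4.38 to 649 ± 107 CPM (log2 fold change 6.25, adjusted p = 2.2e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Hsp90aa1 from 19.93 ± 4.03 to 246 ± 73.2 CPM (3.62, adjusted p = 1.3e-06) and Dnajb1 from 10.34 ± 1.43 to 118.9 ± 33.9 CPM (3.52, adjusted p = 1.5e-05). These 3 genes were called without each mouse. Hspb1 rose by 2.19 (adjusted p = 0.0096) and was lost without R6/2 vehicle replicate 2 (adjusted p = 0.17) or R6/2 HSP990 replicate 2 (adjusted p = 0.072). Wild type and R6/2 mice shared 76 called genes after HSP990, 50 up and 26 down. A further 179 genes (149 up, 30 down) were called in wild type mice alone, of which 155 changed in the same direction in R6/2 mice. For the chaperone list, the change in R6/2 mice was smaller than in wild type mice by a median of 0.21 (stated as R6/2 minus wild type, -0.21; camera, adjusted p = 4.9e-07). This call was lost with an estimated correlation (adjusted p = 0.17) and with fry (adjusted p = 0.066). edgeR called no chaperone gene for this difference and 10 when adjusted over the list alone. For Hsp90aa1 the difference was -1.4 (adjusted p = 0.3), and it was called in 6 of 14 other settings. For Dnajb1 it was -1.4 (adjusted p = 0.47), called in 4 of 14 settings.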

The proteostasis component of the response was shared between WT and R6/2 (Table S3), although, the level of this response was impaired in the R6/2 mice (Table S4). On the other hand, the extracellular matrix component of the response was only enriched for WT mice (Table S3). 

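In R6/2 mice, 23 of the 61 extracellular matrix genes were higher after HSP990, with a median log2 fold change of -0.07 (camera, adjusted p = 0.9). Serpinh1 (1.93, adjusted p = 0.001, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and P4ha1 (1.30, adjusted p = 0.00017) were called up and Eln was called down (-1.96, adjusted p = 0.00042), against 4 genes when adjusted over the list alone. Without R6/2 HSP990 replicate 1 the list was lower past the threshold, with a median of -0.22 (adjusted p = 0.02). The change in R6/2 mice was below that in wild type mice for 60 of the 61 genes, with a median difference of -0.75 (camera, adjusted p = 6.6e-20). With each mouse left out in turn, the median difference stayed at -0.61 or below. The call was lost with an estimated correlation (adjusted p = 0.1) and with fry (adjusted p = 0.065), and 1 gene passed the threshold when adjusted over the list alone.

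**Figure D3:**
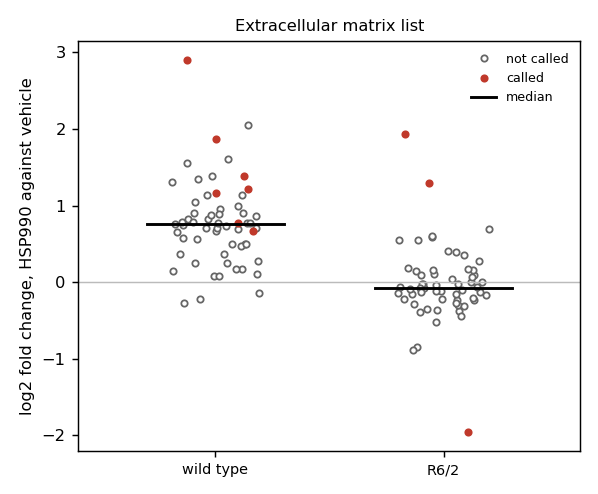
Log2 fold change after HSP990 of each of the 61 extracellular matrix genes in wild type and in R6/2 mice. The medians are 0.76 in wild type and -0.07 in R6/2 mice.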

The predominant R6/2-specific effect was a suppression of the immune system (Table S3). 

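After HSP990, 121 genes were called in R6/2 mice and not in wild type mice, 15 up and 106 down, and 106 of the 121 changed in the same direction in wild type mice. DESeq2 on the 24 libraries gave 229 such genes. The count was 13 in the lowest and 165 in the highest of the fits that left out 1 mouse. Of the 42 inflammatory genes, 16 were higher and 26 lower in R6/2 mice, with a median log2 fold change of -0.22 (camera, adjusted p = 0.0012), and 9 were called when adjusted over the list alone. The list was not past the threshold without R6/2 HSP990 replicate 2 (adjusted p = 0.06), with an estimated correlation (adjusted p = 0.3) or with fry (adjusted p = 0.14). The 5 genes called over all genes, all down, were Ccl9 (-1.82), Il1r1 (-1.42), Il4ra (-1.86), Nfkbia (-2.20) and Osmr (-1.33). Each of them was lost without at least 1 of the mice, the most for Il4ra without R6/2 vehicle replicate 2 (adjusted p = 0.44, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared with wild type mice, the change of the inflammatory list was lower in R6/2 mice, with a median difference of -0.74 (camera, adjusted p = 2e-06; estimated correlation, adjusted p = 0.12; fry, adjusted p = 0.065). For the leukocyte markers, the median in R6/2 mice was -0.21, and the mean log2 of CPM + 0.5 of the list was 1.81 and 1.82 in the vehicle mice and 1.92 and 1.51 after HSP990 (camera, downwards, adjusted p = 0.2; without R6/2 HSP990 replicate 1, adjusted p = 0.013), and the median difference from wild type mice was -0.83 (camera, adjusted p = 8.1e-06; estimated correlation, adjusted p = 0.13; fry, adjusted p = 0.066). Of the 46 inflammatory genes in the table, 32 had a mean of at least 1 CPM in this muscle, and of the 15 leukocyte markers 11.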

In response to HSP90 inhibition, our chromatin mark prediction analysis showed that up-regulated genes in wild type and downregulated genes in R6/2 mice were normally associated with heterochromatin (Fig. 4B). Our transcription factor networks (Fig. 4C) confirmed the GO enrichment analysis (Table S3) and showed that an HSF1-dependent response was shared between both genotypes. Moreover, in wild type mice HSP90 inhibition appeared to induce a similar program to ‘wounding’, leading to the activation of several muscle related transcription factors (Fig. 4C and Table S3, e.g. MYOG, MYOD1, TEAD4). Furthermore, when analyzing only the treated groups in R6/2 compared to wild type (see also Figure S2A, genotype and treatment effects), it was evident that in both cases, for heat shock (Table S2) and HSP90 inhibition (Table S4), proteostasis related genes were significantly more highly induced in wild type than in R6/2 mice. 

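HS-treated R6/2 and wild type mice differed in 1648 genes and their controls in 1711. After subtraction of the control difference where it was itself called, 864 genes stayed at least 1.25-fold apart, 387 higher in wild type and 477 higher in R6/2 mice. HSP990-treated mice differed in 1313 genes and vehicle-treated mice in 2638, which left 629 genes, 281 higher in wild type and 348 higher in R6/2 mice. Because the correction removes the untreated difference only where that difference was called, these counts are not a test of the difference between the responses. Higher refers to the corrected value, so a gene can count as higher in 1 genotype while its level there is still the lower one. The counts after HS were 231 without wild type HS replicate 1 and 1727 without R6/2 HS replicate 2, and those after HSP990 were 169 to 813 without 1 mouse. Scaling by library size alone gave 2474 genes after HS, 1993 higher in R6/2 and 481 higher in wild type mice. Among the genes higher in wild type mice after HS were 24 of the 57 chaperone genes (Fisher's exact test against all tested genes, adjusted p = 2.2e-21), 8 of the 9 HSP genes measured by qPCR (adjusted p = 2.5e-11) and 13 of 71 energy metabolism genes (adjusted p = 4.3e-07). After HSP990 they included 16 chaperone genes (adjusted p = 3.7e-13), 6 of the 9 HSP genes (adjusted p = 4.2e-08) and 11 of 61 extracellular matrix genes (adjusted p = 2.1e-07).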

There was no significant GO term for genes that were more highly induced in R6/2 mice through heat shock (Table S2). Genes that were more highly induced in R6/2 mice through HSP90 inhibition were enriched for muscle function and energy metabolism related genes (Table S4).

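Among the 348 genes with a higher corrected value in R6/2 mice after HSP990 were 10 of 13 genes of fast muscle fibres (Fisher's exact test against all tested genes, adjusted p = 5.8e-13), 11 of 35 genes of muscle contraction (adjusted p = 6.4e-09), 13 of 71 energy metabolism genes (adjusted p = 1.7e-07) and 6 of 15 genes of glycolysis (adjusted p = 5.8e-06). A gene still lower in R6/2 mice is counted here if its deficit against wild type mice was smaller after HSP990 than after vehicle. In the vehicle groups the list medians were -2, -1.5, -0.72 and -1.1, in the same order. The Fisher tests therefore do not separate the response from this deficit. Of the 13 fast fibre genes, 9 belonged to another list as well, and of the 35 genes of muscle contraction, 17. In untreated R6/2 mice these lists were lower than in untreated wild type mice, by median log2 fold changes of -1.8 (fast fibre), -1.2 (muscle contraction), -0.60 (energy metabolism) and -1 (glycolysis). In the test of the difference between the HSP990 responses, the medians were 0.46 (camera, adjusted p = 3.3e-05), 0.26 (adjusted p = 0.011), 0.25 (adjusted p = 7.9e-13) and 0.44 (adjusted p = 0.0019), in the same order. None of the 4 was past the threshold with an estimated correlation (adjusted p of 0.25, 0.53, 0.2 and 0.25) or with fry (adjusted p of 0.23, 0.52, 0.083 and 0.21). Without R6/2 HSP990 replicate 1 the adjusted p was 0.08 for fast fibre genes, 0.71 for muscle contraction, where the direction of the test turned, and 0.18 for glycolysis. Muscle contraction was also lost without R6/2 vehicle replicate 1 (adjusted p = 0.3) or wild type HSP990 replicate 2 (adjusted p = 0.22), and glycolysis without R6/2 vehicle replicate 1. edgeR called no gene of these lists for this difference, over all genes or when adjusted over the list alone.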

**Figure 4:**
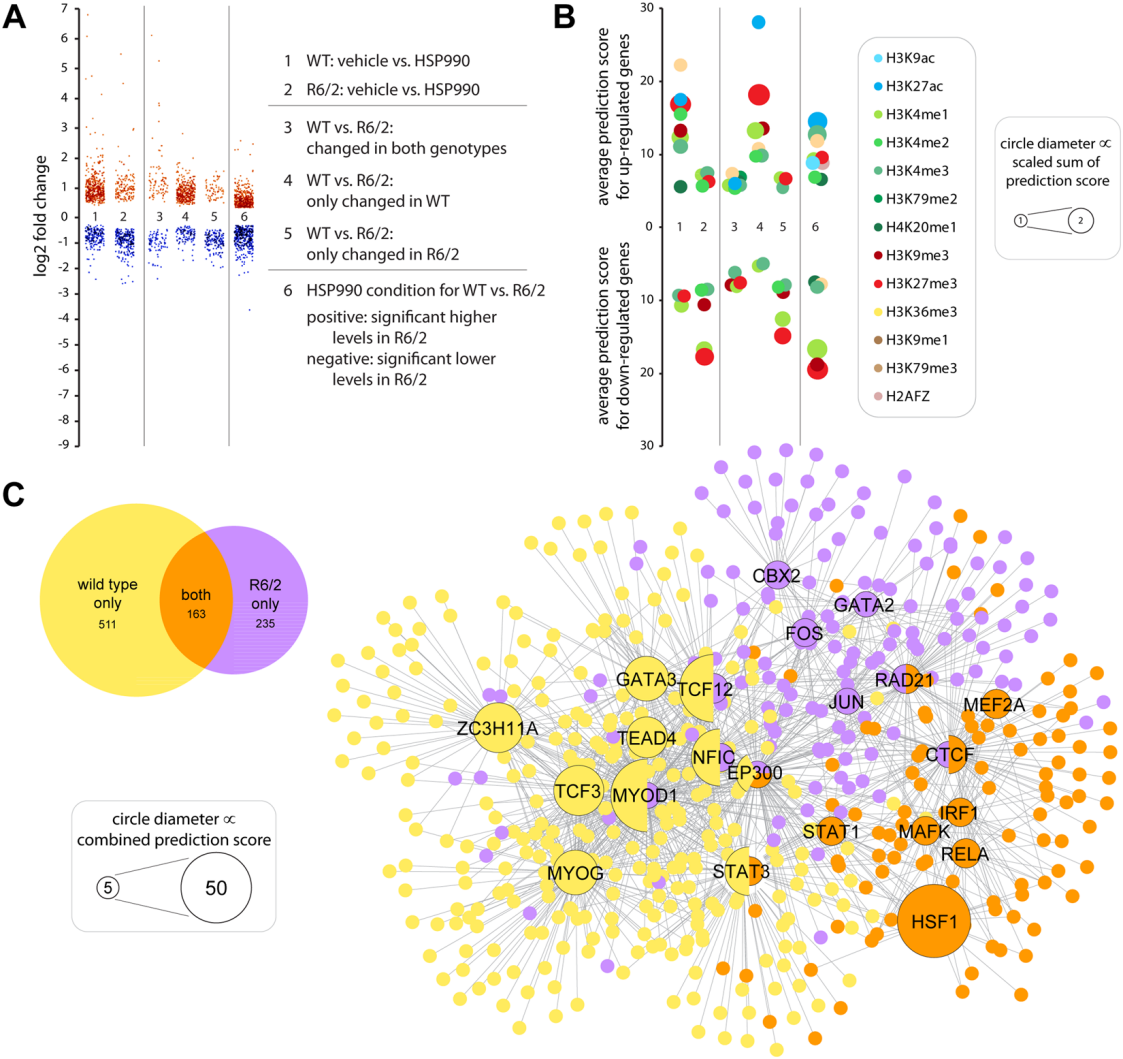
Differential systemic response to HSP90 inhibition in R6/2 compared to wild type mice. (**A**) Scatter plot showing the significant log_2_ fold changes at 4 hours after HSP90 inhibition (HSP990) in *quadriceps femoris* muscle of R6/2 and wild type mice at 12 week of age. Each dot represents a gene. Lanes 1 and 2 represent the significantly regulated genes through HSP90 inhibition in R6/2 or wild type mice. Lanes 3 to 5 show the common (lane 3) and distinct (lanes 4 and 5) responses to treatment. Lane 6 compares HSP990 treated R6/2 with HSP990 treated wild type mice. Here, we corrected for differences due to the genotype by subtracting the log_2_ fold changes of significantly different genes (genotype) from their log_2_ induction value (HSP990). Only genes with a resulting fold change of ≥1.25 were considered for further analysis. (B) Chromatin mark predictions for genes shown in (**A**). Only significantly enriched chromatin marks (*p* < 0.001) were considered. We used the combined score, which is the product of the *p*-value with the z-score of the deviation from the expected rank, as a measure for prediction quality. Together, the average (y-axis) and the sum (circle diameter) of the combined scores are a good indicator of the confidence of the chromatin mark predictions. (**C**) Venn diagram and transcription factor network of common and distinct responses to HSP90 inhibition in R6/2 and wild type mice. Data correspond to lanes 3, 4 and 5 in (**A**) and (**B**). Numbers indicate the number of significantly regulated genes. To predict upstream regulators, we created gene lists for significantly regulated (up and down combined) genes for each condition and used the ENCODE transcription factor ChIP-seq database (2015) to identify the significantly enriched transcription factors (n ≤ 10 with a combined score of ≥ 5). Circle diameter is an indicator of the confidence of the predictions. See also Figures S2, S5 and S6.

### HSF1-dependent and –independent responses to heat shock and HSP90 inhibition

To analyze the dependency and independency of HSR regulated genes on HSF1, we compared the HSR in homozygous *Hsf1* knockout mice (*Hsf1* ^−/−^) with the HSR in wild type mice. We again focused on *quadriceps femoris* muscle at 4 hours post treatment with heat shock. 

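Hsf1 (gene identifier 15499; chromosome 15 of mm9, 76307865 to 76331402), the targeted gene, was counted at 60.8 and 63.9 CPM in the 2 wild type control mice, 64.9 and 68.5 after HS, 64.4 and 65.3 after vehicle and 52.9 and 56.6 after HSP990. The counts in Hsf1 knockout mice were 27.1 and 23.1 CPM (control), 27.6 and 29 (HS), 28.7 and 27.5 (vehicle) and 21.1 and 27.6 (HSP990). The log2 fold change between untreated knockout and wild type mice was -1.26 (standard error 0.091, adjusted p = 4.3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in all 8 knockout libraries than in all wild type ones. Counts per gene do not show which part of the transcript the remaining reads came from. In R6/2 libraries the level was 45.3 to 53.7 CPM. The knockout libraries held 28731689 and 23883708 counts (control), 30540627 and 29110274 (HS), 25386592 and 28337990 (vehicle) and 46599238 and 24940677 (HSP990), and they were part of the same fit as the wild type and R6/2 libraries. The wild type mice are the same libraries that R6/2 mice were compared with, so the comparisons of the 2 genotypes with wild type mice share those values. The sample labels give an age of 10 weeks for the knockout mice of the HS experiment and of 8 weeks for those of the HSP990 experiment, whereas the paper gives 10 to 12 weeks. Untreated knockout and wild type mice differed in 134 genes (39 higher, 95 lower in knockout mice). All 8 knockout libraries held Y-linked transcripts, which were at or near 0 in the wild type and R6/2 mice of the HS experiment.

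**Figure D4:**
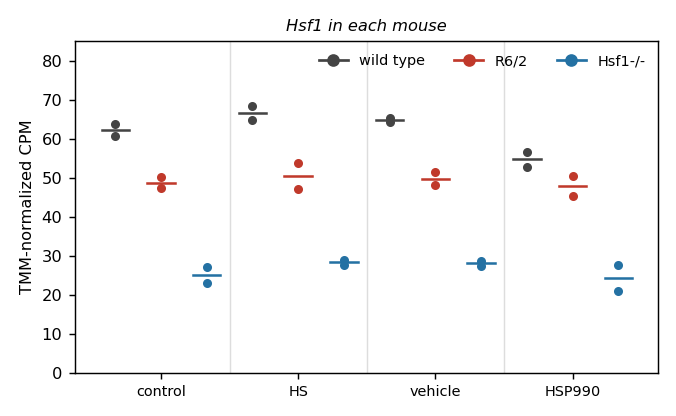
Hsf1 level in CPM of each of the 24 mice by genotype and treatment, with the mean of each group. The knockout mice lie between 21.1 and 29 CPM and the wild type mice between 52.9 and 68.5 CPM.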

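In Hsf1 knockout mice, 1 gene was called after HS by edgeR. It was Ppargc1a (gene identifier 19017; chromosome 5, 51845488 to 51958964), which encodes a coactivator of mitochondrial genes and rose from 35.55 ± 5.4 to 309.7 ± 186 CPM (log2 fold change 3.12, standard error 0.421, adjusted p = 0.016, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without knockout control replicate 1 (adjusted p = 0.31), control replicate 2 (adjusted p = 0.32) or HS replicate 1 (adjusted p = 0.14). At an unadjusted p below 0.05 there were 1211 genes. DESeq2 called 161 genes on the 24 libraries and 346 on the 4 libraries compared. edgeR called 28 genes without knockout HS replicate 2 and none without knockout control replicate 1. Of the chaperone genes, 28 of 57 were higher, with a median log2 fold change of -0.0011 and a mean of 0.04 (camera, upwards, adjusted p = 0.98). The test of the difference between the HS responses of knockout and wild type mice called 22 genes, all with a lower log2 fold change in knockout mice, and DESeq2 on the 24 libraries called 40. The median difference was -0.51 for the chaperone genes, with 14 called and 25 called when adjusted over the list alone (camera, adjusted p = 1.1e-69; estimated correlation, adjusted p = 5.3e-05; fry, adjusted p = 4.9e-05).

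**Figure D5:**
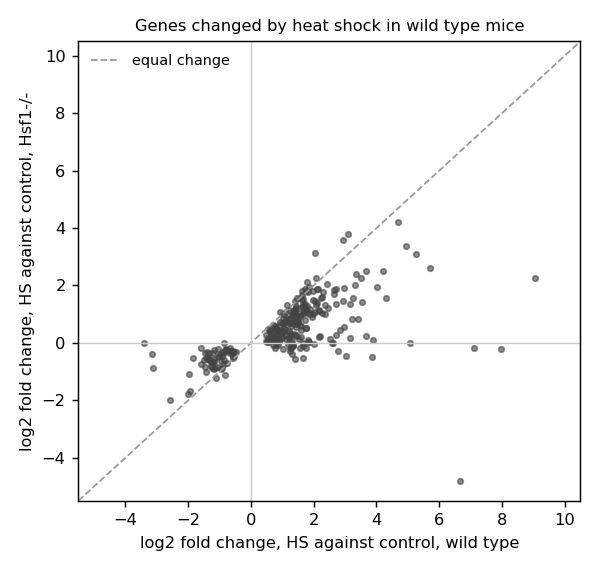
Log2 fold change after HS in wild type mice (x axis) and in Hsf1 knockout mice (y axis) for the 283 genes called in wild type mice, with a dashed line of equal change. Of these genes, 254 changed in the same direction in both genotypes.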

Transcriptome-wide analysis of heat shock responsive genes revealed that in the *Hsf1* knockout mice a large number of genes were significantly regulated (about 40% of those regulated in WT, Table 1 and Fig. 5A). 

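Over the 283 genes called after HS in wild type mice, Hsf1 knockout mice kept 43.3% of the median wild type log2 fold change (40.9% and 42.3% for the 2 HS mice), and 254 genes changed in the same direction. The spread between the mice of 1 genotype (SD 0.978 percentage points in knockout and 1.38 in R6/2 mice) was of the size of the difference between the 2 shares. Knockout mice had the larger share in 13 of 16 settings with all mice of the groups compared, and the smaller one without wild type control replicate 1 (10.8% against 34.1% in R6/2 mice), control replicate 2 (14.8% against 36.7%), HS replicate 1 (37.3% against 41.6%) or HS replicate 2 (34% against 40.2%). Without 1 mouse the share ran from 10.8 to 45% in knockout mice and from 32.1 to 54.1% in R6/2 mice. With the genes chosen and measured on different wild type libraries (18 to 27 genes), the order was the other way, 4.81 to 7.85% in knockout and 21.6 to 36.1% in R6/2 mice. DESeq2 on the 24 libraries called 1.27 times as many genes in knockout as in R6/2 mice, and edgeR called 1 and 6 genes with the filter and 28 and 13 without it. Fitted to only the groups compared, edgeR called 98 genes in knockout and 10 in R6/2 mice, so the order depended on the setting. The biological coefficient of variation of the 4 libraries of each comparison was 0.166 in knockout mice and 0.242 in R6/2 mice. Over all 24 libraries it was 0.204. The difference between the HS responses of knockout and R6/2 mice was not tested by a comparison of its own.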

Interestingly, this response was also more than 3 times larger than the response in R6/2 mice indicating that not only the regulation of HSF1 dependent genes is impaired in R6/2 (Table 1). The induced genes did not cluster in a particular pathway and were only enriched for those involved in muscle function (Table 1). 

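Of 35 genes of striated muscle contraction, all with at least 1 CPM in this muscle, 9 were higher after HS in Hsf1 knockout mice, with a median log2 fold change of -0.05 and a mean of -0.44 (camera, downwards, adjusted p = 0.13). The test passed the threshold without knockout HS replicate 1 (median -0.13, adjusted p = 0.038). The 11 genes of slow muscle fibres were all lower, with a median of -1.4 (camera, adjusted p = 2.2e-07), a call lost with an estimated correlation (adjusted p = 0.19) and with fry (adjusted p = 0.16), and 2 of them passed the threshold when adjusted over the list alone. The 13 genes of fast fibres had a median of -0.03 (adjusted p = 0.9). edgeR called no gene of these 3 lists over all genes. Slow fibre genes also differed between untreated mice. They were higher in knockout than in wild type mice in the control groups (median 0.86, camera, adjusted p = 0.027). In the vehicle groups they were lower (median -1.9, camera, adjusted p = 1.2e-08). The fall after HS thus started from a high control level in a list that varied between untreated groups. Compared with the wild type response, the median difference was -0.39 for muscle contraction (camera, adjusted p = 4.9e-05; estimated correlation, adjusted p = 0.46) and -1.6 for slow fibres (camera, adjusted p = 6.4e-06; estimated correlation, adjusted p = 0.31).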

Validating the analysis pipeline, HSF1 was not identified as a *bona fide* transcription factor. However, several transcription factors that were predicted to be upstream regulators in wild type, e.g. CLOCK, ESR1, MYOD1 etc., were again predicted as regulators in the *Hsf1* knockout mice (Table 1). The same was true for kinase prediction, for which a very similar set of kinases in wild type and *Hsf1* knockout mice was identified (Table 1). Dissecting the responses that were common to both wild type and *Hsf1* knockout mice and those specific to each genotype, we detected 137 genes that were only regulated in the *Hsf1* knockout mice (Fig. 5C and Table S6). These genes were enriched for those involved in muscle function, potentially regulated by the transcription factors identified in Fig. 5C. 

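edgeR called Ppargc1a after HS in both genotypes, with a log2 fold change of 2.05 in wild type mice (adjusted p = 0.013, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 282 genes in wild type mice alone (218 up, 64 down), of which 253 changed in the same direction in Hsf1 knockout mice. The number called in knockout mice alone was 0 by edgeR, where 684 genes were higher and 527 lower at an unadjusted p below 0.05. It was 61 by DESeq2 on the 24 libraries, where 51 of the 61 genes changed in the same direction in wild type mice, and 141 by DESeq2 on the 4 libraries of each comparison, where 126 did. Without 1 mouse, edgeR gave 0 to 16 genes called in knockout mice alone and 0 to 12 called in both genotypes, the highest without knockout HS replicate 2. With all mice, no gene was called with a higher log2 fold change in knockout than in wild type mice in the edgeR test of the difference, for which 251 genes had an unadjusted p below 0.05 in that direction. There was 1 such call without knockout HS replicate 1, without knockout HS replicate 2 and without wild type HS replicate 1.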

Next, we analyzed a distinct set of genes that was regulated in both genotypes independently of HSF1. Gene ontology enrichment analysis pointed towards activation of the p38/MAPK cascade (Fig. 5C and Table S6). Additionally, through our network analysis we were able to identify several potential regulators for this gene set including known HSR regulators like EP300 (Fig. 5C).

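Of 33 genes of the p38/MAPK cascade and its regulators, 31 of which had a mean of at least 1 CPM and 6 of which were in another list, 22 were higher after HS in wild type mice, with a median log2 fold change of 0.10 and a mean of 0.47 (camera, adjusted p = 0.00012; estimated correlation, adjusted p = 0.0082; fry, adjusted p = 0.0013). The median was -0.04 when scaling by library size alone. The 5 genes called in wild type mice were Gadd45g (3.40), Zfp36 (3.36), Map3k6 (3.33), Sash1 (0.99) and Gadd45a (0.87), and 10 passed the threshold when adjusted over the list alone. Each was lost in at least 1 of the 4 fits without 1 mouse, and Map3k6 and Gadd45a in all 4. In Hsf1 knockout mice, 24 of the 33 genes were higher, with a median of 0.22 and a mean of 0.33 (camera, adjusted p = 0.00019; estimated correlation, adjusted p = 0.029; fry, adjusted p = 0.01). None was called over all genes by edgeR and 5 when adjusted over the list alone. The median difference between the genotypes was -0.03 (adjusted p = 0.47), and it turned to 0.06 when scaling by library size alone.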

**Figure 5:**
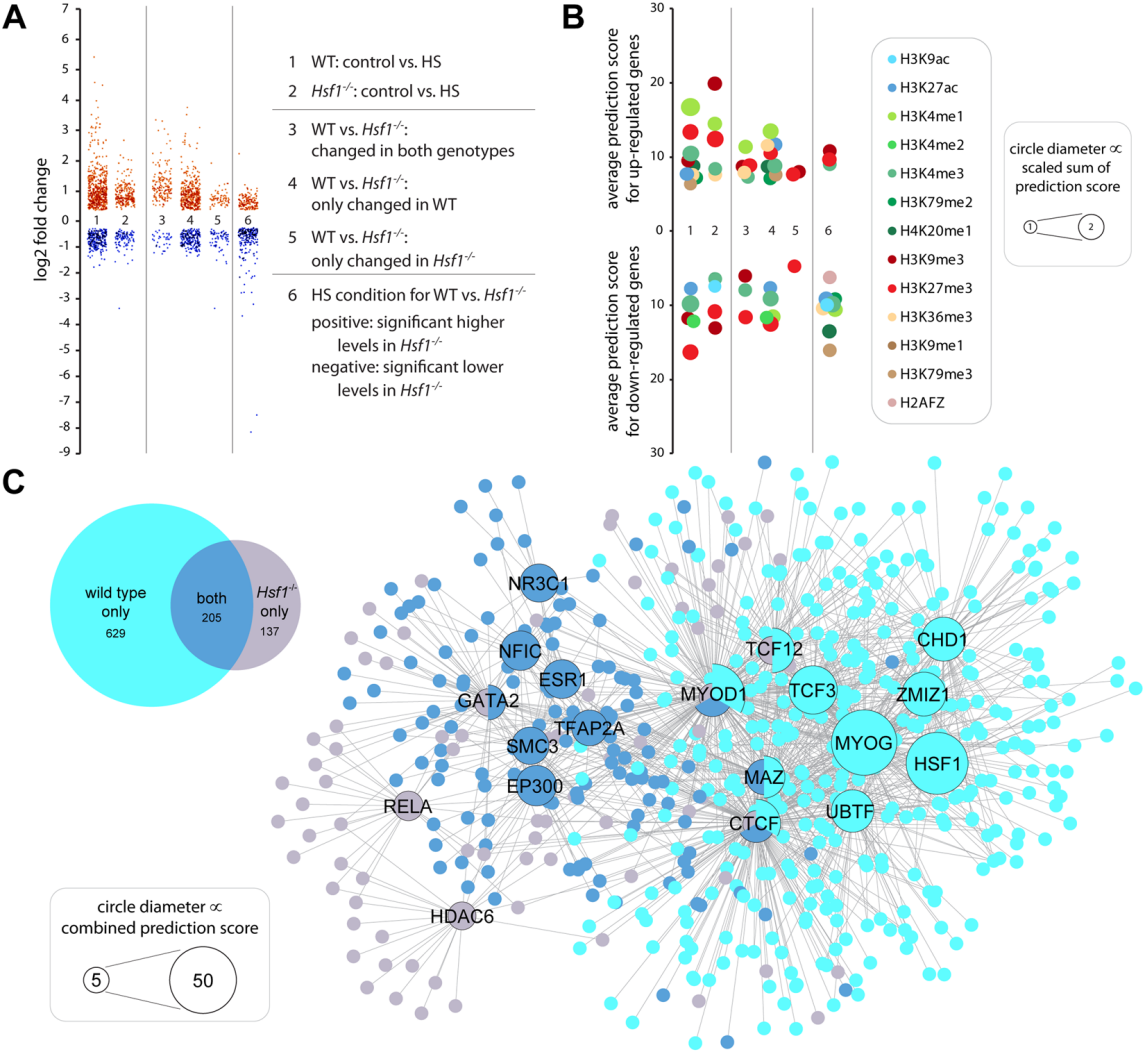
Differential systemic response to heat shock in *Hsf1* knockout compared to wild type mice. (**A**) Scatter plot as described in Fig. 4A showing the log_2_ fold transcriptome wide changes at 4 hours after heat shock (HS) in *quadriceps femoris* muscle of *Hsf1* knockout (*Hsf1* ^−/−^) and wild type mice at 10–12 week of age. (**B**) Chromatin mark predictions for genes shown in (**A**). Chromatin Marks prediction was as described in Fig. 4B. (**C**) Venn diagram and transcription factor network of common and distinct responses to heat shock in *Hsf1* knockout and wild type mice. Data correspond to lanes 3, 4 and 5 in (**A**) and (**B**). Upstream regulator prediction was as described in Fig. 4B.

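HSP990 changed 30 genes in Hsf1 knockout mice, 23 upwards and 7 downwards, with 1304 genes at an unadjusted p below 0.05, and DESeq2 on the 24 libraries called 142. Without knockout vehicle replicate 1 the count was 11, and without knockout HSP990 replicate 2 it was 146. Scaling by library size alone gave 38 higher and 5 lower genes and moved the median of all genes from 0.01 to 0.16. Knockout and wild type mice shared 8 called genes, 2 up and 6 down, beside 247 called in wild type mice alone and 22 (21 up, 1 down) in knockout mice alone. The test of the difference between the 2 responses called 58 genes, 45 with a lower and 13 with a higher change in knockout mice. DESeq2 on the 24 libraries called 118 for it. Without wild type vehicle replicate 2, edgeR called 35. Over the 255 genes called in wild type mice, knockout mice kept 18.5% of the median log2 fold change (21.4% and 18.2% for the 2 HSP990 mice), and 202 genes changed in the same direction. Other settings gave 14 to 28.4%, and genes chosen and measured on different wild type libraries 3.56 to 29.4%. With 1 mouse left out, the share ran from 5.09% (without wild type vehicle replicate 2) to 22.9% (without knockout vehicle replicate 1). It was 9.08% without wild type HSP990 replicate 2. The largest falls in knockout mice were those of Klf2 (-2.56), Timp4 (-2.25), Lrrc30 (-1.74), Adgrg1 (-1.55) and Slc9a3r2 (-1.38). Each was lost without 1 of the mice, Timp4, which overlaps Syn2, without knockout HSP990 replicate 1 (adjusted p = 0.12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In that mouse 12 of 14 adipocyte marker genes were higher than in the other HSP990-treated knockout mouse.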

HSP90 inhibition resulted in only a small set of genes being significantly regulated in the *Hsf1* knockout mice (Table 2 and Figure S7A, *Hsf1* ^−/−^), which was mostly different to the response seen in wild type animals (Table S7). 

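A list of genes of the unfolded protein response in the endoplasmic reticulum, ATF4 targets and amino acid synthesis had 56 members tested, of which 45 were higher after HSP990 in Hsf1 knockout mice. Their median log2 fold change was 0.37 and their mean 0.97, 11 were called and 27 were called when adjusted over the list alone (camera, adjusted p = 5.4e-40; estimated correlation, adjusted p = 0.00013; fry, adjusted p = 7e-06). In wild type mice the median was 0.05, with no gene called by edgeR and 4 when adjusted over the list alone (camera, adjusted p = 0.47). The change in knockout mice was larger for 43 of the 56 genes, by a median of 0.40 (camera, adjusted p = 6.2e-22; estimated correlation, adjusted p = 0.00071; fry, adjusted p = 0.00013), with 5 genes called and 20 when adjusted over the list alone. Trib3 (gene identifier 228775; chromosome 2, 152163158 to 152169768) rose in knockout mice from 1.80 ± 1.09 to 104.4 ± 54.9 CPM (log2 fold change 5.84, standard error 0.461, adjusted p = 4.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its change was larger than in wild type mice by 5.32 (adjusted p = 0.00011). Slc7a5 (chromosome 8, 124405052 to 124431594), which overlaps Gm20388, rose from 0.328 ± 0.0644 to 15.75 ± 4.11 CPM (5.56, standard error 0.461, adjusted p = 6e-06; difference 4.45, adjusted p = 0.0011). Sesn2 rose from 3.94 ± 0.225 to 74.83 ± 24.9 CPM (4.25, standard error 0.287, adjusted p = 8e-07; difference 3.70, adjusted p = 5.4e-05). These 3 genes were called without each mouse, in both tests. The other called differences, Slc1a4 (2.88, adjusted p = 0.045) and Mthfd2 (2.18, adjusted p = 0.022), were each lost without any 1 of 6 of the 8 mice. Of the 57 list genes in the table, 54 had a mean of at least 1 CPM and 1 was in another list.

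**Figure D6:**
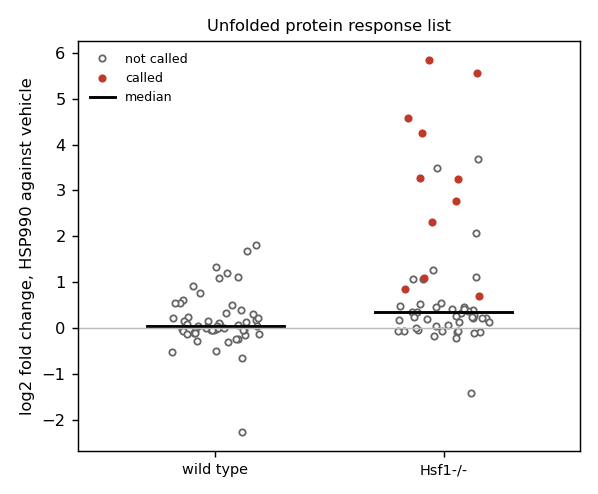
Log2 fold change after HSP990 of each of the 56 genes of the unfolded protein response list in wild type and in Hsf1 knockout mice. The medians are 0.05 in wild type and 0.37 in knockout mice.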

Gene ontology enrichment analysis indicated activation of the unfolded protein response (UPR) in the endoplasmic reticulum (Table 2 and Table S7). Consistent with this, transcription factors like ATF3 and CEBPB, which are both involved in the UPR, were predicted as upstream regulators for this gene set (Table S7 and Figure S7C).

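The HSP genes Hspa1a, Hspa1b, Hsp90aa1, Hsph1, Hspd1 and Dnaja1 changed less after HS in Hsf1 knockout mice than in wild type mice, and each was called for this difference in all 14 other settings and without each of the 8 mice. The log2 difference was -8.18 for Hspa1b (adjusted p = 0.00036, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -7.28 for Hspa1a (adjusted p = 0.00042), -3.79 for Hsp90aa1 (adjusted p = 5.2e-05) and -1.92 for Hsph1 (adjusted p = 0.0019). Within knockout mice, Hspa1a was at 2.74 CPM before and 2.45 CPM after HS (log2 fold change -0.17, adjusted p = 0.98), Hsp90aa1 changed by 0.10 (adjusted p = 0.96) and Dnajb1 by 0.21 (adjusted p = 0.92). The difference was not called for Hspb1 (-2.40, adjusted p = 0.22) or Dnajb1 (-1.97, adjusted p = 0.15), and Hspe1 (-1.41, adjusted p = 0.049) was lost without any 1 of the mice. After HSP990 the differences were -7.27 for Hspa1b (adjusted p = 4.8e-05), -6.04 for Hspa1a (adjusted p = 0.00051), -5.03 for Dnajb1 (adjusted p = 1.1e-05) and -4.28 for Hsp90aa1 (adjusted p = 4.5e-06). For Hspb1 it was -3.26 (adjusted p = 0.01), lost without knockout HSP990 replicate 1 (adjusted p = 0.079) or wild type vehicle replicate 2 (adjusted p = 0.097). The chaperone list had a median difference of -0.69 after HSP990, with 21 genes called lower and 32 when adjusted over the list alone (camera, adjusted p = 8.5e-71; estimated correlation, adjusted p = 5.1e-05), and a median of 0.04 within knockout mice (camera, downwards, adjusted p = 0.84).

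**Figure D7:**
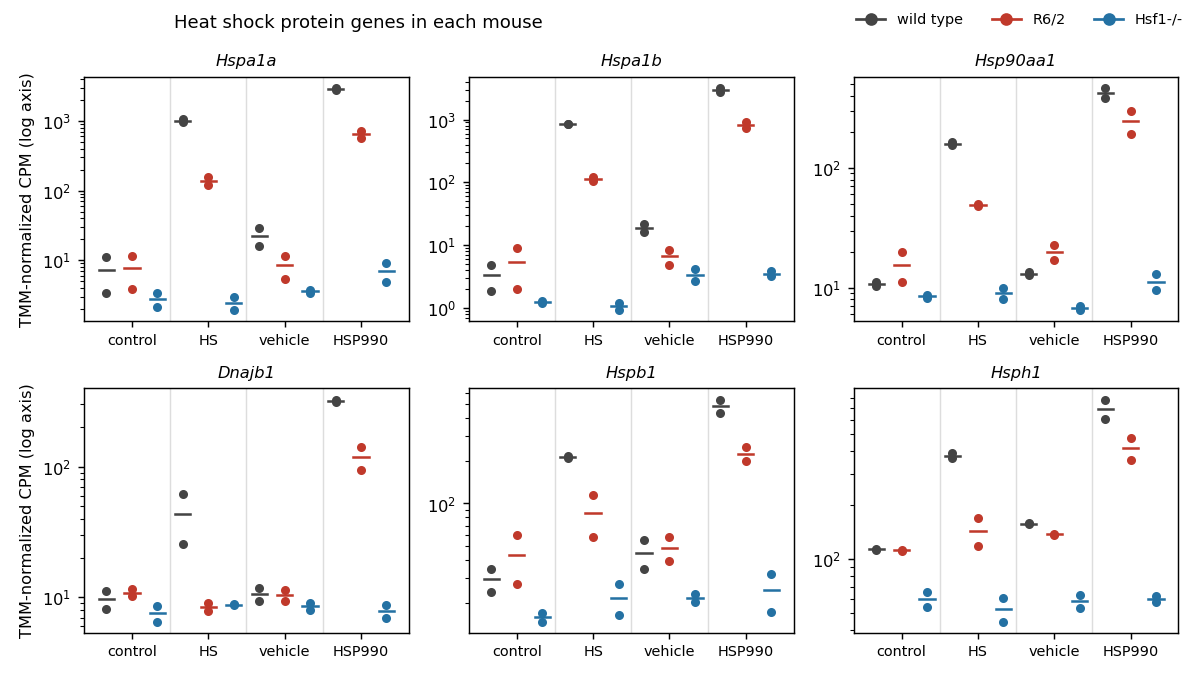
Level in CPM on a log axis of Hspa1a, Hspa1b, Hsp90aa1, Dnajb1, Hspb1 and Hsph1 in each mouse of the 12 groups. Hspa1a reaches 1012 CPM on average after HS in wild type mice and 2.45 CPM in Hsf1 knockout mice.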

The comparison of the treated (HS and HSP990) groups (see also Figure S2A, genotype and treatment effects) strengthened our findings that HSP induction *in vivo* was dependent on HSF1 (Figure S1 and Tables S8 and S9). Gene ontology enrichment showed significantly higher levels of protein folding related genes in wild type animals. Furthermore, HSF1 was predicted with very high scores as an upstream regulator for induced genes only in the wild type animals (Tables S8 and S9). 

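HS-treated knockout and wild type mice differed in 133 genes and their controls in 266, and the corrected comparison left 102 genes, 75 higher in wild type mice. After HSP990, 225 genes differed, vehicle-treated mice differed in 12, and the corrected comparison left 223 genes, 168 higher in wild type mice. Leaving out 1 mouse gave 48 to 111 genes after HS and 108 to 321 after HSP990. Of the 57 chaperone genes, 25 were higher in wild type mice after HS (Fisher's exact test against all tested genes, adjusted p = 6e-42) and 34 after HSP990 (adjusted p = 2.5e-50). All 9 HSP genes measured by qPCR were among them after HS (adjusted p = 2.7e-20) and after HSP990 (adjusted p = 5.6e-17). The extracellular matrix list contributed 4 genes after each treatment (adjusted p = 0.002 and 0.037). The paper states that the comparison of the treated groups strengthened its findings of HSF1-dependent HSP induction.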

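In the corrected comparisons, 27 genes were higher in Hsf1 knockout than in wild type mice after HS and 55 after HSP990. The first number was 2 without wild type HS replicate 1, 3 without knockout HS replicate 1, 5 without wild type HS replicate 2 and 38 without knockout HS replicate 2. The second was 18 without wild type HSP990 replicate 1 and 167 without knockout HSP990 replicate 2. None of the 23 lists was overrepresented among the 27 genes. Among the 55 genes were 13 of the 56 genes of the unfolded protein response, ATF4 targets and amino acid synthesis (Fisher's exact test against all tested genes, adjusted p = 5.5e-19).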

Although we observed, for both HS and HSP90 inhibition, a set of genes that had higher levels in *Hsf1* knockout mice, it was not possible to assign them to a specific pathway. However, genes that were different between *Hsf1* knockout and wild type mice when treated with a heat shock could potentially be regulated by their chromatin state (Fig. 5B). In particular, the methylation status of histone H3 lysine 9 (mono-methyl or tri-methyl) was strongly associated with the gene sets of differentially regulated genes (Fig. 5B, lane 6).

## Discussion

The proteostasis networks can easily buffer diurnal changes in body temperature; these are comparably small, in the range of about one degree in humans. On the other hand, hyperthermia, which induces proteotoxic stress and can lead to severe problems, is mostly associated with prolonged exposure to high temperatures or with disease. In this study, we analyzed the mammalian heat shock response by inducing a very rapid *in vivo* heat shock in mice (41.5 °C ± 0.2 °C for 15 minutes), comparable to that which has been used in lower eukaryotes. We compared the HSR in the skeletal muscle of wild type mice with that of *Hsf1* knockouts and of mouse models of Huntington’s disease. We have defined the mammalian HSR *in vivo*, demonstrated that this is impaired in Huntington’s disease mouse models and identified HSF1-dependent and –independent regulated pathways.

We found that several hundred genes were regulated by heat shock in the muscle of wild type mice. The upregulated genes in this dataset were, as expected, enriched for genes involved in protein folding and with HSF1 predicted to be an upstream regulator (Table 1). Our data also indicated that the p38/MAPK pathway had been activated, possibly mediated by insulin like growth factor 1 receptor (IGF1R) and/or epidermal growth factor receptor (EGFR) (Table 1). Furthermore, we observed the modulation of a muscle function related program with induction of angiogenesis and regulation of cell migratory pathways. It has previously been reported that heat shock in a cell line leads to an activation of cytoskeleton related genes^12^. The authors speculate that the activation of these genes leads to the formation of stress fibers, which in turn activate a HSF1 independent transcriptional response. However, in this study we did not observe induction of cytoskeleton related pathways through heat shock (Table 1), nor through HSP90 inhibition (Table 2) indicating differential regulation of the HSR in single cells versus cells in a tissue context.

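Of 44 cytoskeletal genes and SRF targets tested, 30 were higher after HS in wild type mice, with a median log2 fold change of 0.13 (camera, adjusted p = 0.077) that turned to -0.01 when scaling by library size alone. edgeR called none of them, over all genes or when adjusted over the list alone. The list was past the threshold without wild type control replicate 2 (median 0.22, adjusted p = 0.005) and without wild type HS replicate 2 (adjusted p = 0.017). After HSP990, 39 of the 44 genes were higher, with a median of 0.36 (camera, adjusted p = 2e-06; fry, adjusted p = 0.012; estimated correlation, adjusted p = 0.14). Called were 5 genes, among them Tubb2a (1.44), Myh9 (0.80), Lima1 (0.73) and Actb (0.55), and 7 genes were called when adjusted over the list alone. Each of the 4 named was lost without any 1 of 3 of the 4 mice, Actb with an adjusted p of 0.42 without HSP990 replicate 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Hsf1 knockout mice 36 of the genes were higher after HS, with a median of 0.25 (camera, adjusted p = 0.0004; estimated correlation, adjusted p = 0.32; fry, adjusted p = 0.15), and 4 were called when adjusted over the list alone. This list call was lost without knockout control replicate 1 (adjusted p = 0.06) or knockout HS replicate 1 (adjusted p = 0.15). Of the 45 list genes in the table, 42 had a mean of at least 1 CPM in this muscle and 6 were in another list.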

It has been reported that there is a general transcriptional repression in response to heat shock. The number of transcriptionally repressed genes after heat shock in mammalian cell lines ranges from several thousands to only a few hundred^12^. 

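Of the genes called in wild type mice, 77.4% after HS and 78% after HSP990 were higher than in untreated mice, and the others were lower. Leaving out 1 mouse gave shares of 90.6% (without wild type control replicate 2) to 95% (without wild type control replicate 1) after HS and of 63.1% (without wild type vehicle replicate 1) to 89.8% (without wild type vehicle replicate 2) after HSP990. When scaled by library size alone, 161 genes were higher and 155 lower after HS (50.9% higher), with a median log2 fold change of all genes of -0.15, and 236 were higher and 45 lower after HSP990 (84%). The largest falls after HS among genes of at least 1 CPM were those of Fam167a (log2 fold change -3.40), Mycn (-3.13), Samd5 (-2.59), Zfp503 (-2) and Cxxc5 (-1.97). Cxxc5 was called without each of the 4 mice, while Fam167a, Samd5 and Zfp503 were each lost without any 1 of them, with adjusted p up to 0.21 for Zfp503 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CPM values measure each gene against the other genes of a library, so a change shared by all transcripts would not appear in them.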

We observed significant (Benjamini-Hochberg corrected *p*-values < 0.05; no fold cut-off) repression of 264 genes at 4 hours post heat shock (Table 1) and 195 genes 4 hours post HSP90 inhibition (Table 2), which is less than for most previously reported studies. Methodological differences and slightly different time points after heat shock could account for some of this discrepancy. If this was the case, the discrepancies in the numbers of induced and repressed genes might be expected to be similar. However, the number of repressed genes in our dataset compared to previous studies is much lower, pointing towards a specific inhibition of certain pathways in the mammalian *in vivo* HSR, rather than a global inhibition of transcription.

Analysis of chromatin marks identified H3K27me3 as one of the major marks associated with heat shock regulated genes (Table 1; Figure S5B). H3K27me3 is a marker for repressed genes in heterochromatin domains^22^. This is consistent with the heat shock induced transcriptional activation of genes that are normally in an inactive state. Moreover, it has recently been shown that an increase of H3K27me3 marks at stress response gene loci is responsible for repression of the HSR in *C. elegans* during aging^13^. The authors found that reduction in a demethylase coincided with increased levels of histone H3 tri-methylation of K27 during aging in *C. elegans* and led to a diminished HSR. We also identified chromatin marks like H3K4me1, H3K4me3 and K3K27ac associated with actively transcribed genes (Table 1; Figure S5B)^22^. This chromatin signature is, amongst others, likely linked to circadian rhythm related genes as we observed induction of diurnally regulated genes and identified CLOCK transcription factor as an upstream regulator (Table 1). The small diurnal changes in body temperature in mammals usually correlate with circadian rhythms^23^. Intriguingly, changes in ambient or body temperature can reset circadian oscillators^24^. Additionally, heat stress^25^ and reactive oxygen species^26^ have been shown to reset circadian clocks in mouse fibroblast cell lines. Our analysis of the *in vivo* mammalian HSR indicates that this phenomenon can be translated onto an organismal level.

We used the ENCODE databases to predict upstream regulatory factors of the HSR and many of these transcription factors are known to interact with HSPs^27^. Binding of HSPs to HSF1 keeps it in an inactive state in the cytoplasm^28^. It is tempting to speculate that this interaction presents a similar regulatory mechanism for the inactivation of these transcription factors. Upon proteotoxic stress, chaperones bind to misfolded proteins, releasing the transcription factors allowing them to initiate a transcriptional response.

Huntington’s disease is caused by the expansion of the polyglutamine tract in the huntingtin protein (HTT), which leads to the abnormal folding of HTT and the formation of proteinaceous aggregates^29^. These mis-folded proteins should be recognized by the proteostasis network and molecular chaperones should be induced to aid the correct folding of the disease causing protein. While molecular chaperones do indeed recognize mutated HTT^30^, HSPs are not induced in severely affected neuronal tissue such as the striatum or cortex in human postmortem brain or mouse models. On the contrary, there is a progressive decline in the levels of several HSPs^31,32^ (see also Fig. 2A, cortex). By contrast, some neuronal tissues, such as the cerebellum, as well as peripheral tissues are in general less affected in HD. Recently, gene expression correlation network analysis revealed a group of proteostasis related genes that were upregulated in cerebellar *post-mortem* brain tissue from HD patients^33^. One possible explanation for this could be that these tissues are able to induce the proteostasis network and counteract the proteotoxic effects of mutant HTT to a certain extent. Supporting this, we observed induction of a subset of molecular chaperones in end-stage disease muscles (Fig. 2A). To the best of our knowledge, this is the first data showing that the proteostasis network is induced in peripheral mouse tissue through expression of mutant HTT. These findings also imply other, unknown mechanisms that suppress the basal induction in neuronal tissue.

Expression of mutant HTT negatively affects the molecular response to several stresses. This impairment has been described in various cell models and lower eukaryotes^34^, but there are only limited data available for the same phenomenon in mammals^7^. In this study we analyzed the HSR after heat shock or HSP90 inhibition in the skeletal muscle of two HD mouse models (R6/2 and *Hdh*Q150) compared with the HSR in wild type mice. Skeletal muscle atrophy and weakness is a well-documented feature of Huntington’s disease^35^, and HTT aggregation occurs in the skeletal muscle of both the R6/2 transgenic and *Hdh*Q150 knock-in models^36,37^. Analysis of the transcript levels of a set of molecular chaperones in both mouse models showed that the induction of these chaperones by both types of stresses was impaired on the transcript and protein level (Figs 2, 3 and S4). Our transcriptome-wide analysis of the HSR in the R6/2 HD mouse model supported these findings (Tables 1 and 2, Fig. 4 and S5). Furthermore, we could show that a heat shock led to a very minimal HSR with little over 100 genes regulated in the R6/2 mice (Table 1 and Figure S5). The response after a heat shock compared to that after HSP90 inhibition was, apart from the induction of molecular chaperones, very distinct (Figure S6 and Table S5). The fact that HSP90 inhibition mounted a considerable response in the R6/2 mice implies that HSP90 inhibition modulates pathways that are not impaired in HD.

We compared the HSR in muscle from wild type and *Hsf1* knockout mice and found no difference in the basal expression level of HSP genes (Figure S1). Previous studies have suggested that the expression of several HSP genes might be regulated by the interplay of multiple transcription factors, e.g. members of the MAF family, PAX6, NF-Y, NF-κB, or CREB^38,39^. Therefore, such a transcription factor interplay was sufficient for the basal expression of HSPs. In contrast, under heat shock conditions, mammalian HSF1 was essential for the induction of HSP genes (Figure S1). Although the expression of molecular chaperones was clearly dependent on HSF1, *Hsf1* knockout animals tolerated an *in vivo* heat shock very well for at least 24 hours, without any obvious adverse phenotypes. In contrast, a large percentage of *Hsf1* knockout animals did not tolerate HSP90 inhibition, some died overnight and the others were found unresponsive and were euthanized. A recent publication analyzing the HSR in the yeast *S. cerevisiae* found that the majority of the HSR was independent of Hsf1, which was only required to drive the expression of 9 genes after heat shock^11^. The authors proposed that the Hsf1 independent response could be driven by the yeast specific Msn2 and Msn4 transcription factors. In our analysis of the transcriptome wide HSR induced by an *in vivo* heat shock, we observed a significant regulation of several hundred genes in *Hsf1* knockout animals (Table 1). This response overlapped partly with the HSR in wild type animals, but the regulation of 137 genes was specific to *Hsf1* knockout mice (Table S6). The predicted regulation of this gene set (Fig. 5 and Table S6) by the NF-kB subunit RELA proto-oncogene (RELA) could represent a compensatory mechanism in the *Hsf1* knockout mice to upregulate pro-survival and proliferation genes^40^. Regulation by histone deacetylase 6 (HDAC6), which is a known modulator of the HSR by regulating the acetylation status of HSP90^41^ and is involved in stress granule and aggresome formation^42,43^, might contribute to the cellular stress response.

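In Hsf1 knockout mice, 16 of the 27 clock and clock output genes were higher after HS, with a median log2 fold change of 0.07 and a mean of 0.19 (camera, adjusted p = 0.1; estimated correlation, adjusted p = 0.33; fry, adjusted p = 0.16). The list was past the threshold without knockout control replicate 1 (adjusted p = 0.047) and without knockout HS replicate 2 (adjusted p = 0.0099). edgeR called no gene of the list over all genes, and 1 when adjusted over the list alone. The difference between the HS responses of knockout and wild type mice had a median of 0.08 for the list (camera, adjusted p = 0.49). These list tests look for a shift in 1 direction and could miss genes moving both ways.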

Intriguingly, the modulation of the circadian rhythm regulated genes appears to be independent of HSF1 and the CLOCK transcription factor was predicted as an upstream regulator in the *Hsf1* knockout animals (Table 1). These findings imply that the resetting of mammalian circadian clocks by heat shock is mostly independent of HSF1. Furthermore, previous findings have shown that binding of HSF1 to HSP gene promoters is diurnally regulated and HSF1 deficient mice exhibit alterations in circadian behavior^44^. Disruption of circadian rhythms has also been reported for HD patients and in HD mouse models^45^ highlighting the fact that pathways of the HSR and circadian clocks are tightly intertwined and dysregulated in Huntington’s disease.

## Methods

### Mouse maintenance, breeding, genotyping, and CAG repeat sizing

All experimental procedures performed on mice were approved by the University College London Ethical Review Process Committee and carried out under a Home Office License. *Hsf1* knockout mice were housed and genotyped as described^1^. R6/2 mice were housed and genotyped as described^46^. *Hdh*Q150 mice were housed and genotyped as described^18^. The mean CAG repeat size ± SD for all mice used in the entire study was 206 ± 5 for R6/2 mice and 167 ± 4 for the shorter and 187 ± 8 for the longer allele in the homozygous *Hdh*Q150 mice. Mice were culled by cervical dislocation, tissues were snap-frozen in liquid nitrogen and stored at −80 °C until further analysis.

### Heat shock treatment

Animals subjected to heat shock were anesthetized with isoflurane (Merial Animal Health Ltd.) with an oxygen flow of 2 l/min (Vaporiser IsoFlo Series 5, T.C.V BME; Vet Tech Solutions) and the whole body excluding the head was wrapped in a heating pad (CWE TC-1000; Linton Instrumentation) set at 41.5 °C ± 0.2 °C. Warm up period was in the range of 5 to 6 minutes to reach 41.5 °C. During heat shock the core body temperature was maintained at 41.5 °C ± 0.2 °C for 15 minutes, and was constantly monitored by a rectal probe. Following heat shock, animals were cooled, revived, and returned to their home cage. Control animals were treated in the same way, but core body temperature was maintained for 21 minutes at 36.9 °C ± 0.2 °C (equivalent to warm up period and 15 minutes of heat shock). Thermal camera images were captured using a U5855A TrueIR Thermal Imager, 350 °C (Keysight, Agilent). We did not find any gender specific effects when comparing female and male mice in the different treatment groups (two-way ANOVA, Bonferroni *post hoc* test p > 0.05 on the 4 hours post treatment datasets).

### HSP990 treatment

NVP-HSP990 (2-amino-7,8-dihdro-6H-pyrido[4,3-d]pyrimidin-5-one) was prepared and administered as described before^1^. Mice were dosed with 12 mg/kg HSP990 throughout this study. Heat shock treatment and HSP990 treatment were both conducted at the same time of the day (9 am to 12 pm) throughout this study.

### Quantitative PCR

RNA was extracted using QIAZOL together with RNeasy Mini kits (Qiagen) according to the manufacturer’s instructions. Reverse Transcription, Taqman RT quantitative PCR (qPCR) and the evaluation of the data was performed as previously described^1^. The geometric mean of the expression levels of the following housekeeping genes was used to standardize the samples: Figs 1E, 2A quad. fem., 2A tib. ant, 3A, S1A: *Atp5b*, *Sdha*, *Actb*; Fig. 2A cortex: *Atp5b*, *Sdha*, *Actb, Canx*; Fig. 2A liver: *Sdha*, *Canx*, *Ywhaz*; Fig. 2B: *Atp5b*, *Sdha*, *Actb*, *Ywhaz*; Figures S1B, S3A, S3C: *Atp5b*, *Sdha*; Figure S3B: *Atp5b*, *Sdha*, *Actb, Ubc*; Figure S3C: *Atp5b*, *Sdha*, *Gapdh*. Primers and probe sequences can be found in Table S10 of the supporting information.

### Antibodies and western blotting

Protein extraction and western blotting was carried out as described^1^. Blocking buffer was 5% (w/v) skimmed milk powder in TBS-T (50 mM Tris-Cl pH 7.4, 150 mM NaCl, 0.1% (w/v) Tween 20). All blots were incubated with primary antibodies over night at 4 °C in TBS-T. Wash buffer was TBS-T. Secondary antibodies were purchased from LI-COR and western blots were visualized on an Odyssey Sa (LI-COR) and analyzed with the Image Studio Lite Ver 3.1 (LI-COR). Antibodies and dilutions can be found in Table S11 of the supporting information.

### RNA sequencing

Samples were prepared using a modified strand-specific version of the Illumina Tru-Seq protocol. Final PCR amplification was performed with KAPA HiFi polymerase and GC buffer (KAPABIOSYSTEMS). The paired-end, strand-specific cDNA libraries were multiplexed onto the Illumina HiSeq (40 bp reads). Read data was mapped to the mm9 build with the Bowtie alignment program using setting –Best. 2 mice per treatment and genotype were sequenced (total n = 24). We compared the RNA sequencing data of a set of genes (HSPs, *Hsf1*, housekeeping genes) with qPCR data for a larger cohort (n ≥ 8) of mice to ensure that the mice that were used for RNA sequencing were a good representation of the average mouse.

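In the counts, Gapdh was at 0 in all 24 libraries. Its transcript has 39 near-identical copies in the mm9 genome. Of the housekeeping genes used to standardize the qPCR, the mean level of the 12 groups ran from 140.9 CPM (R6/2 control) to 329.3 CPM (wild type HSP990) for Actb, from 2870 (R6/2 vehicle) to 5021 CPM (wild type HS) for Atp5b, from 732.2 (R6/2 vehicle) to 1647 CPM (wild type control) for Sdha, from 126.9 (wild type control) to 188.1 CPM (wild type HSP990) for Canx and from 25.88 (Hsf1 knockout control) to 34.95 CPM (R6/2 vehicle) for Ywhaz, which has a near-identical copy. In untreated R6/2 mice Sdha was lower than in wild type mice by a log2 fold change of -0.94 (adjusted p = 3.7e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Atp5b by -0.56 and Actb by -0.34. Scaling by library size alone turned Atp5b to 0.05 and Actb to 0.27. The list of these genes did not change past the threshold after HS in wild type mice (median 0.17, adjusted p = 0.28), and none of its 5 tested genes was called by edgeR there, over all genes or when adjusted over the list alone.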

### Bioinformatics

We used gene counts to compute estimated fold changes in expression levels with the DEseq. 2 pipeline^47^. We filtered genes that did not have equal or more than 2 counts in at least 10 samples across all sequenced samples. Custom gene lists for each condition and comparison were created by extracting significantly dysregulated genes (Benjamini-Hochberg corrected *p*-values < 0.05). We used Enrichr^48^ to conduct the subsequent gene ontology enrichment analysis for these lists. Upstream regulators were predicted using the ChIP-x Enrichment Analysis (ChEA) and ENCODE transcription factor ChIP-seq database 2015 (in Tables 1 to 10 labeled as 1: ChEA; 2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the most highly significantly enriched non-redundant (similar sub-terms were summarized into an overarching term) terms followed by their combined score are shown.

### Statistical analysis

All data were screened for outliers using a Grubbs’ test (GraphPad). All data were analyzed with IBM SPSS using a two-tailed homoscedastic Student’s *t*-test or a two-way ANOVA with either Tukey or Bonferroni *post hoc* test as specified in the Figure legends. Treatment: *p < 0.05, **p < 0.01, ***p < 0.001 and treatment/genotype ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001.

### Data availability

The datasets generated during and/or analysed during the current study are available in the Gene Expression Omnibus (GEO) repository, accession number GSE95602. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95602.

## Electronic supplementary material

Supplementary Info

# Supplementary material for: HSF1-dependent and -independent regulation of the mammalian in vivo heat shock response and its impairment in Huntington's disease mouse models
**Source:** Sci Rep. 2017 Oct 2;7:12556. doi: 10.1038/s41598-017-12897-0
**Supplement:** Supplementary file 1 — Supplementary Info

## SUPPLEMENTARY INFORMATION

### HSF1-dependent and -independent regulation of the mammalian *in vivo* heat shock response and its impairment in Huntington's disease mouse models

Andreas Neueder<sup>1\*</sup>, Theresa A. Gipson<sup>2</sup>, Sophie Batterton<sup>1</sup>, Hayley J. Lazell<sup>1</sup>, Pamela P. Farshim<sup>1</sup>, Paolo Paganetti<sup>3,4</sup>, David E. Housman<sup>2</sup>, Gillian P. Bates<sup>1\*</sup>

# Supplementary Figures

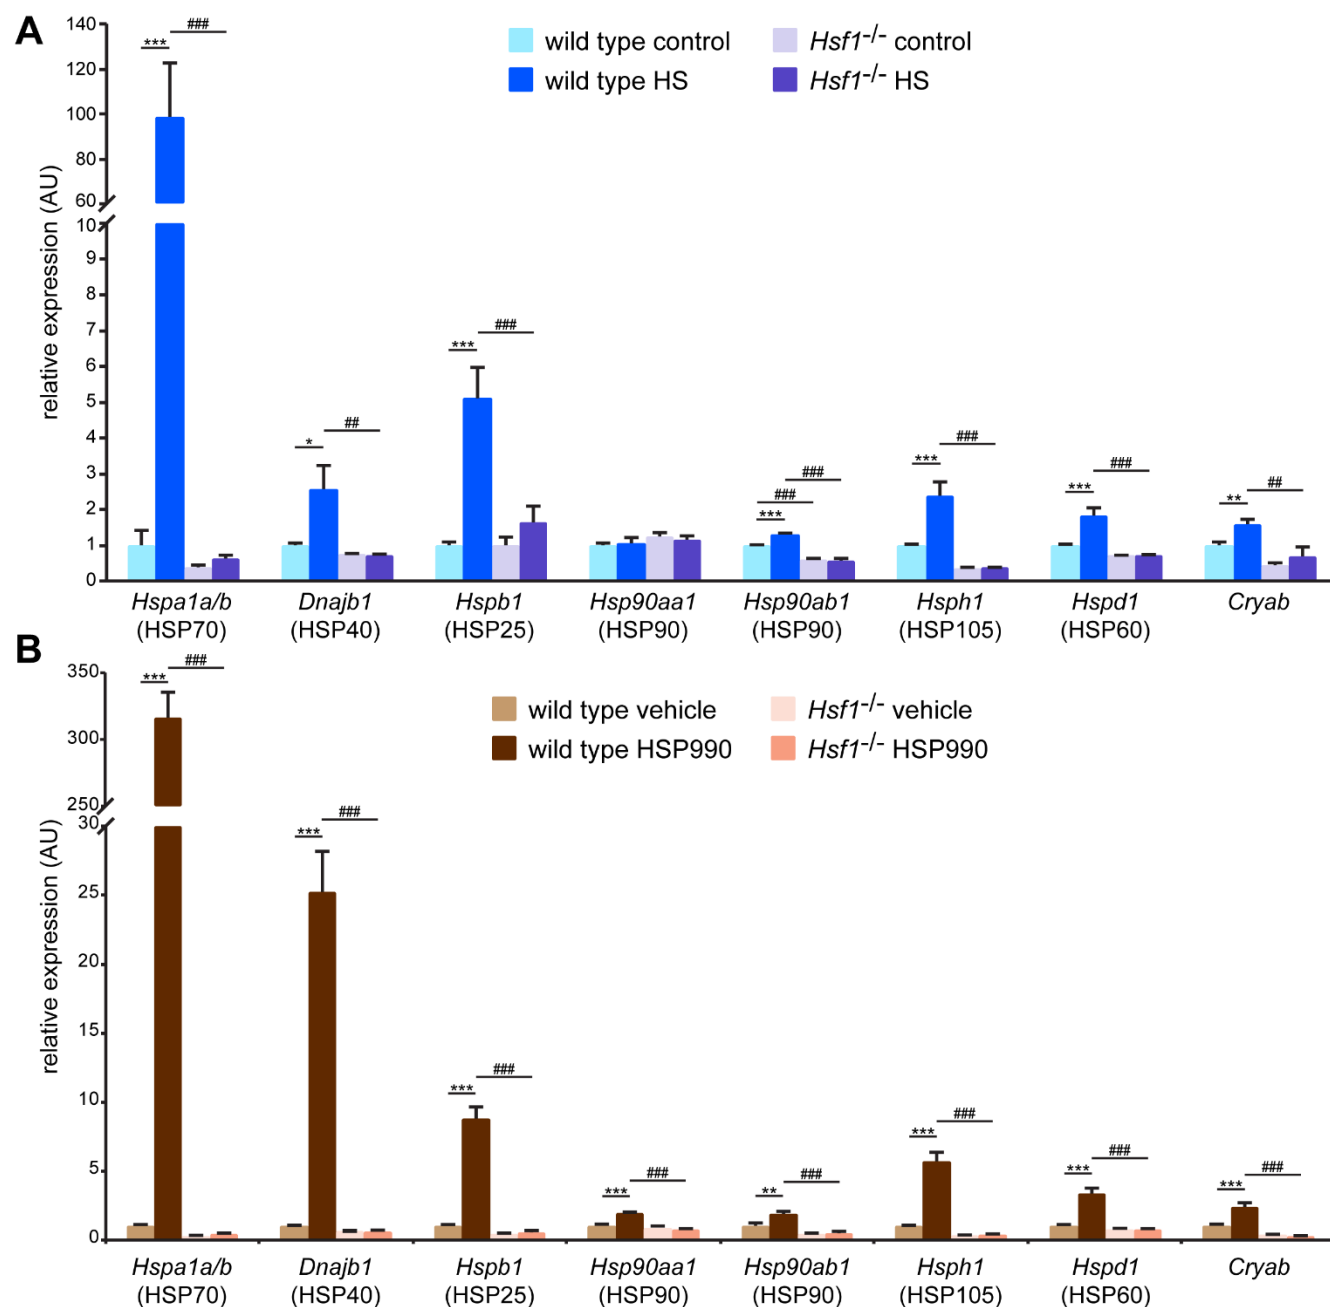

**Figure S1. HSF1 dependent induction of HSP genes by heat shock or HSP90 inhibition.**

Analysis of mRNA levels of HSP genes 4 hours after heat shock (HS) (A) or HSP90 inhibition (HSP990) (B) in *quadriceps femoris* muscle of *Hsf1* knockout mice (*Hsf1*<sup>-/-</sup>) and wild type mice at 10-12 weeks of age. Data are mean  $\pm$  SEM relative to the levels of control or vehicle treated wild type animals;  $n \geq 6$ ; two-way ANOVA with Tukey *post hoc* test. Treatment: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; genotype/treatment: ## $p < 0.01$ , ### $p < 0.001$ .

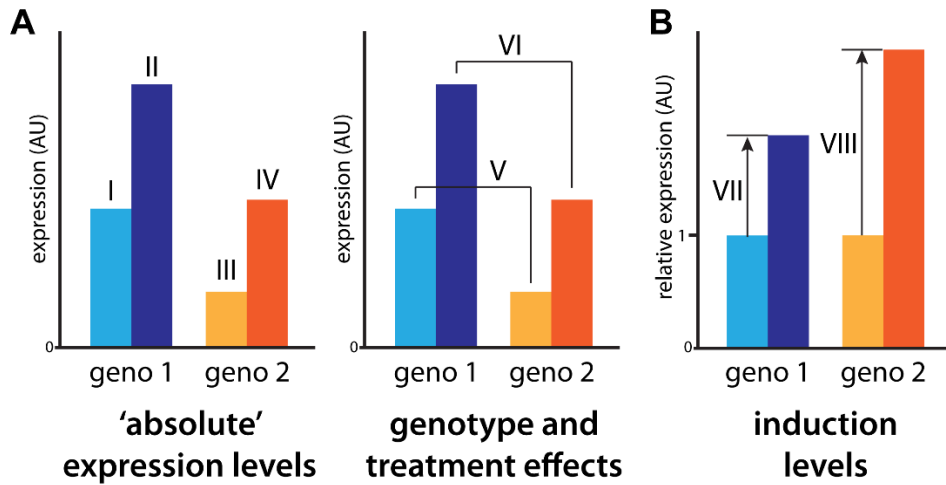

**Figure S2. Schematic depicting the comparisons of treatment and genotype in this study.**

(A) Comparison of the 'absolute' values of the expression of gene of interest (GOI). Left panel: The 'absolute' levels are standardized to housekeeping genes, and groups are all normalized to the same value (usually control/vehicle treated wild type). This allows a comparison of treatment effects (levels of II against I and IV against III), as well as analysis of effects due to genotype/treatment differences (right panel: V: un-treated condition = differences purely due to genotype; VI: treated conditions = differences due to genotype/treatment). This kind of comparison is used in Figure 2B, 2C, 2D; Figure 3A, 3B; Figure S1A, S1B, Figure S3A-C; Figure S4A-F. (B) Comparison of the levels of induction of the expression of GOI. The treatment groups are individually normalized to their respective control for each genotype. This analysis does not allow the absolute levels due to both treatment and genotype effects to be compared. Instead, it permits the genotype differences in response to treatment to be more easily compared. This kind of comparison is used in Figure 4 and 5; Figures S6 and S7. (A) and (B) the GOI levels can of course be lower in the treated groups, reversed for one genotype, or a combination of these. For better tangibility only upregulation of GOI levels due to treatment is shown in the figure.

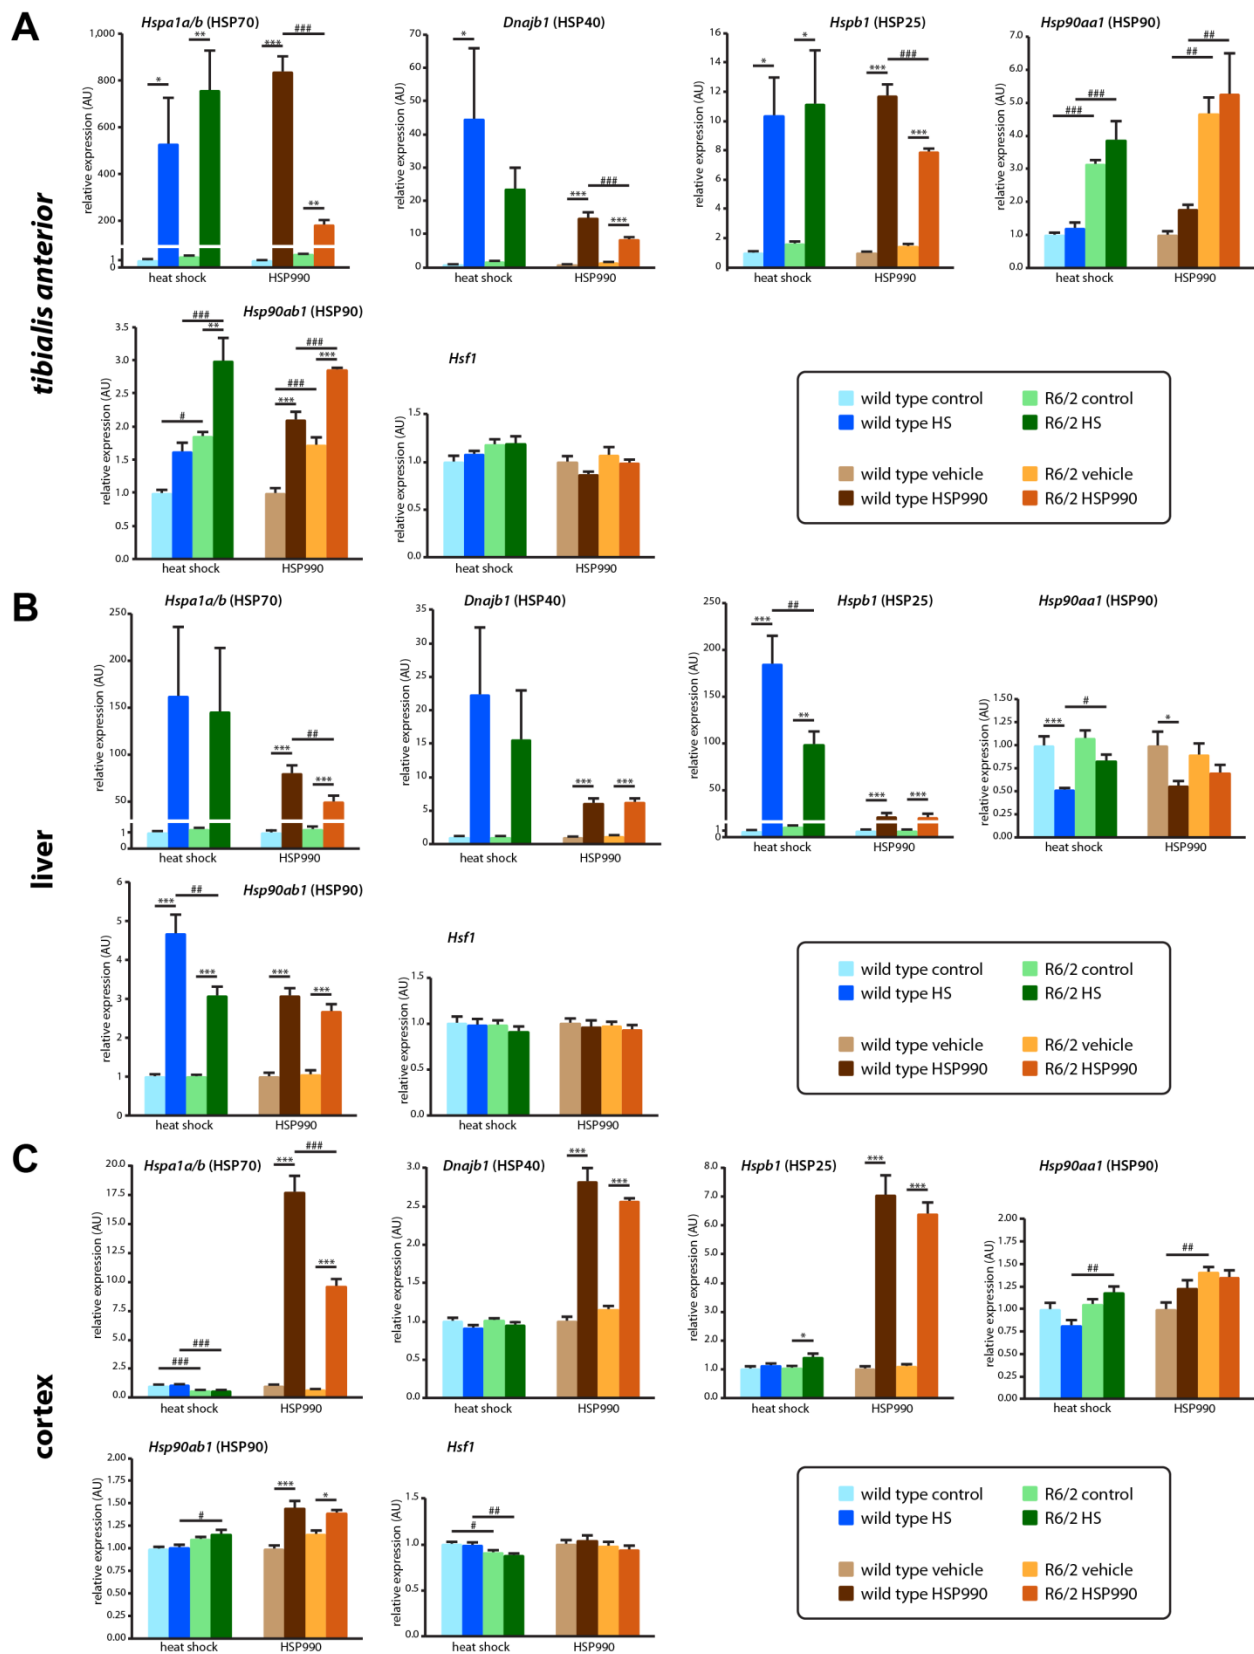

**Figure S3. The heat shock response is impaired in the R6/2 HD mouse model at transcript level.**

Transcript induction of heat shock response genes and *Hsf1* at 4 hours after heat shock (HS) or HSP90 inhibition (HSP990) in *tibialis anterior* muscle (A), liver (B) and cortex (C) of R6/2 and wild type mice at 12 week of age. Data are mean  $\pm$  SEM relative to the levels of control or vehicle treated wild type animals;  $n \geq 6$ ; two-way ANOVA with Tukey *post hoc* test. Treatment: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; genotype/treatment: # $p < 0.05$ , ## $p < 0.01$ , ### $p < 0.001$ .

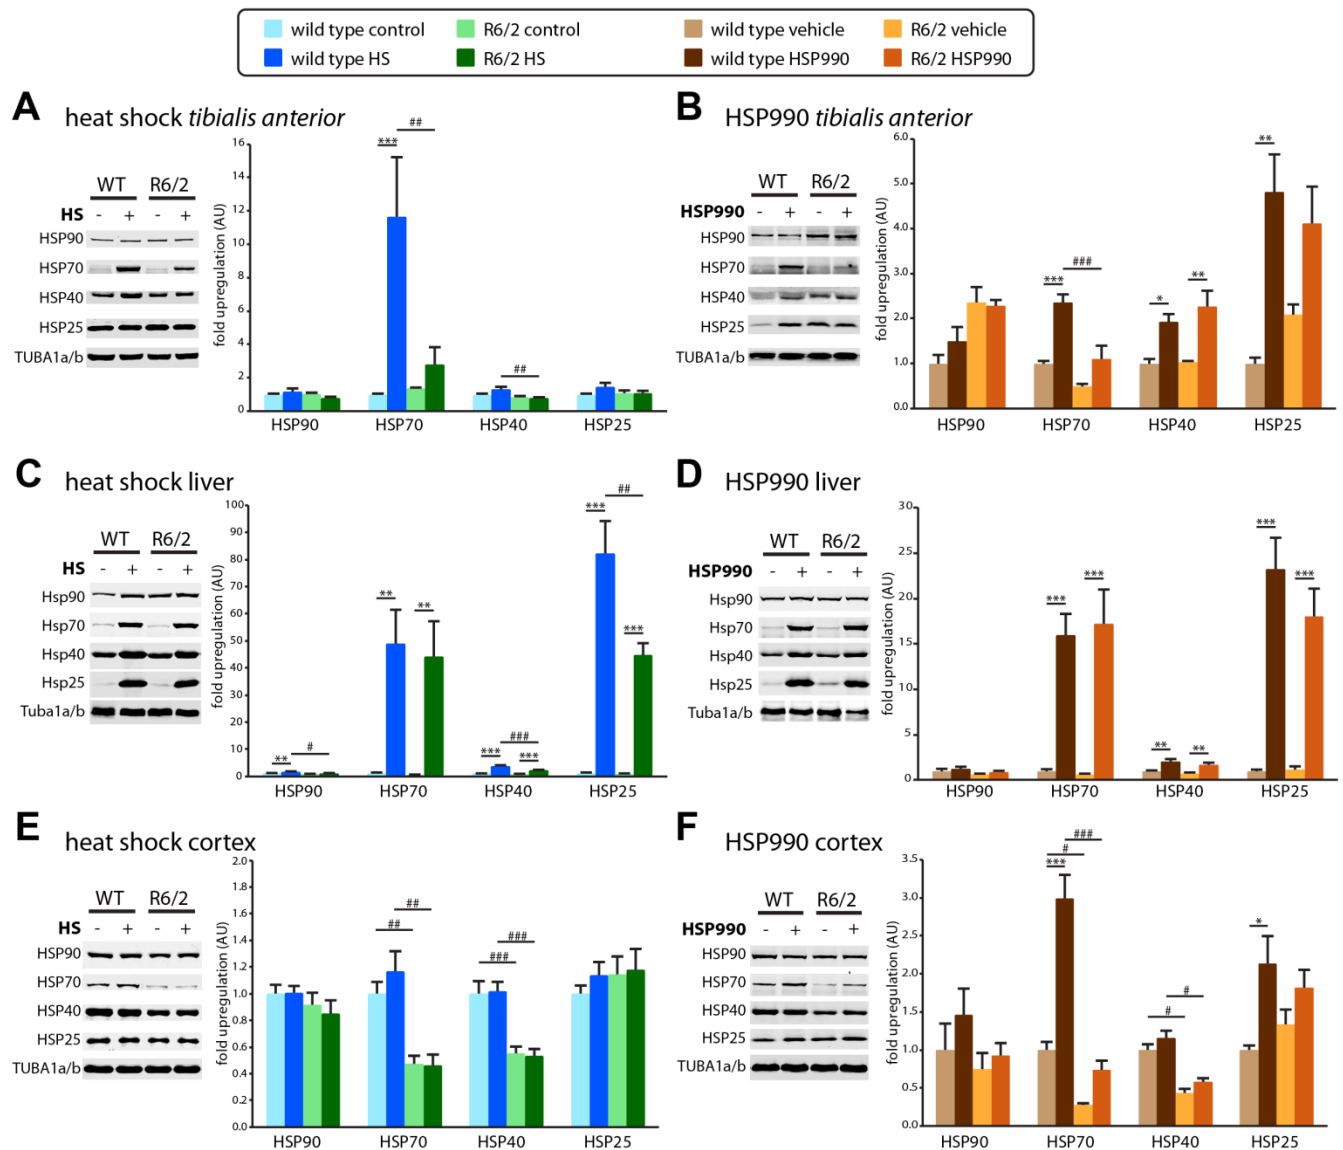

**Figure S4. The heat shock response is impaired in the R6/2 HD mouse model at the protein level.**

Heat shock protein induction (HSP90, HSP70, HSP40, HSP25) at 24 hours after heat shock (HS) or HSP90 inhibition (HSP990) of R6/2 and wild type mice at 12 week of age. Data are mean  $\pm$  SEM relative to the levels of control or vehicle treated wild type animals;  $n \geq 6$ ; two-way ANOVA with Tukey *post hoc* test. Treatment: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; genotype/treatment: # $p < 0.05$ , ## $p < 0.01$ , ### $p < 0.001$ . TUBA1a/b was used as a loading control. (A) Heat shock treatment (HS) in *tibialis anterior* muscle. (B) HSP90 inhibition (HSP990) in *tibialis anterior* muscle. (C) Heat shock treatment (HS) in liver. (D) HSP90 inhibition (HSP990) in liver. (E) Heat shock treatment (HS) in cortex. (F) HSP90 inhibition (HSP990) in cortex.

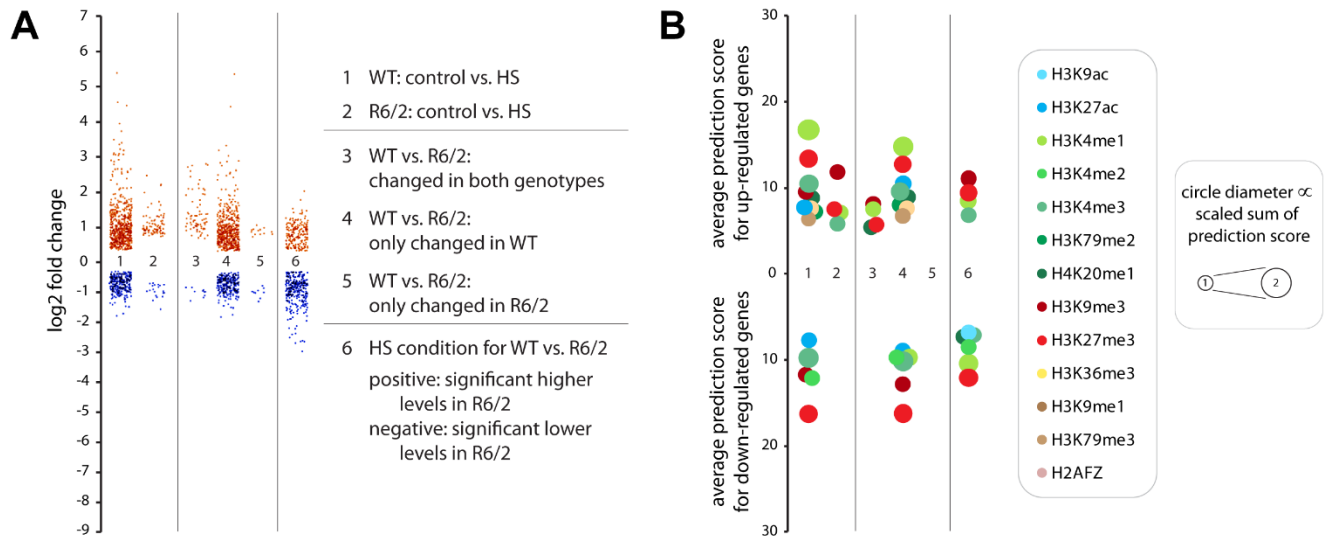

**Figure S5. Differential systemic response to heat shock in R6/2 compared to wild type mice.**

(A) Scatter plot showing the significant log<sub>2</sub> fold transcriptome wide changes at 4 hours after heat shock (HS) in *quadriceps femoris* muscle of R6/2 and wild type mice at 12 week of age. Lanes 1 and 2 represent the significantly regulated genes through treatment with HS in R6/2 or wild type mice. Lanes 3 to 5 show the common (lane 3) and distinct (lanes 4 and 5) responses to treatment. Lane 6 compares HS treated R6/2 or wild type mice. Here, we corrected for differences due to the genotype by subtracting the log<sub>2</sub> fold changes of significantly different genes (genotype) from their log<sub>2</sub> induction value (HS). Only genes with a resulting fold change of  $\geq 1.25$  were considered for further analysis. (B) Chromatin mark predictions for genes shown in (A). Only significantly enriched chromatin marks ( $p < 0.001$ ) were considered. We used the combined score, which is the product of the p-value with the z-score of the deviation from the expected rank, as a measure for prediction quality. Together, the average (y-axis) and the sum (circle diameter) of the combined scores are a good indicator of the confidence of the chromatin mark predictions.

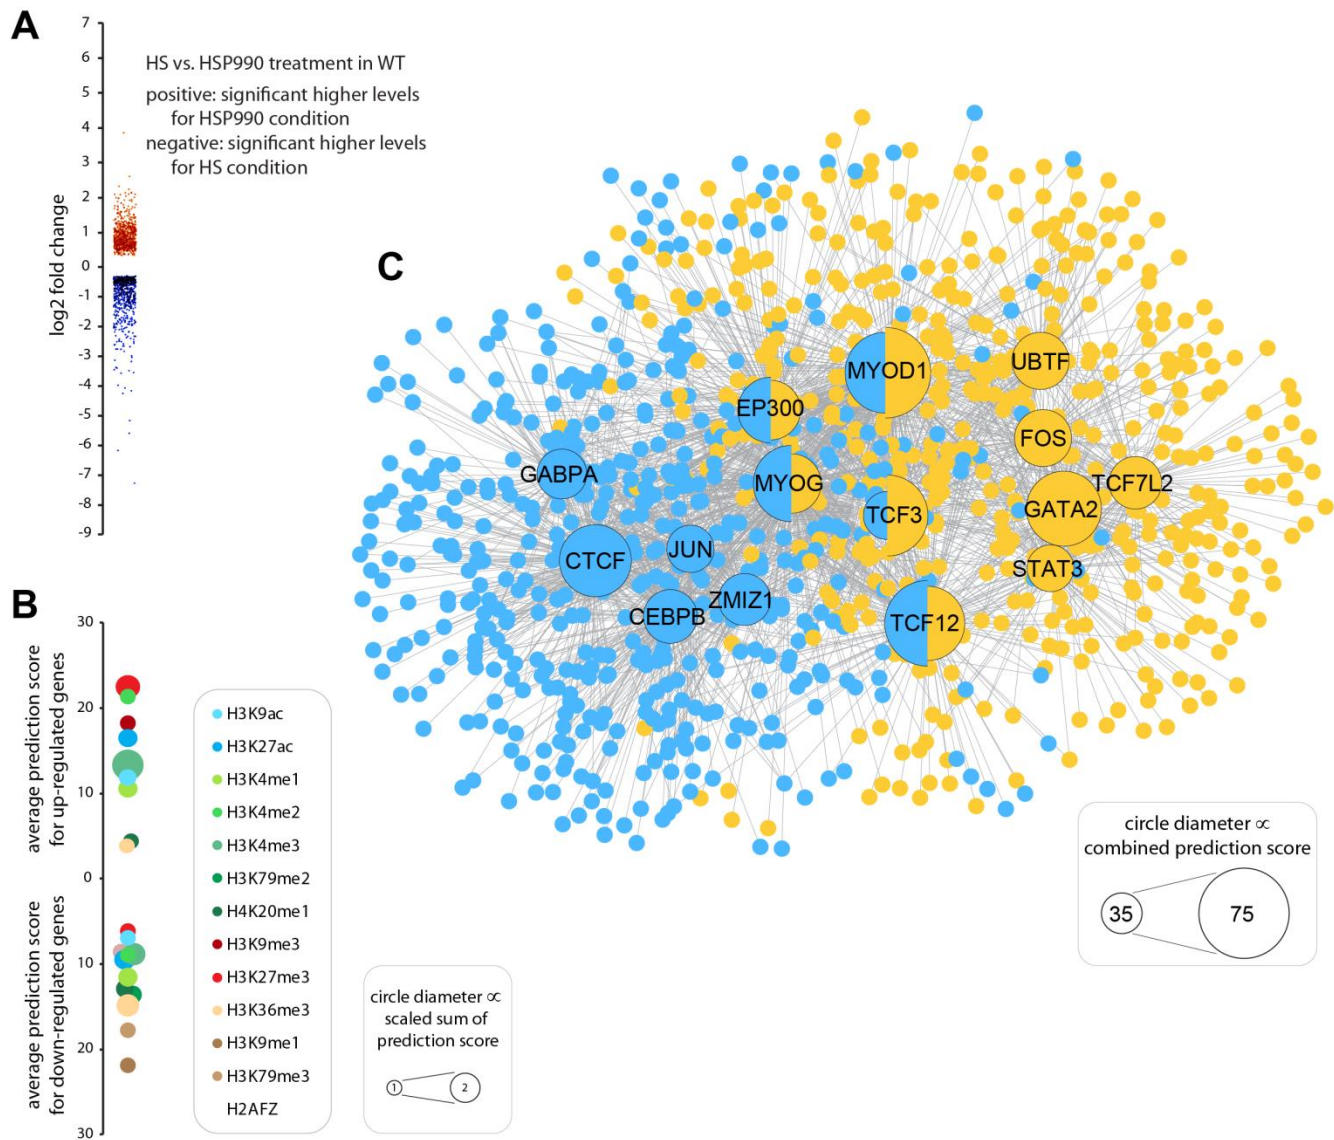

**Figure S6. Comparison of the transcriptional response to heat shock and HSP990 in wild type mice.**

(A) Scatter plot showing the significant  $\log_2$  fold transcriptome wide changes at 4 hours after HSP90 inhibition (HSP990) and heat shock treatment (HS) in *quadriceps femoris muscle* of wild type mice at 12 week of age. We corrected for differences due to the effects of anesthesia (control) and vehicle treatment by subtracting the  $\log_2$  fold changes of significantly different genes (vehicle vs. control) from their  $\log_2$  induction value (HS or HSP990). Only genes with a resulting fold change of  $\geq 1.25$  were considered for further analysis. (B) Chromatin mark predictions for genes shown in (A). Only significantly enriched chromatin marks ( $p < 0.001$ ) were considered. We used the combined score, which is the product of the p-value with the z-score of the deviation from the expected rank, as a measure for prediction quality. Together, the average (y-axis) and the sum (circle diameter) of the combined scores are a good indicator of the confidence in the chromatin mark predictions. (C) Transcription factor network of responses to heat shock (HS) and HSP90 inhibition (HSP990) in wild type mice. 719 dysregulated genes were significantly higher induced by HS and 747 genes by HSP990 treatment. To predict upstream regulators, we created gene lists for these significantly regulated (up and down combined) genes for each condition and used the ENCODE transcription factor ChIP-seq database (2015) to identify the significantly enriched transcription factors ( $n \leq 10$  with a combined score of  $\geq 5$ ). Circle diameter is an indicator of the confidence of the predictions.

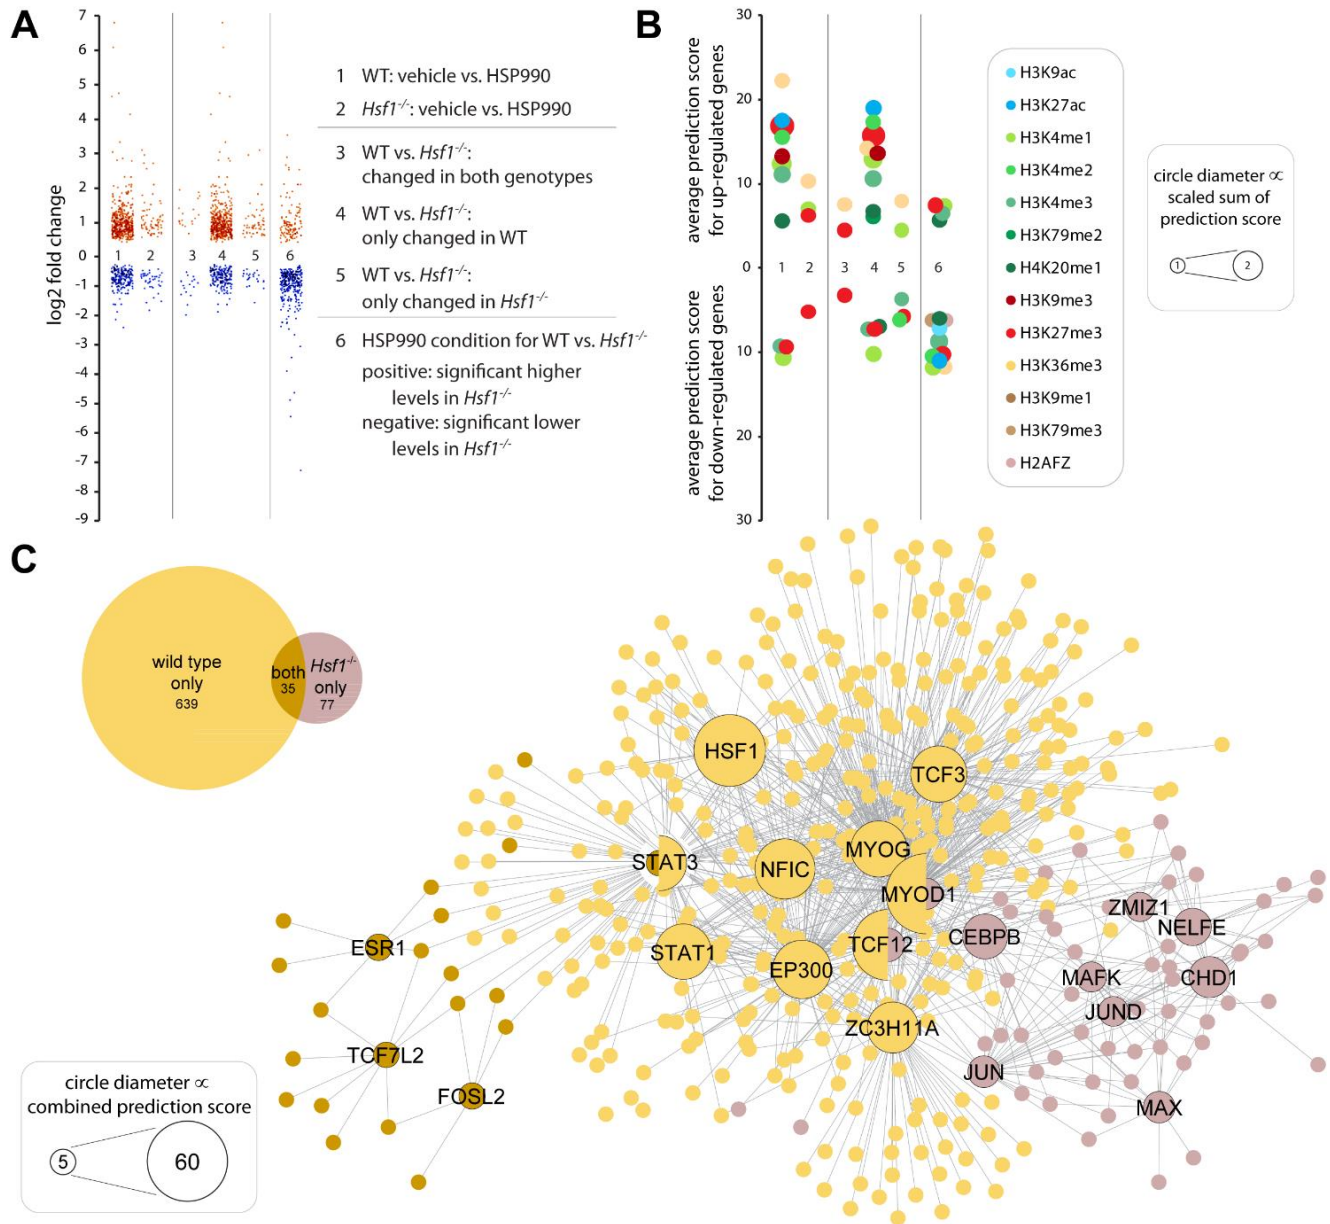

**Figure S7. Differential systemic response to HSP90 inhibition in *Hsf1* knockout compared to wild type mice.**

(A) Scatter plot showing the significant log<sub>2</sub> fold transcriptome wide changes at 4 hours after HSP90 inhibition (HSP990) in quadriceps femoris muscle of *Hsf1* knockout (*Hsf1*<sup>-/-</sup>) and wild type mice at 10-12 week of age. Lanes 1 and 2 represent the significantly regulated genes through heat shock in *Hsf1* knockout and wild type mice. Lanes 3 to 5 show the common (lane 3) and distinct (lanes 4 and 5) responses to treatment. Lane 6 compares HSP990 treated *Hsf1* knockout and wild type. Here, we corrected for differences due to the genotype by subtracting the log<sub>2</sub> fold changes of significantly different genes (genotype) from their log<sub>2</sub> induction value (HSP990). Only genes with a resulting fold change of  $\geq 1.25$  were considered for further analysis. (B) Chromatin mark predictions for genes shown in (A). Only significantly enriched chromatin marks ( $p < 0.001$ ) were considered. We used the combined score, which is the product of the p-value with the z-score of the deviation from the expected rank, as a measure for prediction quality. Together, the average (y-axis) and the sum (circle diameter) of the combined scores are a good indicator of the confidence in the chromatin mark predictions. (C) Venn diagram and transcription factor network of common and distinct responses to HSP90 inhibition in *Hsf1* knockout and wild type mice. Data correspond to lanes 3, 4 and 5 in (A) and (B). To predict upstream regulators, we created gene lists for significantly regulated (up and down combined) genes for each condition and used the ENCODE transcription factor ChIP-seq database (2015) to identify the significantly enriched transcription factors ( $n \leq 10$  with a combined score of  $\geq 5$ ). RNA polymerase II hits were filtered out. Circle diameter is an indicator of the confidence of the predictions.

## Supplementary Tables

**Table S1. Gene ontology enrichment analysis for heat shock induction in wild type vs. R6/2 mice. Related to Table 1.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

**Table S2. Gene ontology enrichment for heat shock treatment in wild type vs. R6/2 mice. Related to Table 1.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

**Table S3. Gene ontology enrichment analysis for HSP990 induction in wild type vs. R6/2 mice. Related to Table 2.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

**Table S4. Gene ontology enrichment for HSP990 treatment in wild type vs. R6/2 mice. Related to Table 2.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

**Table S5. Gene ontology enrichment analysis for heat shock vs. HSP990 treatment in wild type mice. Related to Tables 1 and 2.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown. <sup>1</sup>Can be higher induced by HSP990 than by heat shock, or not changed by HSP990, but repressed through heat shock. <sup>2</sup>Can be higher induced by heat shock than by HSP990, or not changed by heat shock, but repressed through HSP990.

**Table S6. Gene ontology enrichment analysis for heat shock induction in wild type vs. *Hsf1* knockout mice. Related to Table 1.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

**Table S7. Gene ontology enrichment analysis for HSP990 treatment in wild type vs. *Hsf1* knockout mice. Related to Table 2.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

**Table S8. Gene ontology enrichment for heat shock treatment in wild type vs. *Hsf1* knockout mice. Related to Table 1.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

**Table S9. Gene ontology enrichment for HSP990 treatment in wild type vs. *Hsf1* knockout mice. Related to Table 2.**

Upstream regulators were predicted using the ChIP-x Enrichment Analysis (1: ChEA) and ENCODE transcription factor ChIP-seq database 2015 (2: ENCODE). Chromatin marks were predicted using the ENCODE histone modifications database 2015. Only the top non-redundant significantly enriched terms followed by their combined score are shown.

## Supplementary Materials and Methods

**Table S10. Primers and Probes sequences**

The sequences of primers and probes used in this study were as follows:

<sup>1</sup>Probe sequences are not disclosed by PrimerDesign. <sup>2</sup>No information is disclosed for housekeeping genes by PrimerDesign.

**Table S11. Antibodies information and dilutions**

Information about antibodies and dilutions used in this study can be found in the following table:

quad. fem. = *quadriceps femoris*; tib. ant. = *tibialis anterior*

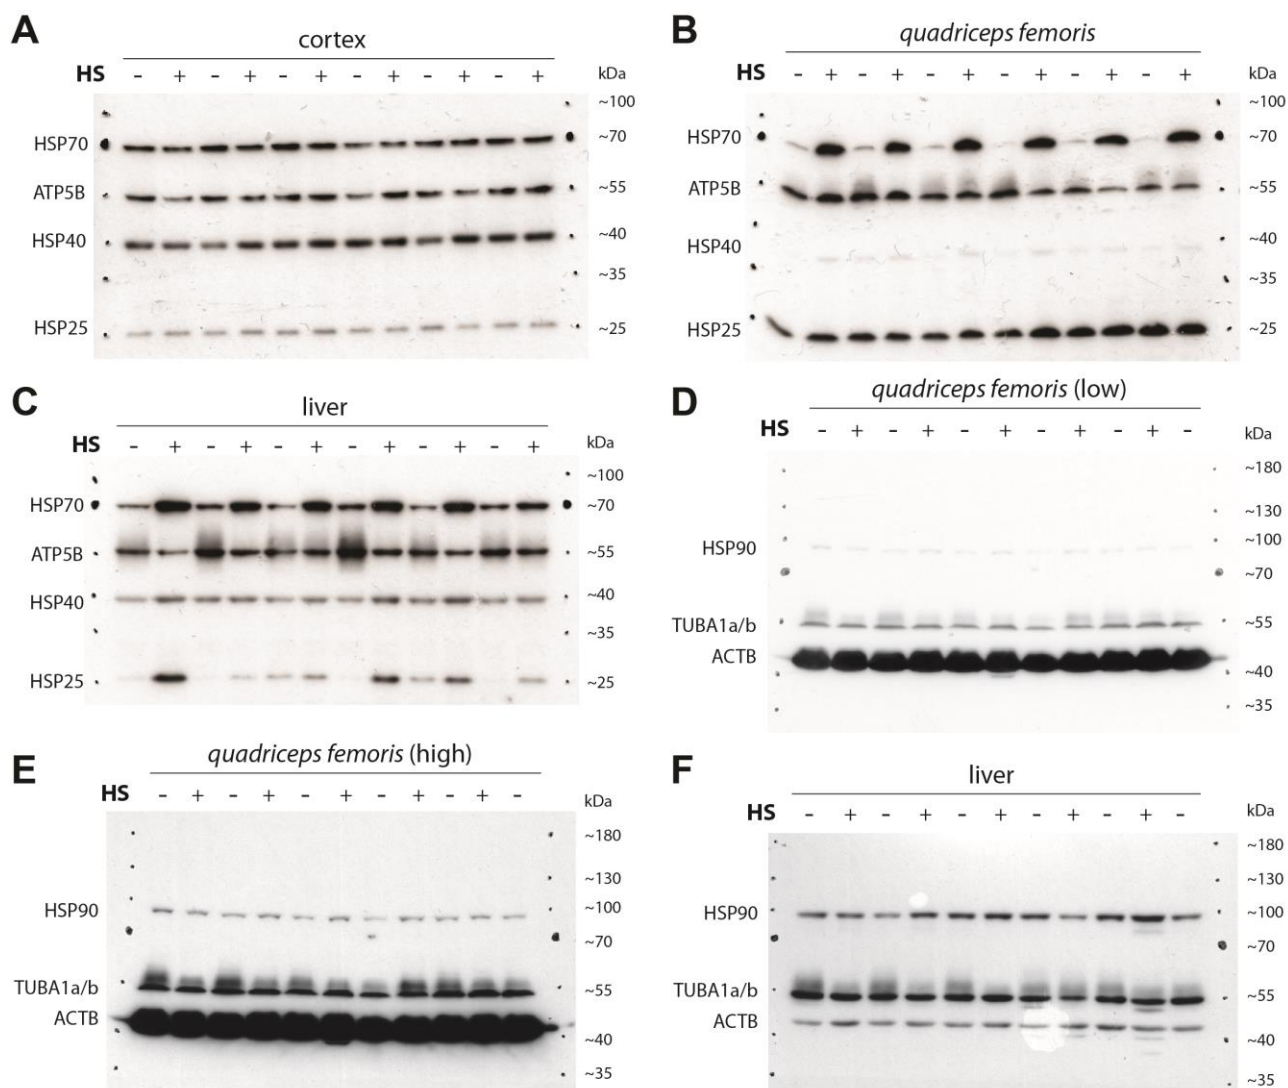

**Figure S8. Antibody characterization**

During the development of the *in vivo* heat shock (HS), we optimized antibody staining for the different tissues. Exemplary blots in wild type animals are shown for HSP70, HSP40 and HSP25 antibodies in (A) cortex, (B) *quadriceps femoris* and (C) liver and HSP90, tubulin (TUBA1a/b) and actin (ACTB) antibodies in (D) *quadriceps femoris* (low exposure), (E) *quadriceps femoris* (high exposure) and (F) liver. All antibodies are well characterized (see also Table S11), detect only a single band and exhibit very low background signals. For these reasons and to increase specificity even more, subsequently, blots were cut at the appropriate molecular weight for the respective protein of interest and the strips were incubated with individual antibodies.

How the deposited data were processed for this re-analysis (not part of the article)

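RNA of quadriceps femoris muscle of 24 mice was sequenced, 2 mice in each of 12 groups of 3 genotypes (wild type, R6/2 and Hsf1 knockout) and 4 treatments (HS, its control, HSP990 and its vehicle), 4 h after treatment. The authors made strand-specific libraries, sequenced paired reads, mapped them to mm9 with Bowtie and deposited raw gene counts, as recorded in the methods and the file itself, without normalization. The values are whole numbers, 1 column per mouse, and all 24 columns were used. The paper's text does not name the program that counted reads on genes or the annotation. Genes are listed by NCBI gene number, and 18594 of 18669 were matched to a symbol and 18250 to coordinates in mm9. Library totals were 22450177 to 46599238 counts. A count of 0 in every library was found for 2855 genes. Between the 2 mice of a group the counts varied more than counting error alone would give, with a chi-square per degree of freedom of 19.42 to 110.2.

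Genes with at least 2 counts in at least 10 libraries were tested (13754), as in the paper. Counts were scaled with TMM and fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) as 12 groups with quasi-likelihood tests on 12 residual degrees of freedom, over 23 contrasts, with Benjamini-Hochberg adjustment within a contrast and a threshold of 0.05. Differences between the responses of 2 genotypes, or to 2 treatments, were tested as interactions. The corrected comparisons followed the paper: the log2 fold change between treated groups was reduced by the untreated difference where that was called, and a fold of 1.25 was required. Lists of genes, 23 of them, were tested with camera at a correlation of 0.01, and with an estimated correlation and fry. Their overlap with corrected comparisons was tested with Fisher's exact test. Shares of the wild type response kept are ratios of median log2 fold changes, with 0.5 CPM added before taking logarithms for single mice. Near-identical copies of transcripts were searched for in the genome with minimap2 2.31-r1302, at a divergence of at most 0.02 over at least 50% of a transcript.

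Genes were named by a rule: the HSP genes measured by qPCR, the basal panel, the housekeeping genes, Atf3, Cebpb and Gabpa, up to 5 called members of each other list per comparison with the largest change, and the 5 largest rises and 5 largest falls among called genes of each treatment comparison whose groups did not overlap and whose mean was at least 1 CPM. Genes outside it are marked where they appear. The alternatives tried were RLE size factors, library size only, no filter, filterByExpr, counts thinned to the smallest total, only the groups compared, a block for the replicate number, DESeq2 1.42.0 with and without the beta prior, and leaving out each mouse. DESeq2 on fewer libraries and TMM without the 20 highest genes were added after the data had been seen. Xist as a covariate was not run, because Xist is not in the table.

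The procedure was tested on simulated data in which 200 of 13754 genes were changed. For the wild type HS comparison edgeR called 111 genes, 107 of them changed (53.5%) and 4 not (3.6%), and 106 of the 107 had the right sign. For the corrected comparison of R6/2 and wild type mice after HS it called 132 genes, 10 of them not changed (7.58%), and for the test of the difference 69 genes, 0 of them not changed. DESeq2 made 12% false calls on the 24 libraries and 28.2% on the 4 libraries compared. The simulated counts had the same spread of a gene in every group, which favours fits that pool the spread over the 24 libraries. In the data the spread differed between groups, so the simulation does not rank these fits on the data. In a comparison without planted changes edgeR called 0 genes, and 4.65% of genes had an unadjusted p below 0.05. The limits of this test were loosened after its results had been seen: that on false calls, which DESeq2 on 4 libraries exceeded, was kept for edgeR only, and the demand that all signs be right was eased after 1 of 107 was wrong. The rule for 1 test, that of spread behind the larger number of HS genes called in Hsf1 knockout mice, was also changed after its value had been seen, from a verdict in favour of that explanation to an open one. For the test of a larger response in those mice, the measure was changed after the shares kept had been seen, from the share on different wild type libraries to the number of settings. The measures of the tests of adipocyte transcripts behind the glucocorticoid-responsive genes, of scaling in untreated R6/2 mice and of thinning were changed likewise, to a fit with a covariate, to the spread over genes and to the genes called both before and after. The limits that turn values into verdicts were written for all tests when part of the values were known. The gene ontology and upstream regulator analyses of the paper, and its qPCR and protein measurements, were not analysed here. Some genes that meet the rule for naming are not reported here.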

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

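The tests chosen only after the result was seen were those of thinning to the smallest total, of adipocyte transcripts behind the change of glucocorticoid-responsive genes, of Y-linked counts being lost in counting, of scaling behind the difference of untreated R6/2 mice, of the direction of the 328 genes in Hsf1 knockout mice, and the window around Hsf1. The limits that turn a value into a verdict were written into the tests when part of the values had already been seen. Other splits of the mice were not counted, as each group had 2 mice.

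The response to HS differed between R6/2 and wild type mice in a test of the difference for 10 genes and for 5 of 23 gene lists, all 10 genes with the lower log2 fold change in R6/2 mice. A larger spread between R6/2 mice would leave the median change near that of wild type mice. It is argued against, since with the genes chosen and measured on different wild type libraries R6/2 mice kept at most 36.1% of the wild type median over 4 splits. A difference in library size is argued against by thinning every library to the smallest total, which called 12 genes, all lower in R6/2 mice, among them all 10 called before. Scaling by abundant muscle genes, which take a smaller share of the counts in R6/2 mice, is argued against by the chaperone list, whose median difference was -0.53 under the scaling where it was nearest 0. The count of 10 genes rests on single mice: it was 0 without R6/2 control replicate 1 or wild type control replicate 1, and 90 without R6/2 HS replicate 2. With fry and with an estimated correlation 3 lists were past the threshold. On these counts alone, a smaller HS response of R6/2 muscle therefore stays as a hypothesis, beside untested differences in the heat reaching the muscle. The paper's qPCR and protein measurements of HSP induction in R6/2 and HdhQ150 mice were not used here.

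The response to HSP990 differed between R6/2 and wild type mice for 14 of 23 gene lists, while edgeR called no gene for this difference (981 at an unadjusted p below 0.05; DESeq2 on the 24 libraries, 49; edgeR without R6/2 vehicle replicate 1, 10). With an estimated correlation and with fry the number of lists was 0, so the 14 depend on the correlation given to the test. For the extracellular matrix genes, scaling is argued against by a median difference of -0.75 under the scaling nearest 0, and a single deciding mouse by a highest median of -0.61 with each mouse left out. Which cells of the muscle carry the difference was not tested.

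The HS response differed between Hsf1 knockout and wild type mice for 22 genes and 11 lists, all 22 genes with the lower log2 fold change in knockout mice. The mice of the 2 genotypes differed in Y-linked transcripts in the HS experiment but not in the HSP990 experiment. That difference is argued against as the cause, since 22 of the 22 genes also had the lower change in knockout mice after HSP990. On these counts alone, a lower response without HSF1 stays as a hypothesis, and ages that differ between the genotypes in the labels were not tested. The paper's qPCR of HSP genes in knockout mice was not used here. Without wild type control replicate 1 the count was 10. With fry and with an estimated correlation 3 lists were past the threshold.

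For HSP990, 58 genes and 14 lists differed between Hsf1 knockout and wild type mice. Library size is argued against by the 55 of the 58 genes that were among the 57 called after thinning, although knockout HSP990 replicate 1 had the largest total, 46599238 counts. In that mouse adipocyte transcripts were high, and without it 39 of the 58 genes were still called, against 34 to 45 without any 1 of the 8 mice, which argues against it as the whole source. The number called fell to 35 without wild type vehicle replicate 2. By fry, and by an estimated correlation, 4 lists were past the threshold.

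In wild type mice the responses to HS and HSP990 differed for 328 genes and 9 lists. A difference between the 2 untreated groups is argued against as the source by 284 of the 328 genes, whose treated groups differed more than the untreated ones. Y-linked transcripts separated the experiments in wild type mice, and a source linked to them is argued against by 305 of the 328 genes differing the same way in Hsf1 knockout mice, where Y-linked transcripts did not separate the experiments. Another difference between the mice of the 2 experiments cannot be told apart from the treatments, since no mouse of 1 experiment was used in the other. The lowest Y-linked count in the wild type libraries of the HSP990 experiment was 3923. Without wild type vehicle replicate 2 the count was 94. The 9 lists numbered 3 with fry and 2 with an estimated correlation.

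The genotypes also differed without treatment: 4194 genes between R6/2 and wild type mice and 134 between Hsf1 knockout and wild type mice. Scaling is argued against as the whole source in R6/2 mice by the spread over genes, which a factor shared by all genes of a library leaves as it is. The interquartile range of the log2 fold changes was 0.635 or more over 3 other scalings and without any 1 mouse, against at most 0.393 for knockout mice. Its stability over the scalings was fixed in advance and is no evidence of its own. A larger spread between R6/2 mice would also widen the range, so the range does not show how much of it is due to genotype. The direction depended on the scaling, with 2007 genes called higher and 420 lower under all 4 scalings and 376 called in opposite directions. With TMM 2075 genes were higher and 2119 lower, and when scaling by library size alone 8455 were higher and 421 lower, with a median log2 fold change of all genes of 0.66. The 134 genes numbered 266 in the control groups alone and 12 in the vehicle groups alone, and 29 without wild type control replicate 2 or wild type vehicle replicate 1. For the chaperone genes, lower in untreated knockout mice, the Y-linked difference of the control groups is argued against by a median of -0.31 in the vehicle groups.

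A list of 24 glucocorticoid-responsive genes had a median log2 fold change of 1.7 after HS in wild type mice (24 of 24 higher, 13 called, 19 when adjusted over the list alone; camera, adjusted p = 8.1e-37; estimated correlation, adjusted p = 0.0018; fry, adjusted p = 0.00032) and of -1.1 after HSP990 (3 of 24 higher; camera, adjusted p = 2.5e-11; estimated correlation, adjusted p = 0.1; fry, adjusted p = 0.035). In R6/2 mice the medians were 0.87 and -1.6. A single deciding mouse is argued against by a median of at least 0.63 in the direction seen with all mice. Adipocyte transcripts had a median of -0.66 after HS (camera, adjusted p = 0.086), against the direction of the list. Between the wild type vehicle mice the mean log2 of CPM + 0.5 was lower in replicate 1 for both lists (differences of -2.2 for adipocyte transcripts and -0.749 for the glucocorticoid-responsive genes), so both treatments were tested with the mean of the adipocyte list in each library as a covariate. The covariate called 165 genes outside the adipocyte list. The median of the 24 genes with it was 1.8 after HS (camera, adjusted p = 2.7e-37) and 1.7 or more without any 1 of the 4 mice, and -1 after HSP990 (adjusted p = 2.1e-11) and -0.63 or less without any 1 of the 4 mice, which argues against adipocyte transcripts as the whole source of either change. A stress hormone response to the heat may be a candidate explanation for the rise and was not tested. The controls were anaesthetised in the same way, and no biological explanation was tested for the fall after HSP990. Of the 24 genes, 23 had a mean of at least 1 CPM in this muscle and 3 were in another list. In knockout mice the medians were 0.74 and -0.57.

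The summed counts of 4 Y-linked genes were at most 4 in the wild type and R6/2 libraries of the HS experiment and at least 3916 in all other libraries, and the labels give no sex. Loss in counting is argued against by the 4781 or more counts in the Hsf1 knockout libraries of the HS experiment. Female mice in those groups would give more of X-linked transcripts that escape inactivation. Each of 4 such genes was higher in wild type control than in wild type vehicle mice when adjusted over the 4, as a test of female mice set in advance (4 of 4; Kdm6a by 0.86, Eif2s3x by 0.62, Kdm5c by 0.52 and Ddx3x by 0.49 on the log2 scale), and they were higher in R6/2 mice too. In Hsf1 knockout mice none of the 4 passed the threshold. These values are consistent with female mice in the wild type and R6/2 groups of the HS experiment. The comparisons of a treatment with its control use libraries that are alike in this.

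Within 10 Mb of Hsf1, a window set after an excess on chromosome 15 had been seen, 8 of 229 tested genes differed between untreated Hsf1 knockout and wild type mice (3.49%), against 123 of 13269 elsewhere (0.927%; Fisher's exact test, p = 0.0018). Among the treated groups it was 5 of 229 against 285 of 13269 (Fisher's exact test, p = 0.82), which does not repeat the excess. All 8 genes had the same sign among the treated mice and 4 were called in both. A strain variant linked to the targeted gene cannot be told apart from an effect of the knockout, because the table holds no genotypes, and the test among treated groups, although it came out against the variant, was left open since the percentages depend on how many genes differ elsewhere.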

How the results depend on the processing

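The 6 alternatives named below as added were chosen after the data had been seen. The genes named in the text gave 199 calls, of which 94 were also made under every other setting run for them, 76 without each mouse, and 61 both. The sign of 5 named calls changed under 1 setting. The number of genes called was within 1.5 times for all 18 comparisons with the filter filterByExpr, for 17 of 18 with RLE size factors, with counts thinned to the smallest total and with TMM without the 20 highest genes, for 16 of 18 without a filter, for 14 of 18 when scaling by library size alone, for 5 of 18 when only the groups compared were fitted and for 4 of 18 with DESeq2. Of 253 tests of a list in a comparison, direction and side of the threshold were the same in 252 with RLE size factors, 250 with filterByExpr, 248 with DESeq2, 241 when scaling by library size alone, 184 with fry and 179 with an estimated correlation. With the replicate block, 8 of 18 numbers of genes were within 1.5 times and 242 of 253 list tests were the same. That block left the call the same in 341 of 402 values of named genes. No alternative other than leaving out a mouse turned the direction of a list test. Of 402 values of named genes, the call was the same in 402 with filterByExpr, 399 without a filter, 396 with RLE size factors, 386 with DESeq2, 380 when scaling by library size alone and 323 when only the groups compared were fitted. In the paragraphs below the changed values are given by setting, and apart from the fits of fewer libraries, where the smaller number of mice behind each estimate of the spread is part of the setting, the cause was not tested.

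With DESeq2 on the 24 libraries (in parentheses, with the beta prior), genes changed by treatment numbered 542 (538) in wild type HS, 127 (127) in R6/2 HS, 161 (171) in Hsf1 knockout HS, 542 (555) in wild type HSP990, 376 (369) in R6/2 HSP990 and 142 (158) in Hsf1 knockout HSP990. Genes with a difference between responses numbered 34 (34) in HS, R6/2 against wild type, 49 (50) in HSP990, R6/2 against wild type, 40 (42) in HS, Hsf1 knockout against wild type, 118 (119) in HSP990, Hsf1 knockout against wild type and 648 (634) in HS against HSP990 in wild type. Genes different without treatment numbered 369 (360) in Hsf1 knockout against wild type. Genes in the corrected comparisons numbered 232 (232) in Hsf1 knockout HS against wild type HS and 416 (455) in Hsf1 knockout HSP990 against wild type HSP990. Genes called in both groups numbered 78 (81) in wild type HS and R6/2 HS, 147 (146) in wild type HSP990 and R6/2 HSP990, 100 (104) in wild type HS and Hsf1 knockout HS, 38 (38) in wild type HSP990 and Hsf1 knockout HSP990 and 141 (134) in wild type HS and wild type HSP990. Genes called in 1 group alone numbered 49 (46) in R6/2 HS and not wild type HS, 229 (223) in R6/2 HSP990 and not wild type HSP990, 61 (67) in Hsf1 knockout HS and not wild type HS and 104 (120) in Hsf1 knockout HSP990 and not wild type HSP990. Percent of the wild type median kept was 40.5 (39.9) in R6/2 HSP990 and 24.6 (24.5) in Hsf1 knockout HSP990. With the beta prior alone, percent of the wild type median kept was 44.9 in Hsf1 knockout HS.

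When edgeR was fitted to only the groups compared, genes changed by treatment numbered 598 in wild type HS, 10 in R6/2 HS, 98 in Hsf1 knockout HS, 158 in wild type HSP990, 8 in R6/2 HSP990 and 0 in Hsf1 knockout HSP990. Genes with a difference between responses numbered 0 in HS, R6/2 against wild type, 44 in HS, Hsf1 knockout against wild type, 24 in HSP990, Hsf1 knockout against wild type and 596 in HS against HSP990 in wild type. Genes in the corrected comparisons numbered 357 in R6/2 HS against wild type HS, 190 in Hsf1 knockout HS against wild type HS and 141 in Hsf1 knockout HSP990 against wild type HSP990. In both groups the number was 10 in wild type HS and R6/2 HS, 7 in wild type HSP990 and R6/2 HSP990, 77 in wild type HS and Hsf1 knockout HS and 0 in wild type HSP990 and Hsf1 knockout HSP990. In 1 group alone the number was 1 in R6/2 HSP990 and not wild type HSP990, 21 in Hsf1 knockout HS and not wild type HS and 0 in Hsf1 knockout HSP990 and not wild type HSP990. The share kept, in percent, was 47.5 in R6/2 HS and 14 in Hsf1 knockout HSP990. Gene lists past the threshold numbered 10 in HS, R6/2 against wild type (difference).

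DESeq2 fitted to only the groups compared was an added setting, and with it (in parentheses, with the beta prior) genes changed by treatment numbered 825 (821) in wild type HS, 115 (107) in R6/2 HS, 346 (337) in Hsf1 knockout HS, 670 (664) in wild type HSP990, 413 (398) in R6/2 HSP990 and 119 (117) in Hsf1 knockout HSP990. Genes with a difference between responses numbered 44 (38) in HS, R6/2 against wild type, 92 (95) in HSP990, R6/2 against wild type, 121 (120) in HS, Hsf1 knockout against wild type, 128 (128) in HSP990, Hsf1 knockout against wild type and 938 (932) in HS against HSP990 in wild type. Genes different without treatment numbered 696 (693) in Hsf1 knockout against wild type. Genes in the corrected comparisons numbered 548 (491) in R6/2 HS against wild type HS, 424 (409) in Hsf1 knockout HS against wild type HS and 407 (399) in Hsf1 knockout HSP990 against wild type HSP990. Called in both were 91 (86) in wild type HS and R6/2 HS, 167 (161) in wild type HSP990 and R6/2 HSP990, 205 (202) in wild type HS and Hsf1 knockout HS, 35 (35) in wild type HSP990 and Hsf1 knockout HSP990 and 226 (225) in wild type HS and wild type HSP990. Called in 1 group alone were 24 (21) in R6/2 HS and not wild type HS, 246 (237) in R6/2 HSP990 and not wild type HSP990, 141 (135) in Hsf1 knockout HS and not wild type HS and 84 (82) in Hsf1 knockout HSP990 and not wild type HSP990. Of the wild type median, the percent kept was 43.7 (33.7) in R6/2 HS, 41.7 (36.3) in R6/2 HSP990 and 25.2 in Hsf1 knockout HSP990. Gene lists past the threshold numbered 11 (11) in HS, R6/2 against wild type (difference). With the beta prior and the groups compared alone, percent of the wild type median kept was 36.5 in Hsf1 knockout HS.

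As another added setting, DESeq2 was fitted to the libraries of 1 experiment (in parentheses, with the beta prior), and genes changed by treatment numbered 579 (577) in wild type HS, 231 (228) in R6/2 HS, 235 (238) in Hsf1 knockout HS, 551 (552) in wild type HSP990, 359 (350) in R6/2 HSP990 and 131 (137) in Hsf1 knockout HSP990. Genes with a difference between responses numbered 50 (53) in HS, R6/2 against wild type, 70 (67) in HSP990, R6/2 against wild type, 57 (60) in HS, Hsf1 knockout against wild type and 118 (117) in HSP990, Hsf1 knockout against wild type. Genes in the corrected comparisons numbered 222 (225) in Hsf1 knockout HS against wild type HS and 430 (449) in Hsf1 knockout HSP990 against wild type HSP990. The genes shared by 2 groups numbered 160 (158) in wild type HS and R6/2 HS, 138 (138) in wild type HSP990 and R6/2 HSP990, 152 (150) in wild type HS and Hsf1 knockout HS, 36 (35) in wild type HSP990 and Hsf1 knockout HSP990 and 127 (127) in wild type HS and wild type HSP990. Alone in 1 group were 71 (70) in R6/2 HS and not wild type HS, 221 (212) in R6/2 HSP990 and not wild type HSP990, 83 (88) in Hsf1 knockout HS and not wild type HS and 95 (102) in Hsf1 knockout HSP990 and not wild type HSP990. Shares kept, in percent, were 45.2 (44.6) in R6/2 HS, 45.8 (45.1) in Hsf1 knockout HS, 40.4 (40.7) in R6/2 HSP990 and 21.9 (22) in Hsf1 knockout HSP990. Gene lists past the threshold numbered 12 (11) in HS, R6/2 against wild type (difference).

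In the added fit of DESeq2 to the libraries of 1 genotype, genes changed by treatment numbered 738 in wild type HS, 64 in R6/2 HS, 227 in Hsf1 knockout HS, 838 in wild type HSP990, 304 in R6/2 HSP990 and 164 in Hsf1 knockout HSP990. Shared genes numbered 50 in wild type HS and R6/2 HS, 154 in wild type HSP990 and R6/2 HSP990, 152 in wild type HS and Hsf1 knockout HS, 65 in wild type HSP990 and Hsf1 knockout HSP990 and 256 in wild type HS and wild type HSP990. Those in 1 group alone numbered 14 in R6/2 HS and not wild type HS, 75 in Hsf1 knockout HS and not wild type HS and 99 in Hsf1 knockout HSP990 and not wild type HSP990. The percent kept was 43.5 in R6/2 HS, 43.4 in R6/2 HSP990 and 26.4 in Hsf1 knockout HSP990. Gene lists past the threshold numbered 8 in Hsf1 knockout HSP990.

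After scaling by library size only, genes changed by treatment numbered 3 in R6/2 HS. Genes different without treatment numbered 8876 in R6/2 against wild type. Genes in the corrected comparisons numbered 2474 in R6/2 HS against wild type HS and 1816 in R6/2 HSP990 against wild type HSP990. Genes called in both groups numbered 3 in wild type HS and R6/2 HS. Genes called in 1 group alone numbered 36 in Hsf1 knockout HSP990 and not wild type HSP990. Percent of the wild type median kept was 39.5 in R6/2 HS, 45 in Hsf1 knockout HS, 40.5 in R6/2 HSP990 and 28.4 in Hsf1 knockout HSP990. Between untreated R6/2 and wild type mice the sign turned for Actb (from -0.34 to 0.269), Atp5b (from -0.56 to 0.0468), Hsf1 (from -0.37 to 0.24), Hspd1 (from -0.47 to 0.142) and Hspe1 (from -0.49 to 0.115).

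Without a filter on low counts, genes changed by treatment numbered 13 in R6/2 HS and 28 in Hsf1 knockout HS. In both groups the number was 12 in wild type HS and R6/2 HS and 23 in wild type HS and Hsf1 knockout HS. In 1 group alone the number was 1 in R6/2 HS and not wild type HS and 5 in Hsf1 knockout HS and not wild type HS. The share kept, in percent, was 46.5 in Hsf1 knockout HS. With RLE size factors, genes changed by treatment numbered 6 in Hsf1 knockout HS. Called in both were 5 in wild type HS and Hsf1 knockout HS. Called in 1 group alone were 1 in Hsf1 knockout HS and not wild type HS. Thinning to the smallest total left values where genes changed by treatment numbered 2 in Hsf1 knockout HS. The genes shared by 2 groups numbered 2 in wild type HS and Hsf1 knockout HS. Of the wild type median, the percent kept was 39.7 in R6/2 HS and 20.7 in Hsf1 knockout HSP990. Added after the data had been seen, TMM without the 20 highest genes was run, and genes changed by treatment numbered 6 in Hsf1 knockout HS. Shared genes numbered 5 in wild type HS and Hsf1 knockout HS. Alone in 1 group were 1 in Hsf1 knockout HS and not wild type HS.

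The replicate numbers were also used as a block, although the correlation between the changes of the same-numbered pairs over 11119 genes was -0.24, -0.18 and 0.27 after HS and 0.24, -0.077 and -0.12 after HSP990 (wild type, R6/2 and Hsf1 knockout), so the numbers do not pair the mice. With this replicate block, genes changed by treatment numbered 2 in Hsf1 knockout HS and 136 in wild type HSP990. Genes with a difference between responses numbered 0 in HS, R6/2 against wild type, 10 in HS, Hsf1 knockout against wild type and 38 in HSP990, Hsf1 knockout against wild type. Genes different without treatment numbered 36 in Hsf1 knockout against wild type. Genes in the corrected comparisons numbered 196 in R6/2 HSP990 against wild type HSP990, 46 in Hsf1 knockout HS against wild type HS, 120 in Hsf1 knockout HSP990 against wild type HSP990 and 284 in wild type HSP990 against wild type HS. Those in 1 group alone numbered 1 in Hsf1 knockout HS and not wild type HS. Shares kept, in percent, were 44.8 in R6/2 HS, 46.5 in Hsf1 knockout HS, 62.3 in R6/2 HSP990 and 23.3 in Hsf1 knockout HSP990.

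Gene lists were also tested with camera and an estimated correlation, and gene lists past the threshold numbered 5 in wild type HS, 3 in R6/2 HS, 3 in Hsf1 knockout HS, 3 in wild type HSP990, 5 in R6/2 HSP990, 1 in Hsf1 knockout HSP990, 3 in HS, R6/2 against wild type (difference), 0 in HSP990, R6/2 against wild type (difference), 3 in HS, Hsf1 knockout against wild type (difference), 4 in HSP990, Hsf1 knockout against wild type (difference) and 2 in HS against HSP990 in wild type (difference). By fry, gene lists past the threshold numbered 7 in R6/2 HS, 3 in Hsf1 knockout HS, 1 in Hsf1 knockout HSP990, 3 in HS, R6/2 against wild type (difference), 0 in HSP990, R6/2 against wild type (difference), 3 in HS, Hsf1 knockout against wild type (difference), 4 in HSP990, Hsf1 knockout against wild type (difference) and 3 in HS against HSP990 in wild type (difference).

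Each of the 24 mice was left out in turn, which left a group with 1 mouse. The spread was then pooled over the other groups, and the lone mouse was assumed to vary like them. Where several mice gave the same value, 1 is named. Genes changed by treatment ran from 40 (without wild type control replicate 1) to 123 (without wild type HS replicate 1) in wild type HS, 3 (without R6/2 HS replicate 1) to 500 (without R6/2 HS replicate 2) in R6/2 HS, 0 (without Hsf1 knockout control replicate 1) to 28 (without Hsf1 knockout HS replicate 2) in Hsf1 knockout HS, 59 (without wild type vehicle replicate 2) to 168 (without wild type vehicle replicate 1) in wild type HSP990, 50 (without R6/2 vehicle replicate 2) to 228 (without R6/2 vehicle replicate 1) in R6/2 HSP990, and 11 (without Hsf1 knockout vehicle replicate 1) to 146 (without Hsf1 knockout HSP990 replicate 2) in Hsf1 knockout HSP990. The range for differences between responses was 0 (without R6/2 control replicate 1) to 90 (without R6/2 HS replicate 2) in HS, R6/2 against wild type, 0 (without R6/2 vehicle replicate 2) to 10 (without R6/2 vehicle replicate 1) in HSP990, R6/2 against wild type, 10 (without wild type control replicate 1) to 16 (without Hsf1 knockout HS replicate 2) in HS, Hsf1 knockout against wild type, 35 (without wild type vehicle replicate 2) to 73 (without Hsf1 knockout HSP990 replicate 2) in HSP990, Hsf1 knockout against wild type, and 94 (without wild type vehicle replicate 2) to 293 (without wild type vehicle replicate 1) in HS against HSP990 in wild type. Without treatment the range was 29 (without wild type control replicate 2) to 72 (without Hsf1 knockout vehicle replicate 1) in Hsf1 knockout against wild type. In the corrected comparisons it was 231 (without wild type HS replicate 1) to 1727 (without R6/2 HS replicate 2) in R6/2 HS against wild type HS, 169 (without R6/2 HSP990 replicate 2) to 813 (without R6/2 vehicle replicate 2) in R6/2 HSP990 against wild type HSP990, 48 (without Hsf1 knockout HS replicate 1) to 111 (without Hsf1 knockout control replicate 2) in Hsf1 knockout HS against wild type HS, 108 (without Hsf1 knockout HSP990 replicate 1) to 321 (without Hsf1 knockout HSP990 replicate 2) in Hsf1 knockout HSP990 against wild type HSP990, and 243 (without wild type HS replicate 2) to 888 (without wild type vehicle replicate 1) in wild type HSP990 against wild type HS. Genes called in both groups ran from 3 (without R6/2 control replicate 2) to 41 (without R6/2 HS replicate 2) in wild type HS and R6/2 HS, 37 (without R6/2 vehicle replicate 2) to 73 (without wild type vehicle replicate 1) in wild type HSP990 and R6/2 HSP990, 0 (without Hsf1 knockout control replicate 1) to 12 (without Hsf1 knockout HS replicate 2) in wild type HS and Hsf1 knockout HS, 1 (without Hsf1 knockout HSP990 replicate 1) to 12 (without Hsf1 knockout HSP990 replicate 2) in wild type HSP990 and Hsf1 knockout HSP990, and 23 (without wild type control replicate 1) to 64 (without wild type vehicle replicate 1) in wild type HS and wild type HSP990. Those called in 1 group alone ran from 0 (without R6/2 control replicate 1) to 459 (without R6/2 HS replicate 2) in R6/2 HS and not wild type HS, 13 (without R6/2 vehicle replicate 2) to 165 (without R6/2 vehicle replicate 1) in R6/2 HSP990 and not wild type HSP990, 0 (without Hsf1 knockout control replicate 1) to 16 (without Hsf1 knockout HS replicate 2) in Hsf1 knockout HS and not wild type HS, and 9 (without Hsf1 knockout vehicle replicate 1) to 134 (without Hsf1 knockout HSP990 replicate 2) in Hsf1 knockout HSP990 and not wild type HSP990. The percent of the wild type median kept ran from 32.1 (without R6/2 control replicate 2) to 54.1 (without R6/2 control replicate 1) in R6/2 HS, 10.8 (without wild type control replicate 1) to 45 (without Hsf1 knockout control replicate 2) in Hsf1 knockout HS, 44.6 (without wild type HSP990 replicate 1) to 63.7 (without wild type vehicle replicate 2) in R6/2 HSP990, and 5.09 (without wild type vehicle replicate 2) to 22.9 (without Hsf1 knockout vehicle replicate 1) in Hsf1 knockout HSP990. The number of lists past the threshold ran from 7 (without R6/2 HS replicate 2) to 13 (without R6/2 control replicate 2) in R6/2 HS, 5 (without Hsf1 knockout vehicle replicate 2) to 7 (without Hsf1 knockout HSP990 replicate 1) in Hsf1 knockout HSP990, 4 (without wild type HS replicate 1) to 10 (without R6/2 control replicate 1) in HS, R6/2 against wild type (difference), and 8 (without wild type HSP990 replicate 2) to 13 (without wild type HSP990 replicate 1) in HSP990, Hsf1 knockout against wild type (difference).

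Leaving out 1 mouse turned the direction of a list test in 9 fits. For each the median log2 value is given here: for fast fibre genes in R6/2 HS it ran from -0.069 to 0.47 and turned with -0.069 without R6/2 control replicate 1 and -0.036 without R6/2 HS replicate 2. For energy metabolism genes in R6/2 HS it ran from 0.016 to 0.26 and turned with 0.016 without R6/2 control replicate 1. For adipocyte markers in HSP990, R6/2 against wild type (difference) it ran from -0.57 to 2.4 and turned with -0.57 without wild type vehicle replicate 2. For muscle contraction genes in HSP990, R6/2 against wild type (difference) it ran from 0.02 to 0.66 and turned with 0.02 without R6/2 HSP990 replicate 1. For adipocyte markers in HSP990, Hsf1 knockout against wild type (difference) it ran from -0.95 to 2.6 and turned with -0.95 without Hsf1 knockout HSP990 replicate 1 and -0.7 without wild type vehicle replicate 2. For slow fibre genes in HSP990, Hsf1 knockout against wild type (difference) it ran from -0.97 to 2.9 and turned with -0.97 without Hsf1 knockout HSP990 replicate 2 and 0.64 without wild type HSP990 replicate 2. Where the median kept its sign, the direction of the test turned. Over all fits without 1 mouse, the list tests had the same direction and side of the threshold in 1254 of 1472 values, fell short of the threshold in 111 and passed it in 98. Of 2352 values of named genes, 1902 were the same, 444 were no longer called and 6 became called.

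The library totals of 22450177 to 46599238 counts limit genes with low counts most. A count of 0 in every library was found for 2855 of the 18669 genes, and such genes are not shown to be absent from the muscle. Whether depth, or reads shared between copies as is possible for Gapdh, gave these counts of 0 was not tested. With 2 mice per group, changes planted into simulated data for 200 of 13754 genes were called by edgeR in 53.5% of cases for the wild type HS comparison and in 34.5% for the difference between R6/2 and wild type responses, so a gene that is not called is not shown to be unchanged. An alternative with Xist as a covariate was not run, since Xist is not in the table.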

Differences from the paper's values

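The 6 added settings named in this part, among them all DESeq2 fits to fewer than the 24 libraries, were chosen after seeing the values. The paper states 52 numbers of genes, or ratios of such numbers, that were also computed here with edgeR on the 24 libraries, and 48 of them differ by more than 1.5 times. Of the 9 alternatives set before the data were examined, DESeq2 on the 24 libraries, with or without the beta prior, came within 1.5 times for 30 of the 52 numbers, edgeR fitted to only the groups compared for 8, no filter and filterByExpr for 5 each, RLE size factors for 4, library size only for 3, thinned counts for 2 and the replicate block for 1. DESeq2 fitted to only the groups compared, with or without the beta prior, came within 1.5 times for 52 of the 52, and this setting was chosen after seeing the values. Without the beta prior it gave 570 genes up and 255 down for wild type HS (the paper, 570 and 264). For Hsf1 knockout HS it gave 243 and 103 (239 and 103), and for wild type HSP990 475 and 195 (479 and 195). Less close were the genes higher in R6/2 HS when corrected, 236 (197). Its values are not repeated for each comparison below. The paper does not state which libraries each fit used. When tested on simulated data for the wild type HS comparison, that setting made 28.2% false calls, against 3.6% for edgeR and 12% for DESeq2 on the 24 libraries. The simulated counts had the same spread of a gene in every group, which favours fits that pool the spread over the 24 libraries. In the data the biological coefficient of variation was 0.155 for the wild type HS comparison and 0.242 for R6/2 HS. The simulation therefore does not rank these fits on the data. Also chosen after seeing the values, DESeq2 on the libraries of 1 experiment, with or without the beta prior, came within 1.5 times for 29 of 50 numbers, DESeq2 on the libraries of 1 genotype for 27 of 42 and TMM without the 20 highest genes for 4 of 52.

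For wild type HS, the paper's number of genes called up (Table 1) is 570 and the one found here 219, with 432 with only the groups compared within 1.5 times and the other alternatives set before outside. The paper's number of genes called down (Table 1) is 264 and the one found here 64, with none of the 9 alternatives set before within 1.5 times. As settings chosen after seeing the values, DESeq2, libraries of 1 experiment gave 418 for genes called up within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 413 for genes called up within 1.5 times, and DESeq2, libraries of 1 genotype gave 498 for genes called up and 240 for genes called down within 1.5 times.

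For R6/2 HS, the paper's number of genes called up (Table 1) is 89 and the one found here 6, with 107 by DESeq2 and 106 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes called down (Table 1) is 20 and the one found here 0, with 20 by DESeq2 and 21 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes called (Results) is 109 and the one found here 6, with 127 by DESeq2 and 127 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's value for percent of the wild type number of genes (Results) is 13 and the one found here 2.12, with none of the 9 alternatives set before within 1.5 times apart from 15 without wild type control replicate 1 and 9.38 without wild type control replicate 2. The paper's number of genes called in this genotype alone (Results) is 22 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. Among settings chosen after seeing the values, DESeq2, libraries of 1 genotype gave 8.67 for percent of the wild type number of genes within 1.5 times.

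For Hsf1 knockout HS, the paper's number of genes called up (Table 1) is 239 and the one found here 1, with none of the 9 alternatives set before within 1.5 times. The paper's number of genes called down (Table 1) is 103 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. The paper's value for percent of the wild type number of genes (Results) is 40 and the one found here 0.353, with 29.7 by DESeq2 and 31.8 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's value for times the R6/2 number of genes (Results) is a lower limit, more than 3, and the value found here 0.167. Of the alternatives set before, no filter on low counts gave 2.15, within 1.5 times of 3 and below that limit, and edgeR fitted to only the groups compared gave 9.8 and the fit without knockout HS replicate 2 gave 4.67, both above it. The paper's number of genes called in this genotype alone (Results) is 137 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. In fits chosen after seeing the values, DESeq2, libraries of 1 experiment gave 184 for genes called up and 40.6 for percent of the wild type number of genes within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 187 for genes called up and 41.2 for percent of the wild type number of genes within 1.5 times, and DESeq2, libraries of 1 genotype gave 172 for genes called up, 30.8 for percent of the wild type number of genes and 3.55 for times the R6/2 number of genes within 1.5 times.

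For wild type HSP990, the paper's number of genes called up (Table 2) is 479 and the one found here 199, with 399 by DESeq2 and 410 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes called down (Table 2) is 195 and the one found here 56, with 143 by DESeq2 and 145 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. Chosen after seeing the values, DESeq2, libraries of 1 experiment gave 410 for genes called up and 141 for genes called down within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 410 for genes called up and 142 for genes called down within 1.5 times, and DESeq2, libraries of 1 genotype gave 565 for genes called up and 273 for genes called down within 1.5 times.

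For R6/2 HSP990, the paper's number of genes called up (Table 2) is 149 and the one found here 65, with 132 by DESeq2 and 132 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes called down (Table 2) is 249 and the one found here 132, with 244 by DESeq2 and 237 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. As settings chosen after seeing the values, DESeq2, libraries of 1 experiment gave 136 for genes called up and 223 for genes called down within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 133 for genes called up and 217 for genes called down within 1.5 times, and DESeq2, libraries of 1 genotype gave 205 for genes called down within 1.5 times.

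For Hsf1 knockout HSP990, the paper's number of genes called up (Table 2) is 72 and the one found here 23, with 88 by DESeq2 and 101 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes called down (Table 2) is 40 and the one found here 7, with 54 by DESeq2 and 57 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside apart from 34 without Hsf1 knockout HSP990 replicate 2. Among settings chosen after seeing the values, DESeq2, libraries of 1 experiment gave 85 for genes called up and 46 for genes called down within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 92 for genes called up and 45 for genes called down within 1.5 times, and DESeq2, libraries of 1 genotype gave 93 for genes called up within 1.5 times.

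For wild type HS and R6/2 HS, the paper's number of genes up in both (Table S1) is 77 and the one found here 6, with 72 by DESeq2 and 75 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes down in both (Table S1) is 10 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. The paper's number of genes up only in wild type HS (Table S1) is 493 and the one found here 213, with 422 with only the groups compared within 1.5 times and the other alternatives set before outside. The paper's number of genes down only in wild type HS (Table S1) is 254 and the one found here 64, with none of the 9 alternatives set before within 1.5 times. The paper's number of genes up only in R6/2 HS (Table S1) is 13 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. The paper's number of genes down only in R6/2 HS (Table S1) is 9 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. In fits chosen after seeing the values, DESeq2, libraries of 1 genotype gave 454 for genes up only in wild type HS, 234 for genes down only in wild type HS and 9 for genes up only in R6/2 HS within 1.5 times.

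For wild type HSP990 and R6/2 HSP990, the paper's number of genes up in both (Table S3) is 82 and the one found here 50, with 82 by DESeq2 and 83 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes down in both (Table S3) is 81 and the one found here 26, with 64 by DESeq2 and 62 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes up only in wild type HSP990 (Table S3) is 397 and the one found here 149, with 317 by DESeq2 and 327 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes down only in wild type HSP990 (Table S3) is 114 and the one found here 30, with 79 by DESeq2 and 83 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes up only in R6/2 HSP990 (Table S3) is 66 and the one found here 15, with 50 by DESeq2 and 49 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes down only in R6/2 HSP990 (Table S3) is 169 and the one found here 106, with 128 with library size only, 117 with no filter on low counts, 180 by DESeq2 and 175 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside apart from 130 without R6/2 vehicle replicate 1, 128 without wild type vehicle replicate 2, 128 without wild type HSP990 replicate 1 and 124 without wild type HSP990 replicate 2. Chosen after seeing the values, DESeq2, libraries of 1 experiment gave 79 for genes up in both, 57 for genes down in both, 331 for genes up only in wild type HSP990, 84 for genes down only in wild type HSP990, 57 for genes up only in R6/2 HSP990 and 166 for genes down only in R6/2 HSP990 within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 80 for genes up in both, 56 for genes down in both, 330 for genes up only in wild type HSP990, 86 for genes down only in wild type HSP990, 53 for genes up only in R6/2 HSP990 and 161 for genes down only in R6/2 HSP990 within 1.5 times, and DESeq2, libraries of 1 genotype gave 64 for genes up in both, 88 for genes down in both, 501 for genes up only in wild type HSP990 and 117 for genes down only in R6/2 HSP990 within 1.5 times.

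For wild type HS and Hsf1 knockout HS, the paper's number of genes up in both (Table S6) is 168 and the one found here 1, with none of the 9 alternatives set before within 1.5 times. The paper's number of genes down in both (Table S6) is 37 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. The paper's number of genes up only in wild type HS (Table S6) is 402 and the one found here 218, with 295 by DESeq2, 291 by DESeq2 with betaPrior and 362 with only the groups compared within 1.5 times and the other alternatives set before outside. The paper's number of genes down only in wild type HS (Table S6) is 227 and the one found here 64, with 155 with library size only and 159 with only the groups compared within 1.5 times and the other alternatives set before outside. The paper's number of genes up only in Hsf1 knockout HS (Table S6) is 70 and the one found here 0, with 52 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes down only in Hsf1 knockout HS (Table S6) is 67 and the one found here 0, with none of the 9 alternatives set before within 1.5 times. As settings chosen after seeing the values, DESeq2, libraries of 1 experiment gave 127 for genes up in both, 25 for genes down in both, 291 for genes up only in wild type HS and 57 for genes up only in Hsf1 knockout HS within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 125 for genes up in both, 25 for genes down in both, 288 for genes up only in wild type HS and 62 for genes up only in Hsf1 knockout HS within 1.5 times, and DESeq2, libraries of 1 genotype gave 124 for genes up in both, 27 for genes down in both, 374 for genes up only in wild type HS, 213 for genes down only in wild type HS and 48 for genes up only in Hsf1 knockout HS within 1.5 times.

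For wild type HSP990 and Hsf1 knockout HSP990, the paper's number of genes up in both (Table S7) is 18 and the one found here 2, with 15 by DESeq2 and 15 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes down in both (Table S7) is 17 and the one found here 6, with 21 by DESeq2 and 21 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes up only in wild type HSP990 (Table S7) is 461 and the one found here 197, with 384 by DESeq2 and 395 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes down only in wild type HSP990 (Table S7) is 178 and the one found here 50, with 122 by DESeq2 and 124 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes up only in Hsf1 knockout HSP990 (Table S7) is 53 and the one found here 21, with 73 by DESeq2 within 1.5 times and the other alternatives set before outside. The paper's number of genes down only in Hsf1 knockout HSP990 (Table S7) is 24 and the one found here 1, with 33 by DESeq2 and 36 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside apart from 27 without Hsf1 knockout HSP990 replicate 2. Among settings chosen after seeing the values, DESeq2, libraries of 1 experiment gave 16 for genes up in both, 18 for genes down in both, 394 for genes up only in wild type HSP990, 123 for genes down only in wild type HSP990, 69 for genes up only in Hsf1 knockout HSP990 and 28 for genes down only in Hsf1 knockout HSP990 within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 16 for genes up in both, 17 for genes down in both, 394 for genes up only in wild type HSP990, 125 for genes down only in wild type HSP990, 76 for genes up only in Hsf1 knockout HSP990 and 28 for genes down only in Hsf1 knockout HSP990 within 1.5 times, and DESeq2, libraries of 1 genotype gave 19 for genes up in both, 546 for genes up only in wild type HSP990, 231 for genes down only in wild type HSP990, 74 for genes up only in Hsf1 knockout HSP990 and 29 for genes down only in Hsf1 knockout HSP990 within 1.5 times.

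For R6/2 HS against wild type HS (corrected), the paper's number of genes higher in R6/2 HS (Table S2) is 197 and the one found here 477, with 160 with only the groups compared within 1.5 times and the other alternatives set before outside apart from 146 without R6/2 HS replicate 1 and 185 without wild type HS replicate 2.

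For wild type HSP990 against wild type HS (corrected), the paper's number of genes higher in wild type HS (Table S5) is 719 and the one found here 477, with 500 by filterByExpr, 658 by DESeq2, 652 by DESeq2 with betaPrior and 617 with only the groups compared within 1.5 times and the other alternatives set before outside.

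For Hsf1 knockout HS against wild type HS (corrected), the paper's number of genes higher in wild type HS (Table S8) is 249 and the one found here 75, with none of the 9 alternatives set before within 1.5 times. The paper's number of genes higher in Hsf1 knockout HS (Table S8) is 155 and the one found here 27, with none of the 9 alternatives set before within 1.5 times.

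For Hsf1 knockout HSP990 against wild type HSP990 (corrected), the paper's number of genes higher in wild type HSP990 (Table S9) is 286 and the one found here 168, with 281 by DESeq2 and 286 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside. The paper's number of genes higher in Hsf1 knockout HSP990 (Table S9) is 121 and the one found here 55, with 135 by DESeq2 and 169 by DESeq2 with betaPrior within 1.5 times and the other alternatives set before outside apart from 167 without Hsf1 knockout HSP990 replicate 2. Among settings chosen after seeing the values, DESeq2, libraries of 1 experiment gave 296 for genes higher in wild type HSP990 and 134 for genes higher in Hsf1 knockout HSP990 within 1.5 times, and DESeq2 with betaPrior, libraries of 1 experiment gave 299 for genes higher in wild type HSP990 and 150 for genes higher in Hsf1 knockout HSP990 within 1.5 times.

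By qPCR, the paper found Hsp90aa1 unchanged in quadriceps muscle after HS and after HSP90 inhibition. In the counts used here, edgeR called Hsp90aa1 higher after both treatments in wild type mice, also without each mouse. Its near-identical copies leave its level uncertain, and the qPCR was not analysed here. For R6/2 mice after HS, the paper's qPCR found Dnajb1 and Hspb1 induced, whereas edgeR called neither. With 2 mice per group, this does not show that these 2 genes were unchanged. The paper states that the basal level of HSP genes did not differ between Hsf1 knockout and wild type muscle. Here 48 of 57 chaperone genes were lower in untreated knockout mice, with a median log2 fold change of -0.33 (camera, adjusted p = 9.9e-22; estimated correlation, adjusted p = 0.0082; fry, adjusted p = 0.00025), and 16 were called lower. The paper states that cytoskeletal pathways were not induced by HSP90 inhibition. Here 39 of 44 cytoskeletal genes and SRF targets were higher after HSP990 in wild type mice, with a median of 0.36 (camera, adjusted p = 2e-06), past the threshold with fry (adjusted p = 0.012) and not with an estimated correlation (adjusted p = 0.14). The paper assigns no pathway to the genes that were higher in Hsf1 knockout than in wild type mice in the corrected comparisons. Here 13 of the 55 such genes after HSP990 were among 56 genes of the unfolded protein response, ATF4 targets and amino acid synthesis (Fisher's exact test, adjusted p = 5.5e-19). The paper had named this theme, from the same libraries, for the genes changed by HSP990 within knockout mice. The paper names CLOCK as a regulator of the genes changed after HS in wild type and R6/2 mice. Its target list was not used here, and the hand-chosen clock genes were not past the threshold in either genotype (camera, adjusted p of 0.51 and 0.054). Because camera looks for a shift in 1 direction, it could miss clock genes moving both ways. These values therefore do not test the paper's prediction.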

Other observations

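The tests chosen only after the result was seen were those of adipose tissue in 1 mouse and those of spread and of a larger response behind the counts of HS genes. For the larger response, the number of settings was made the measure after the shares had been seen.

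Several ribosomal protein genes were counted at or near 0 in this muscle. The 48 with a near-identical copy in the genome had a median of 1.89 CPM (23 below 1 CPM) and the 30 without one a median of 42.6 CPM (4 below 1 CPM; one-sided permutation test of the rank sum, p = 1e-05, the smallest that 100000 draws can give). These values are consistent with reads shared between copies being left out of the counts, and Gapdh with its 39 copies was at 0 in all libraries. Levels of genes with copies, Hspa1a and Hspa1b among them, are therefore uncertain.

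Of 9654 genes compared between the 2 mice of a group, 74 were far apart in at least 1 group, 39 of them in the Hsf1 knockout HSP990 group, where 1 mouse had high adipocyte transcripts, and at most 11 in any other group. A near-identical copy was found for 7 of them and not for 66, against 253 and 9157 of the others (Fisher's exact test, p = 0.0037), which is consistent with copies contributing to a few of these genes. Strain variants segregating among the mice cannot be told apart from other sources by the number of neighbouring pairs, 4 against a median of 4 over 10000 random draws (permutation test, p = 0.67). The value came out against such variants and was left open, since 74 genes are few for a test of spacing.

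In the Hsf1 knockout mice given HSP990, 12 of 14 adipocyte marker genes were higher in replicate 1 than in replicate 2, with a median log2 difference of 2.43. Ucp1 was at 495 CPM against 0.307, Cidea at 172 against 2.54 and Adipoq at 123 against 28.2. Adipose tissue in the muscle sample is a candidate explanation from 12 genes, and it cannot be told apart from a difference between the animals, since there is 1 mouse of each kind. All 14 genes had a mean of at least 1 CPM in this muscle.

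More genes were called after HS in Hsf1 knockout than in R6/2 mice by DESeq2 on the 4 libraries of each comparison (346 and 115). A larger spread between R6/2 HS mice cannot be told apart from a larger response in knockout mice. By DESeq2 on the 24 libraries, where the spread is pooled, the ratio was 1.27, and by edgeR on the same libraries it was 0.167 with the filter (1 gene in knockout and 6 in R6/2 mice) and 2.15 without it (28 and 13). Fitted to only the groups compared, edgeR called 98 genes in knockout and 10 in R6/2 mice. The share of the wild type response kept was larger in knockout mice in 13 of 16 settings, and smaller in each of the 4 fits without 1 wild type mouse of the HS experiment, the most without control replicate 1 (10.8% against 34.1% in R6/2 mice). Over the 283 genes called in wild type mice the shares were 43.3% in knockout and 41.4% in R6/2 mice. With the genes chosen and measured on different wild type libraries the order was the other way. The shares were then 4.81 to 7.85% in knockout and 21.6 to 36.1% in R6/2 mice. These splits rest on 18 to 27 more strongly changed genes and not on the 283, so the opposite orders do not compare the same genes. They cannot decide between the 2 explanations, and both stay open. The median absolute log2 difference between the 2 mice of a group was largest, of the 12 groups, for R6/2 HS (0.309).

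Transcripts of transcription factors named by the paper were followed. Gabpa changed by a log2 fold change of 0.05 after HS in wild type mice (adjusted p = 0.96, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf3 rose by 3.68 after HSP990 in Hsf1 knockout mice (standard error 1.34, adjusted p = 0.39) and by 4.38 after HS (standard error 1.37, adjusted p = 0.25), and was not called. Cebpb rose after HS in wild type mice by 1.93 (adjusted p = 4.8e-05) and changed by 0.30 after HSP990 in knockout mice (adjusted p = 0.68). Transcript levels do not measure the activity of these factors.

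The remaining lists are given here for HS and HSP990 in wild type mice. The 13 genes of the basal panel had medians of 1.3 and 2 (camera, adjusted p = 2e-51 and 2e-67), and the 9 HSP genes measured by qPCR medians of 2.2 and 3.4 (adjusted p = 3.3e-61 and 3.1e-79). In untreated Hsf1 knockout mice the medians of these 2 lists were -0.66 (adjusted p = 1.5e-25) and -0.97 (adjusted p = 1.6e-19). BMP pathway genes had medians of -0.18 (adjusted p = 0.17) and 0.17 (adjusted p = 0.095), nerve markers 0.25 (adjusted p = 0.26) and 0.39 (adjusted p = 0.42), and blood markers 0.97 with a mean of 0.29 (adjusted p = 0.51) and 0.03 with a mean of -0.13 (adjusted p = 0.5). Glycolysis genes had medians of 0.09 (adjusted p = 0.51) and -0.08 (adjusted p = 0.47), the first of which turned to -0.05 when scaling by library size alone. The 15 leukocyte markers had a median of -0.27 and a mean of 0.67 after HS (upwards, adjusted p = 0.51), and slow fibre genes medians of -0.29 (adjusted p = 0.99) and -0.26 (adjusted p = 0.26). The 4 Y-linked genes had a median of -0.14 between the vehicle groups of knockout and wild type mice (adjusted p = 0.49), and in the control groups the wild type mice had 0 counts of them. In knockout mice the inflammatory list had a median of 0.59 after HS (38 of 42 higher, 15 called when adjusted over the list alone; camera, adjusted p = 1.6e-13; estimated correlation, adjusted p = 0.029; fry, adjusted p = 0.0072).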
